# Transcriptome Profiling of Tomato Fruit Development Reveals Transcription Factors Associated with Ascorbic Acid, Carotenoid and Flavonoid Biosynthesis

**DOI:** 10.1371/journal.pone.0130885

**Published:** 2015-07-02

**Authors:** Jie Ye, Tixu Hu, Congmei Yang, Hanxia Li, Mingze Yang, Raina Ijaz, Zhibiao Ye, Yuyang Zhang

## Abstract

Tomato (*Solanum lycopersicum*) serves as a research model for fruit development; however, while it is an important dietary source of antioxidant nutrients, the transcriptional regulation of genes that determine nutrient levels remains poorly understood. Here, the transcriptomes of fruit at seven developmental stages (7, 14, 21, 28, 35, 42 and 49 days after flowering) from two tomato cultivars (Ailsa Craig and HG6-61) were evaluated using the Illumina sequencing platform. A total of 26,397 genes, which were expressed in at least one developmental stage, were detected in the two cultivars, and the expression patterns of those genes could be divided into 20 groups using a K-mean cluster analysis. Gene Ontology term enrichment analysis indicated that genes involved in RNA regulation, secondary metabolism, hormone metabolism and cell wall metabolism were the most highly differentially expressed genes during fruit development and ripening. A co-expression analysis revealed several transcription factors whose expression patterns correlated with those of genes associated with ascorbic acid, carotenoid and flavonoid biosynthesis. This transcriptional correlation was confirmed by agroinfiltration mediated transient expression, which showed that most of the enzymatic genes in the ascorbic acid biosynthesis were regulated by the overexpression of each of the three transcription factors that were tested. The metabolic dynamics of ascorbic acid, carotenoid and flavonoid were investigated during fruit development and ripening, and some selected transcription factors showed transcriptional correlation with the accumulation of ascorbic acid, carotenoid and flavonoid. This transcriptome study provides insight into the regulatory mechanism of fruit development and presents candidate transcription factors involved in secondary metabolism.

## Introduction

Fleshy fruit development and ripening involve the coordinated regulation of numerous metabolic pathways that influence fruit nutrient levels and quality [1]. Cell division followed by cell expansion, resulting in the formation of large vacuolated cells, eventually leads to an increase in fruit weight and is accompanied by the accumulation of nutrients [2]. The subsequent increase in the accumulation of carotenoids, flavonoids, vitamins and other compounds that typically occurs during fruit ripening enhances both the sensory and nutritional quality of fruits; two parameters that are beneficial for human diet and that promote seed dispersal [3, 4].

The nutrient accumulation during fruit development and ripening is the final outcome of a complex set of integrated processes involving gene expression, protein translation and metabolic accumulation [5]. For most metabolites, such as carotenoids, flavonoids and ascorbic acid, the biosynthetic pathways have been well characterized in tomato; however, the underlying regulatory mechanisms remain largely unknown [6]. Transcriptome analysis has revealed fluctuations in the expression of genes involved in various metabolic pathways during fruit development and ripening together with diverse patterns of metabolite accumulation [7]. For example, the transcript abundance of genes encoding enzymes involved in ascorbic acid biosynthesis shows diurnal fluctuations that are influenced by light, indicating the existence of regulatory networks that are affected by external factors [8]. Indeed, these metabolites accumulate to varying degrees during fruit development and have been reported to be affected by environmental factors [9]. The fact that fruit nutrient status is subject to environmental regulation in addition to being developmentally regulated indicates that multiple transcription factors or regulators may act to control their biosynthesis [10].

Studies of transcription factors related to biosynthetic genes may help dissect the regulatory machinery that influences metabolite accumulation. Several such regulatory genes have been reported to be associated with carotenoid metabolism: for example, *RAP2*.*2* and *PIF1* have been shown to modulate carotenoid accumulation by transcriptionally regulating *PSY* in Arabidopsis [11, 12]. By comparative analysis with tomato genome, six of nineteen carotenoid-associated transcription factors were differentially expressed during fruit development and ripening in watermelon [13]. In tomato, several transcription factors, such as CNR, RIN, TAGL1 and SGR have been shown to be involved in regulating ripening and, thus, fruit carotenoid accumulation [14–17], while CSN5B, AtERF98, ABI4, and AMR1 are known to regulate ascorbic acid levels in the context of both stress responses and growth regulation [10, 18–20]. Ascorbic acid levels have also been shown to be modified via transcriptional regulation of the biosynthetic pathway in high-pigment tomato, a mutant in light signal transduction [21]. Moreover, it has been reported that the MYB transcription factor, *Sl*MYB12 modulates the expression of flavonoid biosynthetic genes in tomato fruits [22] and the flavonoid biosynthetic pathway is activated in tomato fruit by the transcription factors Del and Ros1 [23].

All these regulators or transcription factors have been characterized based on their respective mutants, but another strategy is to use transcriptome analysis to identify potential transcription factors associated with specific aspects of fruit development and biosynthetic pathways [24]. In one study, differential expression profiling identified 72 signal transduction or transcriptional factors genes that are potentially involved in tomato fruit development and ripening [25] and, in parallel, genes involved in anthocyanin biosynthesis have been found to be up-regulated during the fruit ripening processes, concurrent with color change and fruit development [26]. In this regard, transcript co-expression analysis is a potentially valuable strategy to link of transcription factors and structural genes. Such a relationship was reported for the flavonoid biosynthetic pathway, where gene expression studies combined with genetic mapping and segregation analysis suggested that *SlMYB12* is a likely candidate for the *y* locus, which is responsible for flavonoid accumulation [22].

In this current study, RNA-seq combined with metabolism analysis was used to investigate global dynamic changes in gene expression and metabolite accumulation during the development and ripening of fruit from two tomato cultivars, Ailsa Craig (AC) and HG6-61. The two cultivars originated from different area and showed different maturity progress, AC is an English variety with precocity, while HG6-61was an elite line with late-maturity from China. Co-expression analysis of transcription factors and structural genes involved in ascorbic acid, carotenoid and flavonoid biosynthesis was performed, in order to identify putative transcription factors that regulate these biosynthetic pathways. Finally, an agroinfiltration assay was also used to investigate the effect of the candidate transcription factors on these specific metabolic pathways.

## Materials and Methods

### Plant material and growth conditions

Tomato plants (*Solanum lycopersicum*; cultivars AC and HG6-61) were grown in the same greenhouse at the National Center for Vegetable Improvement (Central China) during the spring season. Plant growth and cultivation was carried out according to commercial practices with a day/night temperature of 28/20°C. Plants were pruned so that fruits were on one vine per plant. To collect fruit samples from various developmental stages, flowers were tagged when fully opened (anthesis) and fruits were harvested from 5 individual plants of each genotype at 7, 14, 21, 28, 35, 42 and 49 days after flowering (DAF). In order to ensure the uniformity of the fruit samples at each stage, harvested fruits were visually inspected externally and internally (e.g. size, shape, pigmentation, seed development and locular jelly formation), and only fruits that were developmentally equivalent were used in the subsequent analysis [5]. The fruit pericarp at each stage were mixed, snap-frozen in liquid nitrogen and kept at -80°C until further analysis. For agroinfiltration, greenhouse grown AC plants were grown at 28°C/20°C (day/night) with a 16 h photoperiod in 10 cm (diameter) plastic pots and fruits left on the plant until the breaker stage were used for agroinfiltration [27].

### RNA extraction and RNA-seq

The AC and HG6-61 fruits harvested at 7, 14, 21, 28, 35, 42 and 49 DAF were frozen in liquid nitrogen and kept at -80°C until use. Total RNA was extracted using a ZP411-2 GREENspin RNA quick extraction kit (ZOMANBIO, Beijing), excluding polyphenols and polysaccharides from the sample according to the manufacturer’s instructions. Total RNA were then sent to ABlife Wuhan where the libraries were produced and sequenced using Illumina's Genome AnalyzerIIx. Fruit sampling and RNA-seq from two cultivars AC and HG6-61 were carried out in parallel as two biological replicates. The sequencing data can be accessed at the website: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE64981. Raw sequences were filtered to remove the 3’ adaptor sequence, low-quality reads (reads containing sequencing Ns > 5) and short reads (<16 nt) and the resulting sets of clean reads were used for the following analysis, as described previously [28]. All cleaned reads were mapped to contig assemblies using the Tophat mapping algorithm with the version 2.0.4 (http://tophat.cbcb.umd.edu/) allowing no more than 2-nucleotide mismatches. Clean reads that mapped to the genome sequences (SL2.40 version) of *Solanum lycopersicum* downloaded from SOL Genomics Network database (SGN, http://solgenomics.net/organism/Solanum_lycopersicum/genome). The multiple aligned reads were then filtered by tophat software and the remaining clean reads were designated as unambiguous clean reads. The number of unambiguous clean reads for each gene was calculated and then normalized to reads per kilobase of gene per million reads (RPKM), a standard unit to calculate UniGene expression [29]. The software edgeR was used to perform differential expression analysis [30]. edgeR can be used to analyze the difference in expression between two or more samples and indices of fold change (Log_2_ ratio) and p-value (false discovery rate) provide an indication of whether a gene is differentially expressed. Here, genes with a p-value < 0.01 and a Log_2_ ratio > 2.0 or < -2.0 were considered to be differentially expressed. The differentially expressed tomato genes extracted from ITAG2.4_proteins.fasta (ftp://ftp.solgenomics.net/genomes/Solanum_lycopersicum/annotation/ITAG2.4_release/) were used as query to identify *Arabidopsis thaliana* homologs (TAIR9 version) using an e-value of 1×e^-5^ by blastp (http://blast.ncbi.nlm.nih.gov/Blast.cgi). Finally, DAVID software was applied to perform a GO enrichment analysis of the annotated genes, as previously described [31].

### qRT-PCR

The expression pattern of selected differentially expressed genes identified in the RNA-seq analysis was validated by qRT-PCR. The expression abundance of biosynthetic genes following agroinfiltration of fruits (see below) was also investigated by qRT-PCR. The sequences of the primer pairs (designed using Primer Premier 3.0 [http://frodo.wi.mit.edu/primer3]) are listed in S1 Table. The cDNA synthesis and qRT-PCR steps were performed as previously described [32].

### Ascorbic acid, carotenoid and flavonoid extraction and HPLC analysis

Ascorbic acid extraction and HPLC analysis were carried out as described previously [33]. Briefly, samples were ground under liquid nitrogen and homogenised in 5 mL of cold 0.1% (w/v) metaphosphoric acid. The homogenate was then centrifuged at 12,000 g for 10 min at 4°C. The supernatant was filtered through a Millipore membrane (0.22 μm) to measure reduced ascorbate and an aliquot of 300 μL was incubated with 300 μL 50 mM dithiothreitol for 15 min at room temperature to measure total ascorbate. Then, the extracts were analyzed by HPLC using an SB-aq column (Agilent) eluted with acetate buffer (0.2 mol L^-1^ pH 4.5) at a flow rate of 1.0 mL min^-1^. Elutes were detected at 254 nm, and a standard curve from 2 to 40 μg mL^-1^ ascorbic acid was obtained.

Carotenoids were extracted and analyzed by HPLC as described previously [17]. Samples were ground into powder after freezing in liquid nitrogen. Carotenoids were eluted with methanol-methyl *tert*-butyl ether-H_2_O(81: 15: 4, v/v/v; eluent A) and methanol-methyl *tert*-butyl ether-H_2_O (10: 90: 4, v/v/v; eluent B) by a C_30_ carotenoid column (150x4.6 mm i.d., 3μm) from Waters. The linear gradient program was performed as follows: initial condition was 100% A to 100% B in 90 min, and back to the initial condition for re-equilibration. Analysis was conducted under subdued light to avoid carotenoid degradation during analysis. HPLC-grade β-carotene, lycopene, phytoene and lutein standards were obtained from Sigma (St Louis, MO, USA).

Flavonoids were extracted from 100 mg freeze-dried samples using 80% methanol which contains 0.1mg/L lidocaine as a quantification standard. The mixture was extracted for 12 h at 4°C. Flavonoids were analyzed and identified using a QToF 6520 mass spectrometer (Agilent Technologies, Palo Alto, CA, USA) coupled to a 1200 series Rapid Resolution HPLC system by a method modified from that described by [34]. 20μL of sample extract was loaded onto a Zorbax StableBond C18 1.8 μm, 2.1x100 mm reverse-phase analytical column (Agilent Technologies). Mobile phase A was 0.1% formic acid in water and mobile phase B was acetonitrile with 0.1% formic acid. The following gradient was used: 0 min-5% B; 20 min-95% B; 22 min-95%B; 22.1 min-10% B; 28 min-5% B. The flow rate was 0.3 mL min^-1^ and the column temperature was held at 35°C for the duration. The source conditions for electrospray ionization were as follows: gas temperature was 350°C with a drying gas flow rate of 10L min^-1^ and a nebulizer pressure of 55 psig. The capillary voltage was 3.5 kV in positive ion mode. The fragmentor voltage was 135V and skimmer 65V. Scanning was performed using the auto MS/MS function at 2 scans s^-1^ with a sloped collision energy of 3.5V/100 Da with an offset of 5V. Flavonoids were quantified by calculating the area of each individual peak and comparing this to internal standard.

### Correlation analysis of structural genes and transcription factors

A correlation analysis of structural genes and transcription factors was carried out to identify transcription factors that were co-expressed with the enzymatic genes involved in ascorbic acid, carotenoid and flavonoid metabolism [22]. The transcriptome sequencing data of cultivar Heinz and the wild relative *Solanum pimpinellifolium* were also downloaded from TFGD (http://ted.bti.cornell.edu/cgi-bin/TFGD/digital/experiment.cgi?ID=D004). In order to exclude false positives, structural genes and transcription factors with an RPKM value ≥5.0 in at least one of the seven stages during fruit development were selected, and transcription factors with correlation coefficient values of ≥0.8 by *t* test (The formula to calculate *t* value was *t* = $\frac{\text{r}\sqrt{n-2}}{\sqrt{1-r^{2}}}$, at *P<0*.*05* and n = 7. |*t*|>*t*_0.05,5_ = 2.571 means significant correlation, so r>0.754 means significant correlation) were considered to have an expression that was significantly correlated with the expression of genes in the various biosynthetic pathways. The co-expression analysis was preformed by “CORREL” function in “EXCEL2003” and confirmed by an in-house Perl scripts and IBM SPSS Statistics software.

### Agroinfiltration

The full length cDNAs of three transcription factors (MYB [Solyc09g010840.1], NAC [Solyc12g013620.1] and ZIF [Solyc06g065440.1]) were amplified from the AC by reverse transcription (RT)-PCR. The PCR products were inserted into the entry vector pDONR221 using the BP enzyme (Invitrogen, USA), and then cloned into the destination vector pMV3 using the Gateway recombination reaction (Invitrogen, USA). The resultant constructs, as well as the pMV3 empty vector (control), were introduced into the *Agrobacterium tumefaciens* strain EHA105 and agroinfiltration of AC fruits was carried out as previously described [27]. For each construct, three fruits from the same position of two independent plants were agroinfiltrated. RNA were isolated from infiltrated fruits and analyzed by qRT-PCR. The agroinfiltration experiments were repeated three times. The sequences of the primer pairs (designed using Primer Premier 3.0) are listed in S1 Table.

## Results

### Changes in ascorbic acid, carotenoids and flavonoids content during tomato fruit development and ripening

Metabolism analysis was carried out to monitor the dynamics of fruit ascorbic acid, carotenoids and flavonoids content in two tomato cultivars AC and HG6-61 (Fig 1). Most metabolites showed similar fluctuations in the two cultivars during fruit development, but the accumulation of some metabolites such as lycopene in carotenoids and naringenin chalcone belonging to flavonoids in AC fruits reached to its peak value earlier than in HG6-61 (Fig 1B and 1C). The content of total ascorbic acid showed a high-low-high pattern along fruit development and ripening but higher in HG6-61 than AC at 49 DAF (Fig 1A). The carotenoid accumulation showed a increasing trend in two cultivars but faster in AC than HG6-61 (Fig 1B). For flavonoids, most of the metabolites showed increasing trend along fruit development and ripening except that chlorogenic acid and rutin declined gradually toward maturation (Fig 1C). When comparing the metabolite concentration between two cultivars, most of final metabolite concentration is equal except that difference occurred in ascorbic acid, phytoene, β-carotene, naringenin chalcone, caffeic acid, and naringenin-hexose. The metabolite accumulation difference in the later development stages of two genotypes is possibly due to the different maturation progress.

**Fig 1:**
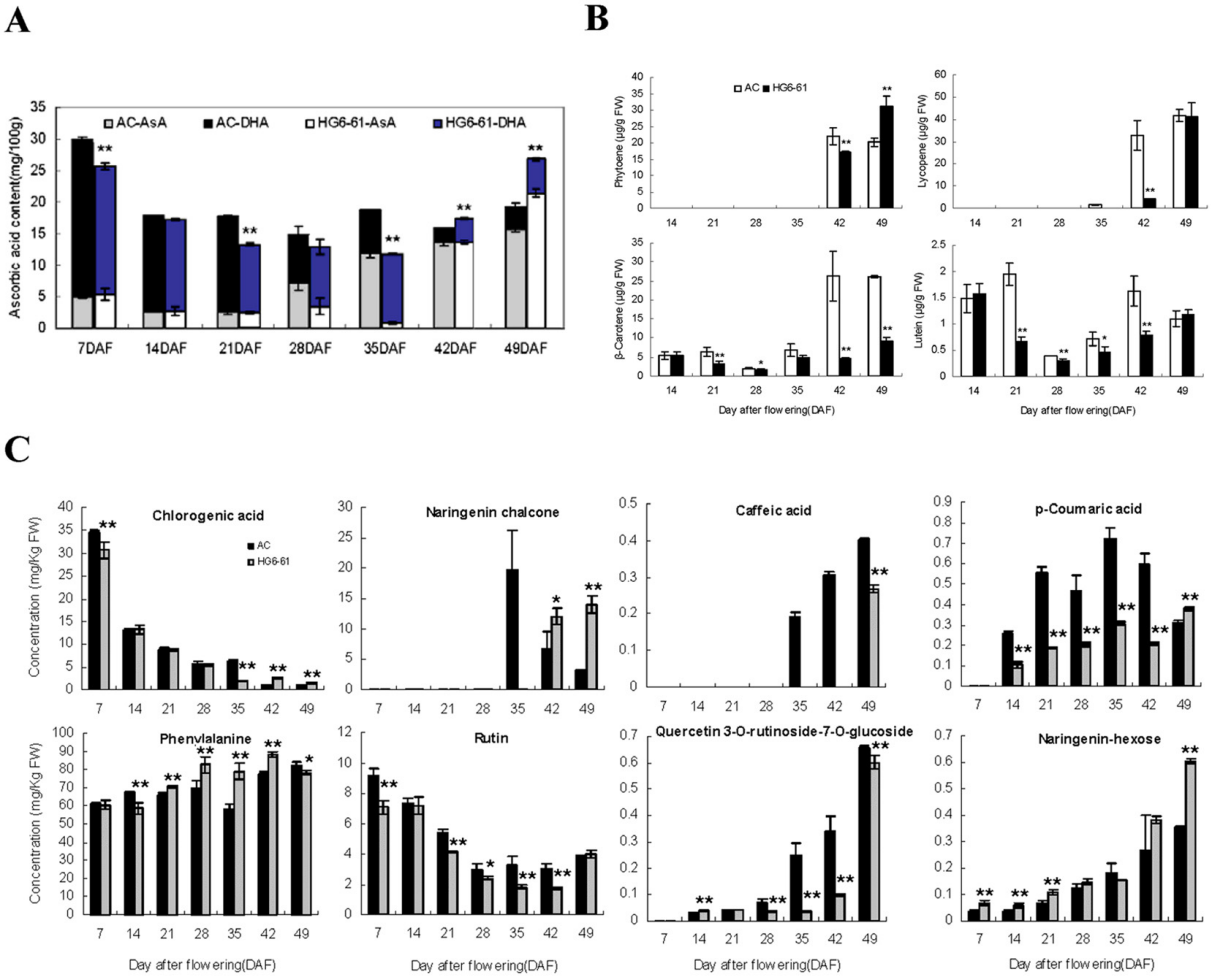
Dynamics of ascorbic acid, carotenoids and flavonoids accumulation during fruit development and ripening. The concentrations of ascorbic acid (A) and carotenoids (B) were determined by HPLC. The flavonoids contents (C) were determined by LC-MS. DHA (gray squares in AC and light blue squares in HG6-61) and AsA (black squares in AC and white squares in HG6-61) means oxidized ascorbate and reduced ascorbate, respectively in (A). Fruits of AC (black squares) and HG6-61(gray squares) at each of seven selected developmental stages were used in the analysis in (B) and (C). Bars represent the standard error (n = 3). DAF, days after flowering.

### Transcriptome profiling of seven tomato fruit developmental stages

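Fruit pericarp RNA of the cultivars Ailsa Craig (AC) and HG6-61 was sequenced by the authors on an Illumina Genome Analyzer IIx, with 1 library for each cultivar at each of 7 stages and 14 libraries in all. The authors removed adaptors, low-quality reads and short reads, and mapped the clean reads to the SL2.40 tomato genome with TopHat 2.0.4, allowing at most 2 mismatches. They removed reads that mapped to several places, counted the remaining reads on each gene and normalized the counts to RPKM, which divides reads by gene length and by the reads of the library. All values given here start from the authors' read counts for 26397 genes and from their RPKM values. In AC, the libraries held 1854032, 2553401, 2052528, 4221600, 4277327, 1891668 and 2665991 counts in stage order from 7 to 49 DAF, with a median of 2553401. In HG6-61, they held 4028274, 4459620, 6274456, 3927801, 1461817, 2120556 and 2105159 counts at the same stages, with a median of 3927801. No stage has replicate libraries within a cultivar, so a difference between 2 libraries has no replicate check, and the authors' methods treat the cultivars as biological replicates of each other. A gene with 0 reads in a library was given the limit that 3 reads would set, and 95% confidence intervals of shares are binomial (Wilson). Limits and intervals cover counting error alone. Gene symbols are those of the closest Arabidopsis gene in the authors' tables, unless the paper gives a name.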

We used RNA-seq to profile the transcriptomes of fruit from the tomato cultivars AC and H6-61 at 7 time points: 7, 14, 21, 28, 35, 42 and 49 DAF. The average number of reads produced for each sample was 9.5 million (Table 1), with the number of clean reads per sample ranging from 3.3 to 10.9 million. 

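The counts assigned to genes made up 88.2% to 96.1% of the uniquely mapped reads that the paper's Table 1 lists for each library, with a median of 95.2%. The lowest share was that of HG6-61 at 35 DAF. The 10 genes with the most reads took between 5.68% and 13.3% of the counts of a library, with a median of 7.87%.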

The number of reads that were mapped to the *S*. *lycopersicum* genome ranged from 1,786,380 to 6,780,667, and the uniquely mapped reads from 1,657,266 to 6,576,631. We found that most of the uniquely mapped reads were mature mRNA or non-coding RNA (ncRNA), and the reads that mapped multiple times were primarily ribosomal RNA (rRNA) or transfer RNA (tRNA). Only uniquely mapped reads were used in subsequent analyses. A read distribution analysis revealed that >70% of the uniquely mapped reads originated from coding sequences (CDS), while the rest were distributed in intergenic regions, 3’UTRs (untranslated regions), introns or 5’UTRs (Table 1). mRNA coverage analysis suggested the set of sequences derived from the RNA-seq analysis covered the complete region of mRNAs, with most reads falling in 20–80 relative position of the mRNA (S1 Fig). RPKM statistics showed that approximately 60% of the genes in each sample had RPKM values < 20, suggesting that most of the genes were expressed at low levels (S2 Fig), likely reflecting the fact that the plant does not express all its genes during its entire life cycle.

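Among the 26397 genes with counts, the share with an RPKM under 20 was between 73.1% and 78.4% in the 14 libraries, with a median of 74.4%. When the genes without reads in a library were left out, the share was between 64.9% and 71.8%, with a median of 67.8%.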

**Table 1:** Overview of RNA-seq data from Ailsa Craig (AC) and HG6-61 at 7 fruit developmental stages.

Category		7 DAF	14 DAF	21 DAF	28 DAF	35 DAF	42 DAF	49 DAF
Raw reads	AC	9743349	8621393	5433561	9323506	9368088	7530118	9268675
	HG6-61	10004399	14596765	17479136	8339706	7970371	6674007	8624540
Clean reads	AC	4810773	5538408	3320796	6644534	6543483	4348086	6192442
	HG6-61	6370206	8294104	10917553	6071110	3951893	4293645	5033699
Total mapped reads ^a^	AC	2020456 (42.00%)	2753665 (49.72%)	2209561 (66.54%)	4505071 (67.80%)	4729099 (72.27%)	2122941 (48.82%)	3039356 (49.08%)
	HG6-61	4341791 (68.16%)	4849222 (58.47%)	6780667 (62.11%)	4205811 (69.28%)	1786380 (45.20%)	2384589 (55.54%)	2370331 (47.09%)
Uniquely mapped reads ^b^	AC	1936897 (95.86%)	2660025 (96.60%)	2147706 (97.20%)	4395738 (97.57%)	4523181 (95.65%)	2009721 (94.67%)	2854199 (93.91%)
	HG6-61	4191949 (96.55%)	4695471 (96.83%)	6576631 (96.99%)	4090416 (97.26%)	1657266 (92.77%)	2263693 (94.93%)	2225325 (93.88%)
Multiple mapped reads ^b^	AC	83559 (4.14%)	93640 (3.40%)	61855 (2.80%)	109333 (2.43%)	205918 (4.35%)	113220 (5.33%)	185157 (6.09%)
	HG6-61	149842 (3.45%)	153751 (3.17%)	204036 (3.01%)	115395 (2.74%)	129114 (7.23%)	120896 (5.07%)	145006 (6.12%)
Expressed gene (mapped reads no.>0) ^c^	AC	20084 (57.83%)	20470 (58.95%)	21034 (60.57%)	21427 (61.70%)	20199 (58.17%)	17346 (49.95%)	18251 (52.56%)
	HG6-61	21425 (61.70%)	21836 (62.88%)	22493 (64.77%)	21420 (61.68%)	19427 (55.94%)	18573 (53.48%)	17947 (51.68%)
Expressed gene (mapped reads no.>10) ^c^	AC	14542 (72.41%)	15230 (74.40%)	14990 (71.27%)	16405 (76.56%)	14803 (73.29%)	11776 (67.89%)	13165 (72.13%)
	HG6-61	16479 (76.91%)	16966 (77.70%)	17774 (79.02%)	16340 (76.28%)	12438 (64.02%)	12878 (69.34%)	12699 (70.76%)
CDS ^c^	AC	1523820.46 (78.7%)	2099771.55 (78.9%)	1674726.97 (78.0%)	3453778.09 (78.6%)	3386878.32 (74.9%)	1541112.56 (76.7%)	2150765.24 (75.4%)
	HG6-61	3343468.52 (79.8%)	3645901.76 (77.6%)	5130825.65 (78.0%)	3243123.13(79.3%)	1116584.20 (67.4%)	1738604.77 (76.8%)	1728514.98 (77.7%)
5’UTR ^c^	AC	52263.92 (2.7%)	79649.91 (3.0%)	68780.63 (3.2%)	135079.93 (3.1%)	94655.01 (2.1%)	53667.99 (2.7%)	68782.74 (2.4%)
	HG6-61	132005.56 (3.1%)	151683.56 (3.2%)	227801.97 (3.5%)	145053.75 (3.5%)	39452.79 (2.4%)	62592.43 (2.8%)	63391.43 (2.8%)
Intergenic ^c^	AC	183083.63 (9.5%)	234708.06 (8.8%)	195998.25 (9.1%)	398797.04 (9.1%)	479653.13 (10.6%)	214878.40 (10.7%)	321297.47 (11.3%)
	HG6-61	379218.12 (9.0%)	460551.51 (9.8%)	615875.91 (9.4%)	370704.45 (9.1%)	263880.45 (15.9%)	249794.60 (11.0%)	230839.58 (10.4%)
intron ^c^	AC	67507.83 (3.5%)	108012.24 (4.1%)	94782.38 (4.4%)	195180.62 (4.4%)	158333.53 (3.5%)	71345.48 (3.6%)	112818.95 (4.0%)
	HG6-61	159506.23 (3.8%)	200093.70 (4.3%)	294478.34 (4.5%)	178768.06 (4.4%)	67442.53 (4.1%)	89116.56 (3.9%)	89112.94 (4.0%)
3’UTR ^c^	AC	110221.16 (5.7%)	137883.25 (5.2%)	113417.77 (5.3%)	212902.32 (4.8%)	403661.00 (8.9%)	128716.57 (6.4%)	200534.60 (7.0%)
	HG6-61	177750.57 (4.2%)	237240.48 (5.1%)	307649.12 (4.7%)	152766.61 (3.7%)	169906.02 (10.3%)	123584.64 (5.5%)	113466.07 (5.1%)

^a^ The numbers in brackets indicate the percentages of clean reads.

^b^ The numbers in brackets indicate percentages of total mapped reads.

^c^ The numbers in brackets indicate the percentages of uniquely mapped reads.

### Changes in the transcriptome during fruit development and ripening

In this study, we used two tomato cultivars, AC and HG6-61, to reveal the changes in the transcriptome during fruit development and ripening. It was found that approximately 70% of the total numbers of detected genes were expressed at any one fruit developmental stage (Table 1). 

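Genes with at least 1 read numbered 20084, 20470, 21034, 21427, 20199, 17346 and 18251 in the AC libraries from 7 to 49 DAF, and 21425, 21836, 22493, 21420, 19427, 18573 and 17947 in the HG6-61 libraries. These numbers are 65.7% to 85.2% of the genes with counts, with a median of 77.0%. Requiring more than 10 reads moved the numbers most, to 14233 in AC at 7 DAF and 12881 in AC at 49 DAF, and to between 12076 and 17549 in the HG6-61 libraries. With every library thinned at random to 1461817 counts, the total of the smallest library, the libraries up to 28 DAF kept between 19666 and 20456 genes, and those at 42 and 49 DAF between 16971 and 17978.

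**Figure D1:**
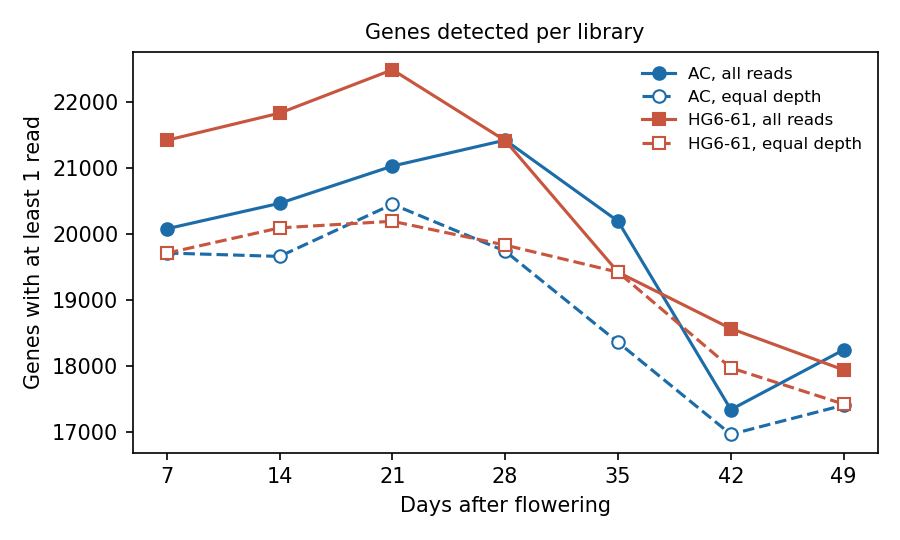
Number of genes with at least 1 read against days after flowering in AC and HG6-61, with all reads (solid lines) and with every library thinned to the total of the smallest (dashed lines); each point is 1 library. At equal depth the number is at most 17978 at 42 and 49 DAF and at least 19666 up to 28 DAF.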

A total of 26,397 tomato genes were expressed in at least one of the seven sampling points, accounting for 76% of the 34,727 genes in the tomato reference genome, suggesting that the RNA-seq experiment gave a saturated coverage of expression (S2 Table). 

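Of the 26397 genes, 24926 had a read in at least 1 AC library and 25255 in at least 1 HG6-61 library. With more than 10 reads required in 1 library, the number was 19685 over the 14 libraries and 18428 over the 7 AC libraries. The reads behind the least expressed genes are few, since 2628 genes (9.96%) had 3 reads or fewer in all 14 libraries together and 4500 genes (17.0%) had 10 or fewer. The 14 libraries held 43894230 counts in total, and random draws of 10%, 25%, 50% and 75% of them reached 22846, 24420, 25420 and 26011 genes.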

Among the 26,397 genes detected, 14,758 were expressed in all seven stages and five of these genes were most highly expressed in AC at all stages, with RPKM values >4,000. Two of them, *Solyc05g053070*.*2* and *Solyc05g054090*.*2*, are located on chromosome 5 and encode proteins with unknown function. 

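At least 1 read was found in all 7 AC libraries for 14599 genes, in all 7 HG6-61 libraries for 15309 genes, and in all 14 libraries for 13829 genes. An RPKM above 0 in all 7 AC libraries was listed for 14758 genes, and between 166 and 236 genes per library had an RPKM above 0 with a count of 0. With more than 10 reads required in each library, 9422 genes remained in AC. An RPKM above 4000 was reached at all 7 AC stages by 1 gene and an RPKM above 1000 by 8 genes, while 5 genes were above 4000 at 7 DAF.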

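The RPKM of Solyc05g053070.2 was between 21412 and 197729 in the 14 libraries and ranked highest or second highest in each. Its counts were between 842 and 3918 per library, which ranked it between 21 and 642 among the genes, and its RPKM values correspond to a length of 11.0 bases against the 1012 bases listed for the gene. With the listed length, its rank by RPKM was between 19 and 182. Solyc05g054090.2 had an RPKM of 23126 at 7 DAF and 39718 at 14 DAF in AC, which fell to 113 at 42 DAF and 221 at 49 DAF, and it was above 4000 in 4 of the AC libraries.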

Two others, located on chromosome 1, encode a pre-mRNA-splicing factor ATP-dependent RNA helicase (*Solyc01g110700*.*2*) and the CCR2 glycine-rich RNA-binding protein (Solyc01g109660.2). 

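In AC, Solyc01g110700.2 had its highest RPKM at 14 DAF, at 17117, and its lowest at 35 DAF, at 3338.6. Solyc01g109660.2 had its lowest RPKM of 3948.1 at 14 DAF and its highest of 9584.7 at 35 DAF, and was above 4000 in the other 6 AC libraries.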

The fifth gene (*Solyc11g008510*.*1*) encodes a 60S ribosomal protein. 

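For Solyc11g008510.1, the AC values were 4778.7 at 7 DAF, between 1624.5 and 2546.4 at the later stages, and 2394.3 at 49 DAF.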

Transcriptome changes during fruit development and ripening were examined using a K-mean cluster analysis of gene expression patterns, which divided the 26,397 genes into 20 groups (Fig 2). Each group exhibited was characterized by a unique expression pattern and the largest group (8) included 3,523 (13.2%) genes, most of which were not expressed at 7 DAF or 21 DAF, but maintained a relative stable expression at 14 DAF and in the last four stages. This group included genes related to cell wall biology, protein modulation and RNA regulation. 

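Applied to log2(RPKM + 0.015), K-means with 20 groups and the best of 10 starts placed the 24921 genes with an AC value in groups of 365 to 4373 genes. The largest group held 17.5% of the genes, with median RPKM values between 15.7 and 20.7 at the 7 stages. A change of the pseudocount moved the groups most: with log2(RPKM + 1), the adjusted Rand index against the main grouping was 0.315, where 1 is an identical grouping. With another random seed it was 0.841. In AC, 388 genes (1.47%) had no read at 7 and 21 DAF and reads at 14 DAF and at 1 or more of the last 4 stages. The median of their highest count was 3 reads, and 47 of them had reads at all of the last 4 stages.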

The second largest group (20) contained 2,763 (10.5%) genes showing a stable high expression throughout all seven stages and the functions of most genes in this group were associated with the ‘protein’ and ‘development’ categories. 

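The second largest AC group held 4078 genes (16.4%), with median RPKM values between 5.02 and 9.48. Apart from the grouping, 6205 genes (23.5%) had at least 10 reads at every AC stage and a highest RPKM at most 4 times the lowest, and 1297 of these stayed within 2 times. In HG6-61, 6599 genes stayed within 4 times.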

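An RPKM that fell at each step from 7 to 42 DAF and was higher again at 49 DAF was found for 515 genes in AC and for 584 in HG6-61.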

The expression levels of 2,130 (8.1%) genes in group 19 declined gradually from 7 DAF toward 42 DAF, and then rose at 49 DAF. 

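Between 42 and 49 DAF, 2849 genes (10.8%) with at least 10 reads at 49 DAF rose at least 2-fold in AC, as did 2325 in HG6-61. A value at 49 DAF at least 4 times that of any stage up to 35 DAF was found for 362 genes in each cultivar.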

The transcript abundance of some genes in group 2 showed induction upon ripening from 42 DAF to 49 DAF. A comparison of the expression patterns between AC (Fig 2) and HG6-61 (S3 Fig) showed that all the identified genes could be similarly arranged into the 20 pattern groups.

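In HG6-61, the largest of the 20 groups held 4532 of 25250 genes (17.9%). Over the 23779 genes grouped in both cultivars, the adjusted Rand index between the AC and HG6-61 groupings was 0.488. It was 0.479 with another seed, 0.369 with log2(RPKM + 1) and 0.357 among genes with more than 10 reads in at least 1 library.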

**Fig 2:**
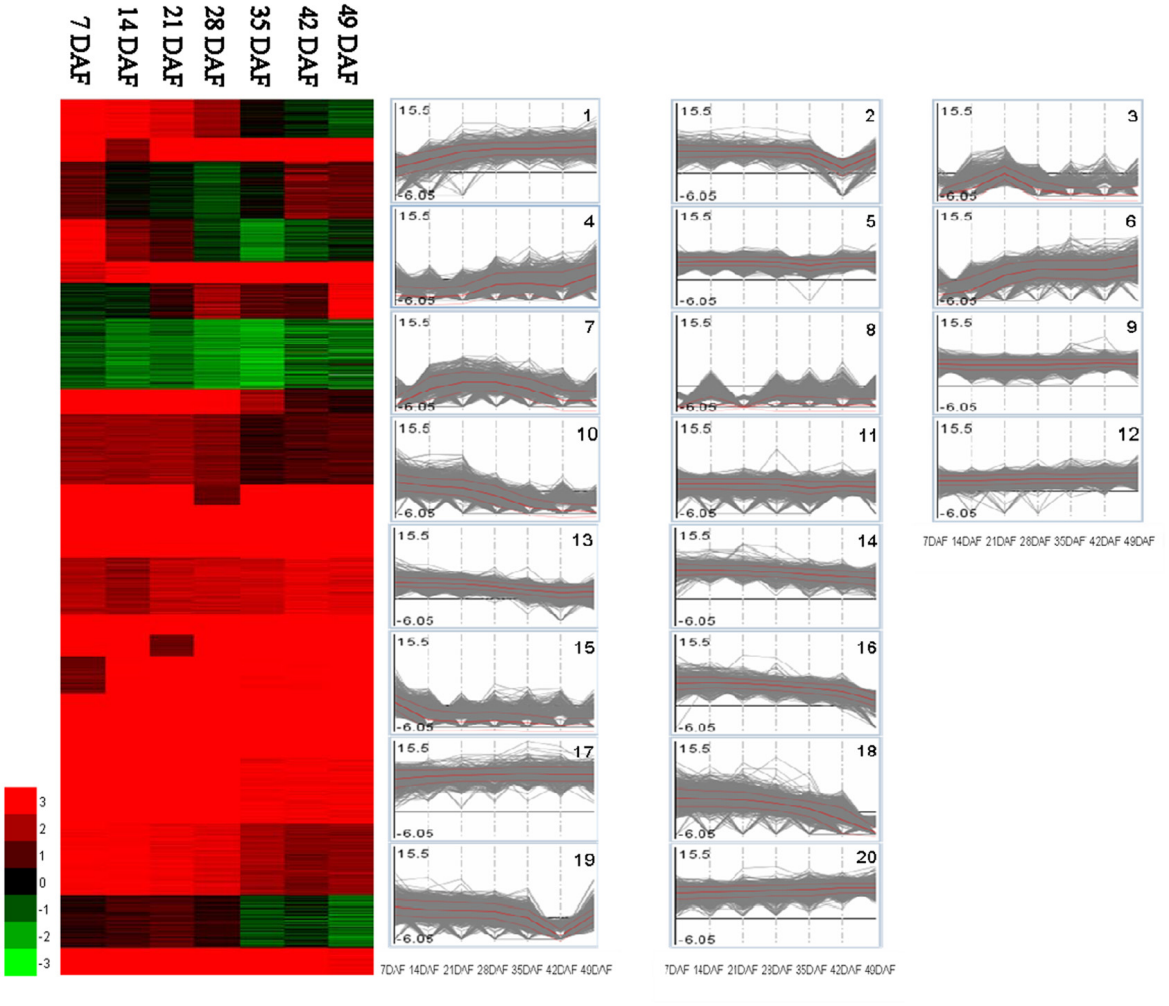
Transcriptome dynamics in Ailsa Craig fruit during development. The log_2_ value of reads per kilobase of a gene per million reads (RPKM) for each gene was used for the K-mean clustering analysis of each of the seven selected developmental stages (7, 14, 21, 28, 35, 42 and 49 days after flowering [DAF]). The 26,397 genes were grouped into 20 expression patterns. The designation is based on the nomenclature of the gene expression pattern.

A correlation analysis using the 14 sampling points from the two tomato cultivars also showed that AC and HG6-61 had similar transcription patterns at each development stage (Fig 3), so there was a strong resemblance in terms of gene expression between AC and HG6-61 during fruit development. 

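Across genes, the squared Pearson correlation (R2) of log2(RPKM + 1) between the AC and HG6-61 libraries of the same stage was 0.921 at 7 DAF, 0.888 at 14 DAF, 0.897 at 21 DAF, 0.886 at 28 DAF, 0.820 at 35 DAF, 0.869 at 42 DAF and 0.832 at 49 DAF. Genes are not independent replicates, so no p is given. The largest single change came with a filter on reads: among genes with at least 10 reads in both libraries they were 0.748 at 35 DAF and 0.764 at 49 DAF, and at the other stages a pseudocount of 0.1 changed them more, to 0.864 at 7 DAF.

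**Figure D2:**
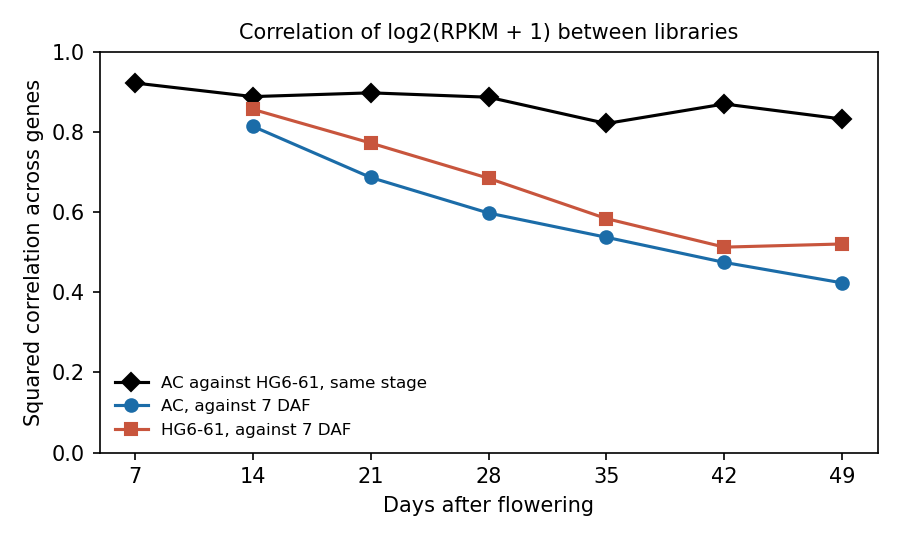
Squared Pearson correlation across genes of log2(RPKM + 1) against days after flowering, for AC with HG6-61 at the same stage and for each stage with 7 DAF of the same cultivar; each point compares 2 libraries. Between cultivars the values run from 0.921 at 7 DAF to 0.832 at 49 DAF, and against 7 DAF they end at 0.423 in AC and 0.520 in HG6-61.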

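Compared with 7 DAF of the same cultivar, R2 was 0.813, 0.686, 0.597, 0.537, 0.474 and 0.423 in AC at the stages from 14 to 49 DAF. In HG6-61, it was 0.856, 0.772, 0.684, 0.583, 0.512 and 0.520 at the same stages. At equal depth, the values at 49 DAF were 0.408 in AC and 0.499 in HG6-61.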

According to the correlation coefficient analysis, we observed that the number of differentially expressed genes increased through fruit development, with the correlation coefficient decreasing toward ripening for both cultivars. 

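Counted as genes whose RPKM differed at least 2-fold from 7 DAF, with at least 10 reads in 1 of the 2 libraries, the highest number was 10295 at 49 DAF in AC and 9765 at 42 DAF in HG6-61. At 49 DAF in HG6-61 it was 9641. The stage with the highest number in HG6-61 depends on the limits. With a log2 ratio beyond 2 it was 49 DAF, with 6045 genes against 5867 at 42 DAF. At 2-fold without the minimum of reads it was 35 DAF, with 14282.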

The number of differentially expressed genes peaked at 42 DAF and 47 DAF in HG6-61 and AC, respectively (S4 Fig). 

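At 35 DAF, the HG6-61 library had its highest R2 with AC at 28 DAF, 0.822, and one of 0.820 with AC at 35 DAF, an order that reversed at equal depth. AC at 35 DAF had its highest R2 with HG6-61 at 42 DAF, 0.845. With a pseudocount of 0.1, R2 between the cultivars was 0.864 at 7 DAF and 0.780 at 49 DAF.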

While the gene expression patterns in the two cultivars were similar throughout fruit development and ripening, but the correlation coefficient showed a gradual decrease from 0.921 to 0.823 during ripening suggesting different ripening process in AC and HG6-61, consistent with metabolism analysis.

**Fig 3:**
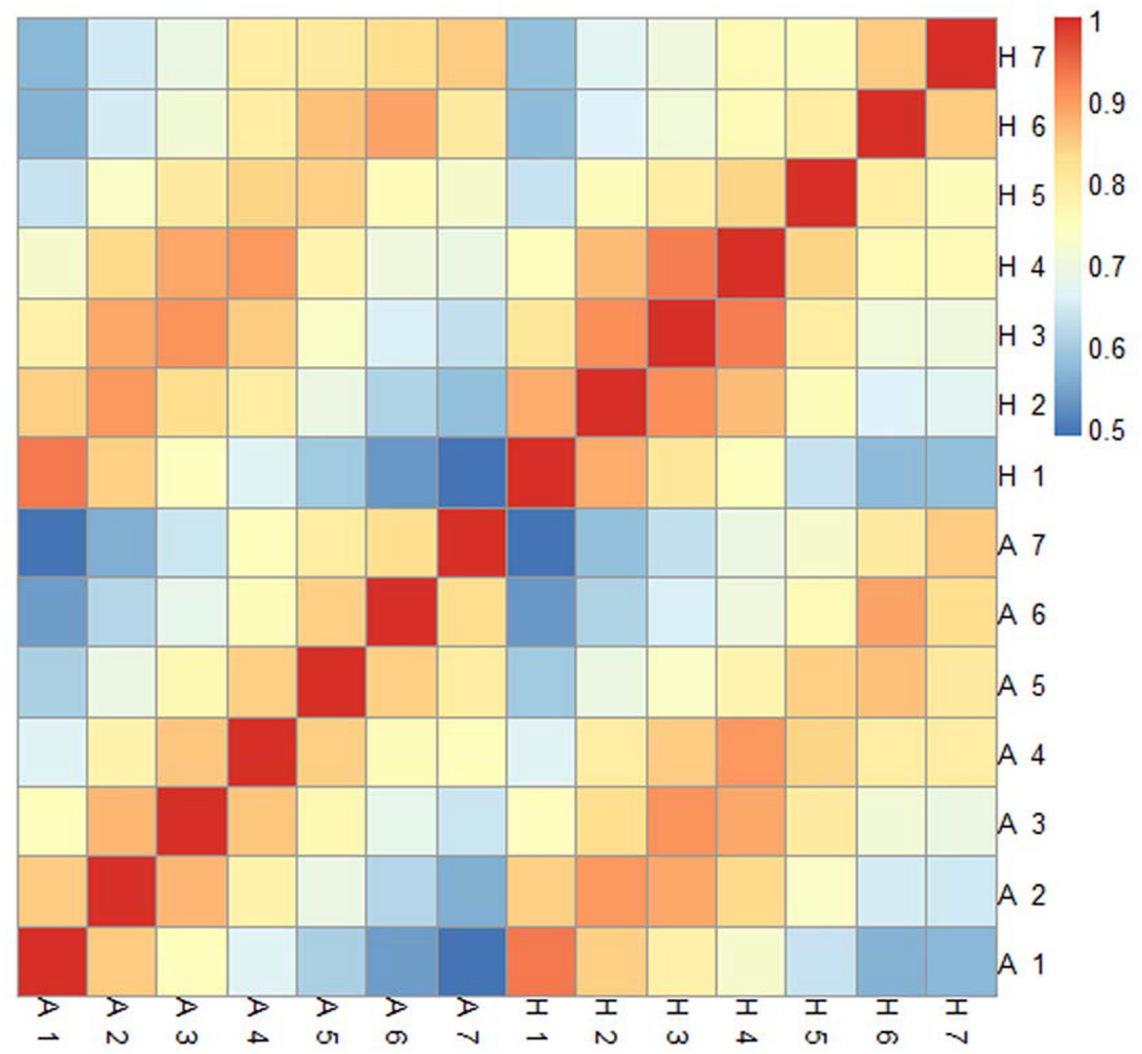
Correlation analysis of gene expression among different developmental stages in two tomato cultivars. Correlation was evaluated according to expression levels of each gene in the different sampling points of Ailsa Craig (A) and HG6-61 (H). The numbers 1 to 7 indicate 7, 14, 21, 28, 35, 42 and 49 DAF, respectively.

Of the 26,397 genes, 3,531, 5,576, 7,616, 8,645, 8 968 and 9,878 were differently expressed at 14 DAF, 21 DAF, 28 DAF, 35 DAF, 42 DAF and 49 DAF, respectively, compared to 7 DAF in AC fruit. 

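In AC, 4306, 6404, 8181, 9710, 9648 and 10295 genes had an RPKM at least 2-fold higher or lower than at 7 DAF at the stages from 14 to 49 DAF, among genes with at least 10 reads in 1 of the 2 libraries. The share of these genes that was higher than at 7 DAF was 47.1% at 14 DAF, 32.7% at 35 DAF and 34.6% at 49 DAF. After rescaling with TMM factors, which shifted log2 RPKM in AC by between -0.16 and 0.28, it was 45.7% at 35 DAF and 44.4% at 49 DAF. At the 2-fold limit without the minimum of reads, 8356 genes changed at 14 DAF and 14814 at 49 DAF. With that minimum, a log2 ratio beyond 2, the limit in the authors' methods, left 1573 and 6512. When an exact binomial test of the reads was added to that limit (adjusted p under 0.01), 1346 and 6317 genes remained, in a test that compares those libraries and not the stages.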

In HG6-61 fruit, 3,677, 5,685, 7,391, 8,050, 8,946 and 8,881 genes were differentially expressed at these same stages compared to 7 DAF (S5 Fig). 

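The numbers in HG6-61 were 4290, 6296, 7890, 9725, 9765 and 9641 at the 6 stages by the same limits. Of the genes changed at least 2-fold in both cultivars, between 96.8% and 98.8% changed in the same direction, which is 2139 genes at 14 DAF and 6980 at 49 DAF. With the cultivars as replicates, edgeR's quasi-likelihood test on the counts of all 14 libraries, with stage and cultivar in the model, was run over the 18082 genes that passed edgeR's filter on low counts. At an adjusted p under 0.01 and a log2 fold change beyond 2, it called 122, 784, 1779, 2752, 3801 and 4095 genes from 14 to 49 DAF against 7 DAF. Of the 4095 genes at 49 DAF, 1597 were higher and 2498 lower than at 7 DAF. All 4095 moved in the same direction in both cultivars. The number at 14 DAF moved most with the other settings, from 57 without cultivar in the model to 812 with the 4 libraries of the 2 stages alone.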

To identify significantly altered biological processes during fruit development and ripening based on these data, the differentially expressed genes from the seven stages of both cultivars were subjected to a GO term enrichment analysis. The differentially expressed genes were divided into 34 groups including “RNA regulation”, “cell wall”, “secondary metabolism”, “hormone metabolism”, “stress”, “lipid metabolism”, “protein”, “signaling”, “development” and “transport” (Fig 4) and this analysis also indicated that the two genotypes had similar transcript expression patterns (Fig 5). 

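Lists of genes for photosynthesis (54 genes), cell wall (54 genes) and ethylene (46 genes) were drawn up from the Arabidopsis symbols and compared between stages over both cultivars with the camera test. Against 7 DAF, the median log2 fold change of the photosynthesis genes was -4.73 at 42 DAF and -5.89 at 49 DAF (adjusted p = 1.95e-15 and 6.71e-20 from limma's camera), with 48 and 50 of the 54 genes lower. Many of these genes had at most 3 reads in both libraries of the later stage, and with their fold change taken as the bound that 3 reads set, the medians were -3.83 and -4.51. The cell wall genes had medians of -3.25 and -0.68 (adjusted p = 0.154 and adjusted p = 0.731 from limma's camera), or -1.12 and -0.40 with the bounds, and 34 and 32 of the genes were lower. For the ethylene genes the medians were 2.04 and 2.24 (adjusted p = 8.43e-07 and 1.91e-07 from limma's camera), or 1.69 and 2.16 with the bounds, and 38 and 36 of the 46 genes were higher. The median of all genes tested was -0.17 at 42 DAF and -0.18 at 49 DAF. Under fry, which preserves the correlation between genes, the calls for photosynthesis and ethylene held (adjusted p = 0.000104 at each stage), and the cell wall genes were called as well (adjusted p = 0.000104 at 42 DAF and 0.00976 at 49 DAF). Without the filter on low counts, limma's camera gave adjusted p = 1.06e-05 and 4.19e-08 for photosynthesis, 0.0893 and 0.539 for cell wall and 4.27e-05 and 1.06e-05 for ethylene.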

Some groups, such as “photosynthetic light reactions”, and “cell wall”, contained genes that showed continuous down-regulation during fruit development and ripening, while other groups were comprised of genes that showed the opposite pattern; specifically “development”, “ethylene response/ signaling pathways”, “ABA response” and “hormone metabolism”. 

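The 3 genes with the largest rise between 7 and 49 DAF over both cultivars, among the genes called by edgeR that moved the same way in both and had a mean of at least 10 reads, were Solyc08g080640.1 (OSM34) on chromosome 8, Solyc04g083140.1 (CYP71B35) on chromosome 4 and Solyc10g017980.1 (PR3) on chromosome 10. None had a read at 7 DAF, and against the limit of 3 reads they were at least 263-fold, 433-fold and 142-fold higher at 49 DAF in the cultivar with the smaller rise (adjusted p = 0.000213, 3.01e-05 and 0.00291 from edgeR). The 3 with the largest fall were Solyc12g006470.1 (POP2), Solyc07g043460.2 (CYP72A7) and Solyc07g007250.2, which were without reads at 49 DAF and at least 870-fold, 891-fold and 442-fold lower (adjusted p = 4.32e-05, 8.81e-06 and 0.000281 from edgeR). Of the 50 genes in Table 2, 28 had at least 1 AC stage without reads.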

Transcript abundance of genes involved in the “micro RNA, natural antisense” category did not change substantially during fruit development, while the expression of several genes changed dramatically during fruit development and ripening in AC (Table 2).

**Fig 4:**
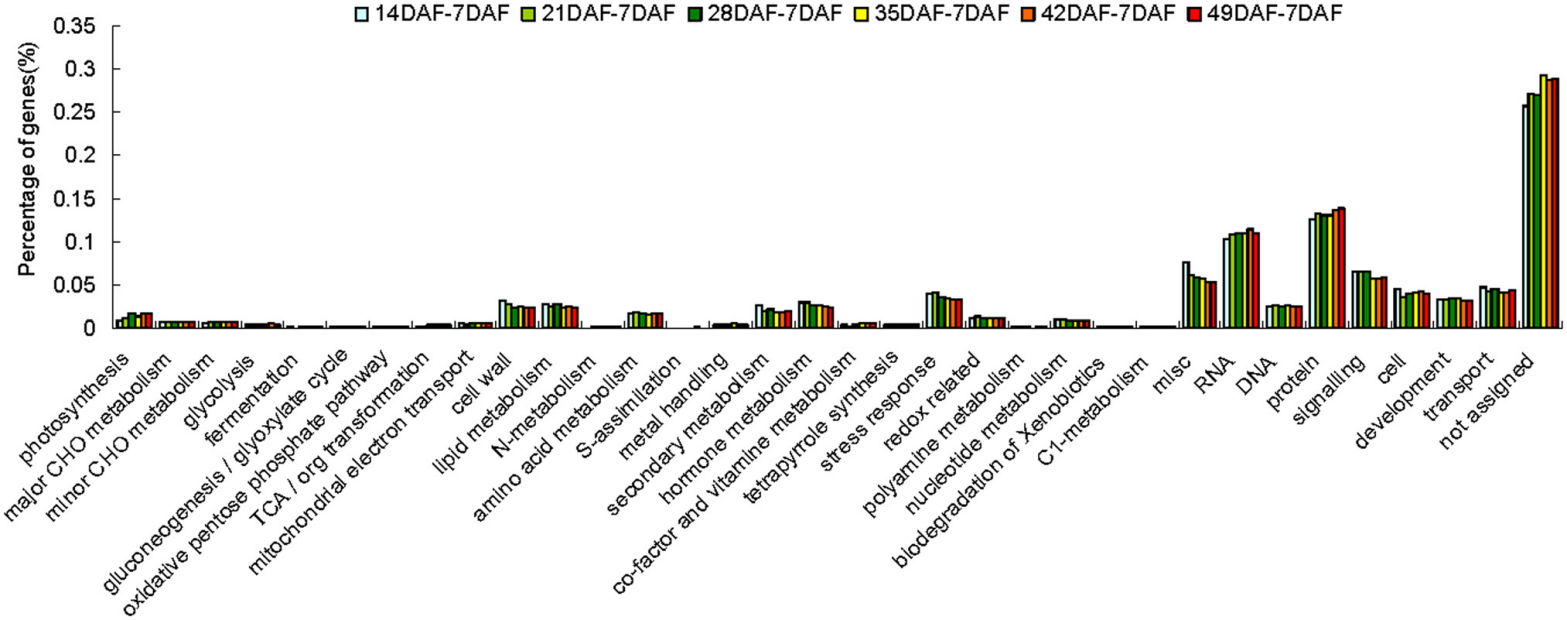
Functional categorization of differentially expressed genes during tomato fruit development in Ailsa Craig. The differences between 14 and 7 DAF are indicated by light green squares (∎). The differences between 21 and 7 DAF are indicated by green squares (∎). The differences between 28 and 7 DAF are indicated by dark green squares (∎), The differences between 35 and 7 DAF are indicated by yellow squares (∎), The differences between 42 and 7 DAF are indicated by orange squares (∎), The differences between 49 and 7 DAF are indicated by red squares (∎). Percentages are calculated based on the proportion of the number of genes in each set.

**Fig 5:**
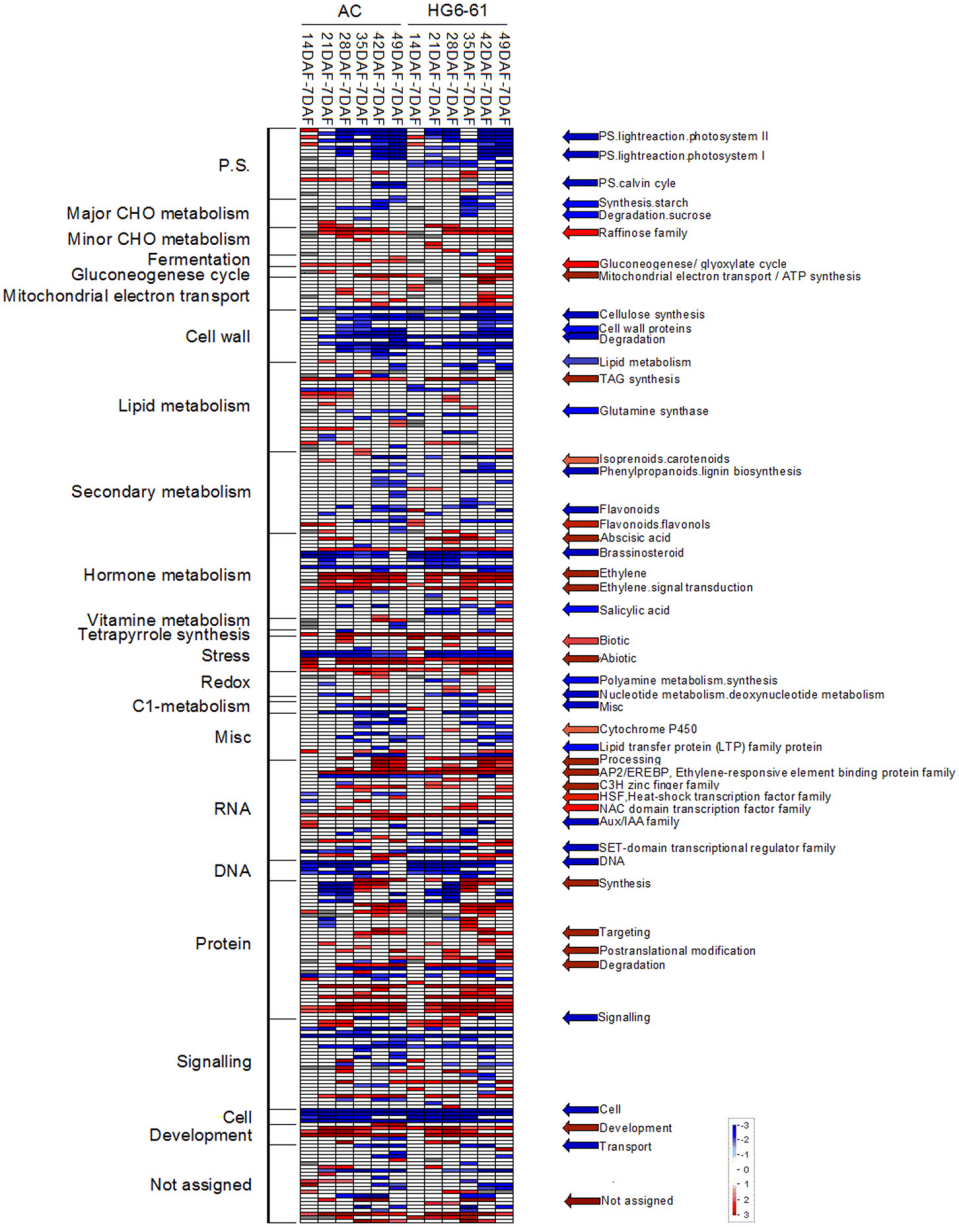
Main pathways expressed during fruit development in the two genotypes (AC and HG6-61). Gene expression data are presented as log_2_ fold change values compared to the first sampling point (7 DAF) within each genotype. The data were subjected to a Wilcoxon test in PageMan [46], and the results are displayed as a false-color code. Bins colored in red correspond to genes that were significantly up-regulated and bins colored in blue correspond to genes that were significantly down-regulated.

**Table 2:** List of genes involved in major processes associated with tomato fruit development.

Go term	Gene identifier	Gene description	14 DAF vs 7 DAF Fold change	21 DAF vs 14 DAF Fold change	28 DAF vs 21 DAF Fold change	35 DAF vs 28 DAF Fold change	42 DAF vs 35 DAF Fold change	49 DAF vs 42 DAF Fold change
**RNA regulation**	Solyc01g091000.2	Zinc-binding protein	0.35	0.3	0.16	-	-	-
	Solyc06g069220.1	Aspartl protease family protein	1.92	3.62	1.86	0.42	0.7	0.79
	Solyc12g087940.1	Chloroplast nucleoid DNA-binding protein	0.01	1.02	0.29	0.65	-	-
	Solyc08g077940.1	Histone methyltransferase	0.4	0.15	0.17	-	-	-
	Solyc05g014710.2	Remorin family protein	0.2	0.48	0.28	0.06	-	0.28/0
	Solyc03g113550.2	Basic helix-loop-helix (bHLH) family protein	0.29	1.35	0.2	0.56	2	-
	Solyc11g020670.1	TCP family transcription factor	2.36	1.85	2.25	1.58	1.41	0.76
	Solyc03g026020.2	HSFB2A DNA binding transcription factor	4.1	1.69	1.4	1.88	1.17	1.68
	Solyc05g007180.2	ATHB13 DNA binding transcription factor	0.42	0.39	0.31	0.23	0.09	3.25
	Solyc07g006570.2	Ribonuclease T2 family protein	0.12	0.24	0.34	1.16	0.36	0.29
**secondary metabolism**	Solyc10g052490.1	Isoflavone reductase	0.21	0.37	0.46	4.5	-	-
	Solyc07g054920.1	2OG-Fe (II) oxygenase family protein	5.75	2.92	0.1	0	-	-
	Solyc09g059170.1	Glycosyltransferase family protein	0.45	0.18	0.19	12.2	0.06	-
	Solyc07g043500.1	UDP-glucoronosyl transferase family protein	0.05	0.25	0.23	0.24	0.58	1.41
	Solyc03g114800.1	Desulfoglucosinolate sulfotransferase	0.29	0.44	0.11	0.56	-	-
	Solyc02g093270.2	Caffeoyl-CoA 3-O-methyltransferase	12.29/0	0.5	6.7	0.12	1.31	7.09
	Solyc11g010960.1	Aryl-alcohol dehydrogenase	1.17	0.64	0.28	0.06	-	-
	Solyc08g080170.2	Acetyl-CoA C-acetyltransferase	0.18	0.53	0.79	0.16	2.16	1.05
	Solyc01g088400.2	Octadecanal decarbonylase	0.14	0.3	0.26	434.39	0.74	0.61
	Solyc11g012260.1	Acyltransferase	0.18	4.32	3.02	0.49	1.02	2.1
**hormone metabolism**	Solyc06g007910.2	Gibberellin-regulated GASA family protein	1.15	0.5	0.12	0.25	-	-
	Solyc03g006880.2	Gibberellin 20-oxidase	1.77	0.02	1.95	0	-	-
	Solyc02g064690.2	N-acetyltransferase	1.96/0	4.94	1.25	2.16	0.62	0.09
	Solyc02g077370.1	ERF1 transcription factor	0.77/0	14.81	4.01	0.23	1.08	17.18
	Solyc02g036350.2	1-aminocyclopropane-1-carboxylate oxidase	11.88	4.77	1.16	2.63	0.01	7.22
	Solyc07g049530.2	1-aminocyclopropane-1-carboxylate oxidase	3.52	2.58	22.94	0.38	0.55	4.77
	Solyc02g079190.2	Transport inhibitor response 1	1.83	0.64	0.63	0.57	1.45	0.84
	Solyc05g008060.2	Auxin:hydrogen symporter	1.12	0.4	1.25	0.39	0.06	10.34
	Solyc10g083170.1	Alcohol dehydrogenase	0.01	4.93	0.12	42	2.25	0.02
	Solyc07g056570.1	9-cis-epoxycarotenoid dioxygenase	11.79	4.73	1.68	0.52	0.3	0.4
**cell wall**	Solyc12g008530.1	Pectinesterase family protein	0.32	0.44	0.89	0.49	-	1.22/0
	Solyc03g071570.2	Pectate lyase family protein	0.55	0.56	0.41	0.24	0.13	-
	Solyc05g005560.2	BURP domain-containing protein	5.29	0.94	0.37	0.05	0.11	0.24
	Solyc07g065090.1	Polygalacturonase inhibiting protein 1	0.11	0.43	0.24	1.07	-	12.11/0
	Solyc01g008710.2	(1,4)-beta-mannan endohydrolase	0.26/0	-	0.47/0	958.68	0.01	0.04
	Solyc07g043390.2	Cellulose synthase	0.01	1.11	0.53	0.07	2.26	0.35
	Solyc02g088690.2	UDP-glucose 6-dehydrogenase	0.87	1.04	0.93	0.6	1.14	2.5
	Solyc06g051800.2	Expansin A4	1.1	2.45	23.3	10.33	0.19	0.07
	Solyc07g052980.2	Xyloglucan endotransglucosylase/hydrolase 9	0.08	0.71	0.1	0.49	-	-
	Solyc10g083670.1	mannan synthase	0.99	0.93	0.05	1.54	0.82	-
**stress**	Solyc00g060810.2	MLP-LIKE PROTEIN 43	-	-	26.06/0	26.11	1.85	0.25
	Solyc02g089250.2	Allergen and extensin family protein	0.2	0.04	0.45	1.64	0.06	-
	Solyc02g062320.2	RD22; nutrient reservoir	53.98	0.85	0.03	-	-	-
	Solyc03g098740.1	Trypsin and protease inhibitor family protein	1.22	0.62	43.91	1.72	0.86	20.76
	Solyc07g006380.2	Low-molecular-weight cysteine-rich 75	0.02	0.05	-	-	-	-
	Solyc07g053020.1	Disease resistance protein	1.78	0.24	1.15	0.5	1.12	0.5
	Solyc07g006700.1	Pathogenesis-related protein	0.11	0.04	-	0.75/0	-	-
	Solyc08g080630.2	Protease inhibitor	0.62/0	1.24	2.79	3.57	1.43	17.74
	Solyc10g081980.1	NHL3	6.61	14.56	0.76	0.91	2.54	1.26
	Solyc10g085890.1	UDP-glycosyltransferase	16.25	1.84	1.81	2.19	0.64	0.09

For each gene, the number given at each stage indicates the fold change in expression level compared with the level at the previous stage:—indicates that no expression was detected in that stage; 0, zero detectable expression. For example, 12.29/0 indicates that expression was not detected at the earlier sampling stage, but the transcript expression value is 12.29 in the indicated stage.

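Solyc01g091000.2 had an RPKM of 18.8 at 7 DAF in AC, 6.61 at 14 DAF and no reads from 35 DAF on, which allows an RPKM of up to 0.732 at 35 DAF, 1.65 at 42 DAF and 1.16 at 49 DAF. In HG6-61 it was 8.06 at 7 DAF, without reads at 35 and 42 DAF, and 2.42 at 49 DAF on 5 reads. Solyc12g087940.1 fell in AC from 336 at 7 DAF to 1.70 at 14 DAF and 0.330 at 35 DAF and had no reads at 42 and 49 DAF. HSFB2A (Solyc03g026020.2) rose from 9.06 at 7 DAF to 324 at 49 DAF in AC and from 12.1 to 191 in HG6-61, a log2 fold change of 4.90 over both cultivars (standard error 0.41, adjusted p = 2.56e-05 from edgeR).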

Two transcription factors in the “RNA regulation” category (*Solyc01g091000*.*2*, *Solyc12g087940*.*1*) showed a decrease in expression throughout fruit development and ripening, while another transcription factor (*HSFB2A*, *Solyc03g026020*.*2*) showed an increase in expression during fruit maturation. In contrast, the expression of a homolog of the *A*. *thaliana* ATHB13 DNA binding transcription factor (*Solyc05g007180*.*2*) declined during early fruit development but increased sharply at the mature stage.

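In AC, the RPKM of Solyc05g007180.2 was 643 at 7 DAF, 273 at 14 DAF, 33.0 at 28 DAF, 0.690 at 42 DAF and 2.24 at 49 DAF. The last 2 values rest on 2 and 9 reads, a difference that was not detectable at this depth (exact binomial test of the reads, two-sided, p = 0.137). In HG6-61, it was 431 at 7 DAF, 44.7 at 35 DAF, 0.610 at 42 DAF on 2 reads and 10.8 at 49 DAF on 35 reads.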

The expression of several genes involved in secondary metabolism (e.g. flavonoid and phenylpropanoid biosynthesis) showed notable changes during fruit development. For example, the transcript abundance of three flavonoid related genes (*Solyc10g052490*.*1*, *Solyc09g059170*.*1*, *Solyc07g043500*.*1*) decreased during fruit development and ripening, while a gene encoding a 2OG-Fe(II) oxygenase family protein (*Solyc07g054920*.*1*), which is involved in flavonoid metabolism (http://solgenomics.net/), was up-regulated at the early stages of fruit development and then declined sharply to undetectable levels at the final ripening stage. 

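In AC, Solyc10g052490.1 fell from 82.3 RPKM at 7 DAF to 2.91 at 28 DAF, was 13.1 at 35 DAF on 55 reads and had no reads at 42 and 49 DAF. Solyc09g059170.1 fell from 545 to 8.08, rose to 98.6 at 35 DAF on 326 reads and had no reads at 49 DAF. Solyc07g043500.1 fell from 1816 at 7 DAF to 1.06 at 49 DAF in AC, and from 1512 to 0.340 in HG6-61. Solyc07g054920.1 rose from 4.27 at 7 DAF to 71.8 at 21 DAF in AC and had no reads from 35 DAF on. Its highest value in HG6-61 was 23.3, also at 21 DAF.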

The expression of a gene encoding the caffeoyl-CoA 3-O-methyltransferase (*Solyc02g093270*.*2*), which is associated with phenylpropanoid metabolism (http://solgenomics.net/), similarly showed an ‘up-down-up pattern’ and peaked at 28 DAF and 49 DAF.

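Solyc02g093270.2 had RPKM values of 12.3, 6.09, 40.8, 4.95, 6.50 and 46.1 in AC from 14 to 49 DAF and no reads at 7 DAF. In HG6-61, the value at 28 DAF was 10.7, and the highest were 32.0 at 14 DAF and 30.6 at 49 DAF.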

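The gibberellin genes Solyc06g007910.2 and Solyc03g006880.2 had RPKM values of 23.1 and 18.5 at 7 DAF in AC, 26.7 and 32.8 at 14 DAF, and no reads at 49 DAF. The ethylene biosynthesis gene Solyc02g036350.2 was at 1.12 at 7 DAF, 194 at 35 DAF, 2.52 at 42 DAF and 18.2 at 49 DAF in AC, and reached at most 41.7 in HG6-61, at 35 DAF. Solyc07g049530.2, of the same pathway, rose from 4.08 at 7 DAF to 851 at 28 DAF in AC and was 179 at 42 DAF and 854 at 49 DAF, and was 1026 at 49 DAF in HG6-61. The ethylene signaling gene Solyc02g077370.1 had no reads at 7 DAF and an RPKM of 45.8 at 28 DAF and 193 at 49 DAF in AC, against 104 at 49 DAF in HG6-61.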

In the context of hormone biology, two genes related to gibberellin (GA) synthesis and signaling (*Solyc06g007910*, *Solyc03g006880*.*2*) showed decreasing expression during fruit development and ripening, while genes related to ethylene biosynthesis (*Solyc02g036350*.*2*, *Solyc07g049530*.*2*) and signaling (*Solyc02g077370*.*1*) exhibited increased expression during the later stages of fruit maturation. However, an ethylene response factor 1 gene (*Solyc12g010520*.*1*) showed stable expression throughout fruit development.

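Solyc12g010520.1 was between 21.5 and 33.7 RPKM at all 7 AC stages, and in HG6-61 it was 36.4 at 7 DAF, 11.7 at 35 DAF and 23.6 at 49 DAF. Its log2 fold change between 7 and 49 DAF over both cultivars was -0.18 (standard error 0.34, adjusted p = 0.698 from edgeR).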

Some of the differentially expressed genes are annotated as being associated with cell wall metabolism and fruit softening. For example a gene encoding a pectinesterase (*Solyc12g008530*.*1*) showed a decreasing expression pattern during early development but was up-regulated in mature fruits, which is consistent with the well characterized phenomenon of pectin modification in ripening fruit [25]. In contrast, genes encoding a pectate lyase (*Solyc03g071570*.*2*) and a xyloglucan endotransglucosylase hydrolase (*Solyc07g052980*.*2*) showed a pattern of deceasing expression during fruit ripening. 

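In AC, the RPKM of Solyc12g008530.1 was 74.8 at 7 DAF, 4.58 at 35 DAF, 0 at 42 DAF and 1.22 at 49 DAF. The value at 49 DAF rests on 3 reads, and the absence of reads at 42 DAF allows an RPKM of up to 1.33, so a difference between these stages was not detectable at this depth (exact binomial test of the reads, p = 0.272). In HG6-61, it fell from 51.2 at 7 DAF to 0.400 at 49 DAF.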

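In AC, Solyc03g071570.2 fell from 65.2 RPKM at 7 DAF to 0.260 at 42 DAF and had no reads at 49 DAF. Solyc07g052980.2 fell from 387 at 7 DAF and had no reads at 42 and 49 DAF.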

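The expansin gene Solyc06g051800.2 had RPKM values of 1.39, 1.53, 3.75, 87.4, 903, 169 and 11.6 in AC from 7 to 49 DAF. In HG6-61, its highest value was 526 at 42 DAF. The mannanase gene Solyc01g008710.2 was at 451 in AC at 35 DAF and 5.85 at 42 DAF, and at 20.5 and 473 at these stages in HG6-61.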

Other patterns were also observed: the transcript levels of an expansin (*Solyc06g051800*.*2*) increased during the early stages of fruit development, peaked at 35 DAF and then gradually declined, while an endo-1,4-β-mannanase gene (*Solyc01g008710*.*2*) showed high expression at 42 DAF but was barely detectable at other stages.

### Transcription factors associated with enzymes involved in ascorbic acid, carotenoid and flavonoid metabolism

The flavonoid, carotenoid and ascorbic acid biosynthetic pathways have been well characterized in terms of the constituent enzyme encoding genes [35–37]. However, the regulators or transcription factors that modulate the expression of these genes remain largely unknown and so we sought to identify some candidates based on the transcriptome analysis. 

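With each gene identifier of the paper's S3 Table counted once and an RPKM of at least 5 required at 1 or more stages, 44 ascorbic acid genes, 17 carotenoid genes and 13 flavonoid genes remained in AC, and 45, 17 and 14 in HG6-61. The same minimum left 703 transcription factors in AC.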

In total 46, 18, and 14 structural genes putatively involved in the ascorbic acid, carotenoid and flavonoid metabolic pathways, respectively, were selected (S3 Table). Based on the transcriptome sequencing data of AC and HG6-61, a transcription abundance correlation analysis was carried out between selected structural genes from the three pathways and 823 annotated tomato transcription factors (S4 Table) and the transcription factors whose expression levels were highly correlated with those of the structural genes were identified (Table 3). Moreover, some metabolic related transcription factors were validated by two sequenced varieties cultivar Heinz and the wild relative *Solanum pimpinellifolium* (S5 Table).

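Pearson's r and Spearman's rho across the 7 stages of a cultivar were computed for each pair of a transcription factor and a structural gene, with two-sided exact permutation p over every order of the stages, and a pair was called correlated at an absolute r of at least 0.8. For ascorbic acid, 3878 of 30932 pairs (12.5%) were called in AC and 3265 of 30825 (10.6%) in HG6-61. For carotenoids, 1331 of 11950 pairs (11.1%) were called in AC and 1377 of 11644 (11.8%) in HG6-61, and for flavonoids 949 of 9139 (10.4%) and 789 of 9590 (8.23%). None of these pairs had an adjusted p under 0.05 within its family, where the smallest p that the orders can give is 0.000198. When the 2 stages farthest from the median of the transcription factor were left out, between 30.8% and 52.4% of the called pairs of a family stayed at or above 0.8 with their sign. From correlations of this kind, the paper proposes the transcription factors of Table 3 as candidate regulators of the 3 pathways. It also draws on correlations in Heinz and S. pimpinellifolium, on correlations with metabolites and on overexpression of 3 of the factors, none of which was analysed here.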

**Table 3:** Correlation analysis of structural genes (SGs) involved in ascorbic acid, carotenoid and flavonoid metabolism and transcription factors (TFs).

TF	Flavonoids ^a^		TF	Ascorbic acid ^a^		TF	Carotenoids ^a^	
	AC	HG6-61		AC	HG6-61		AC	HG6-61
bHLH (Solyc05g006650.2)	7(7)	4(4)	Myb (Solyc09g010840.1)	25(20)	17(17)	CCT domain (Solyc01g106030.2)	9(4)	6(2)
Myb 12 (Solyc01g079620.2)	6(6)	7(7)	AUX/IAA (Solyc03g120500.2)	24(20)	15(15)	MADS-box (Solyc02g084630.2)	9(5)	9(8)
BZR1 (Solyc02g071990.2)	6(0)	2(0)	NAC (Solyc12g013620.1)	24(3)	14(0)	CCT domain (Solyc03g083400.2)	9(6)	7(6)
HSF (Solyc03g026020.2)	5(1)	4(0)	AUX/IAA (Solyc09g090910.1)	23(19)	15(15)	CCT domain (Solyc04g049670.2)	9(6)	8(7)
ZIF CCCH-type (Solyc01g087030.2)	5(1)	3(0)	Dof (Solyc08g008500.2)	23(20)	9(9)	bHLH (Solyc01g096050.2)	9(3)	8(0)
HSF A3 (Solyc03g006000.2)	5(1)	3(1)	ZIF C2H2-type (Solyc06g065440.1)	23(18)	7(7)	LOB domain (Solyc03g119530.2)	9(3)	7(2)
bHLH (Solyc09g083220.2)	5(1)	3(1)	SET(Solyc03g044380.2)	22(19)	15(15)	SBP-box (Solyc05g053240.2)	9(6)	6(5)
Myb (Solyc02g088190.2)	4(4)	7(7)	CCT domain (Solyc03g083400.2)	22(17)	15(15)	YABBY (Solyc11g071810.1)	9(6)	5(3)
LIM (Solyc06g071310.2)	4(4)	6(6)	TCP (Solyc08g048390.1)	22(17)	14(14)	ARF4 (Solyc11g069190.1)	8(6)	8(7)
WRC1 (Solyc07g041640.2)	4(4)	4(4)	MADS-box (Solyc02g084630.2)	22(18)	14(14)	SET (Solyc03g044380.2)	7(3)	8(8)
Myb-like (Solyc08g077230.2)	4(4)	4(4)	LIM (Solyc06g071310.2)	21(17)	18(18)	AUX/IAA (Solyc03g120500.2)	8(6)	8(6)
TCP (Solyc06g065190.1)	3(3)	6(6)	SBP-box (Solyc03g114850.2)	21(18)	17(15)	AUX/IAA (Solyc01g097290.2)	8(6)	8(7)
Myb-like (Solyc12g017370.1)	3(3)	6(6)	SET (Solyc01g006220.2)	21(18)	14(14)	Unknow (Solyc01g096470.2)	8(6)	7(5)
ZIF CCCH-type (Solyc01g008600.2)	3(3)	5(5)	Myb (Solyc03g112390.2)	21(18)	13(13)	NAC (Solyc12g013620.1)	8(2)	8(1)
bHLH (Solyc06g083170.2)	3(3)	5(5)	ZIF CCCH-type (Solyc01g087030.2)	21(5)	13(0)	TF B3 (Solyc06g073980.2)	9(7)	7(7)
SBP-box (Solyc10g078700.1)	3(3)	5(5)	SBP-box (Solyc05g053240.2)	20(17)	16(14)	TF B3 (Solyc01g108930.2)	8(6)	6(5)
ZIF C2H2-type (Solyc09g007550.2)	2(2)	6(6)	CCT domain (Solyc04g049670.2)	20(15)	16(16)	GRAS (Solyc02g085340.1)	8(6)	6(5)
GATA TF 25 (Solyc04g076530.2)	2(1)	7(0)	Unkown (Solyc01g096470.2)	20(17)	14(14)	ZIFCCCH-type (Solyc09g074640.2)	7(5)	6(5)
Myb (Solyc04g078420.1)	2(1)	6(0)	Dof (Solyc08g082910.1)	20(15)	11(9)	Dof (Solyc08g082910.1)	8(6)	6(4)
ERF4 (Solyc07g053740.1)	2(0)	6(0)	HSF A3 (Solyc03g006000.2)	19(5)	16(0)	SBP-box (Solyc03g114850.2)	8(5)	7(5)
			bHLH (Solyc01g096050.2)	19(2)	16(0)	ZIF CCCH-type (Solyc01g087030.2)	7(3)	7(1)
			GRAS (Solyc11g011260.1)	19(17)	16(16)	bHLH (Solyc09g083220.2)	8(2)	7(1)
			SPL3 (Solyc10g009080.2)	19(16)	16(16)	HD-ZIP (Solyc06g060830.2)	7(6)	9(7)
			AUX/IAA (Solyc12g007230.1)	19(16)	16(16)	TF B3 (Solyc02g065350.2)	7(5)	9(7)
			TF B3 (Solyc06g073980.2)	19(17)	15(15)	HSF (Solyc02g090820.2)	7(1)	10(2)
			ORCS 1 (Solyc03g006420.2)	18(16)	17(15)	Myb (Solyc09g010840.1)	7(5)	9(8)
			AUX/IAA (Solyc01g097290.2)	18(16)	15(15)	GRAS (Solyc11g011260.1)	7(5)	9(8)
			ARF8 (Solyc02g037530.2)	18(16)	13(13)	AUX/IAA (Solyc12g007230.1)	7(5)	9(8)
			Myb (Solyc02g067340.2)	17(14)	15(15)	bHLH51(Solyc06g051260.2)	6(5)	7(6)
			ATHB13 (Solyc05g007180.2)	17(16)	14(14)	Myb (Solyc03g112390.2)	7(5)	7(6)
			TCP (Solyc06g065190.1)	16(14)	15(15)	HSF A3 (Solyc03g006000.2)	6(3)	8(2)
			ZIF CCCH-type (Solyc01g008600.2)	15(15)	16(16)	ARF6 (Solyc00g196060.2)	6(4)	7(6)
			GRAS (Solyc08g078800.1)	15(15)	16(16)	TCP (Solyc08g048390.1)	7(6)	5(5)
			NF-YC1 (Solyc06g072040.1)	15(13)	16(16)	SBP-box (Solyc10g078700.1)	8(5)	7(7)
						ZIF C2H2-type (Solyc08g063040.2)	6(1)	5(2)
						CCT domain (Solyc03g119540.2)	5(4)	10(8)
						Myb (Solyc02g067340.2)	6(4)	7(7)

^a^ the number indicates the TFs correlated with SGs, while the number in brackets denotes the TFs positively associated with SGs.

In the ascorbic acid metabolic pathway, the expression of a MYB gene (*Solyc12g088320*.*1*) showed a high correlation with the transcript levels of many of the selected structural genes (25 and 17 of the 46 targeted genes from AC and HG6-61, respectively). 

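In AC, Solyc12g088320.1 was correlated with 5 of the 44 ascorbic acid genes, and in HG6-61 with 12 of 45, all of them positively. By Spearman's rho, it was correlated with 22 genes in AC, 18 of them positively, and with 15 in HG6-61. Its RPKM was 26.1 at 7 DAF and 0.670 at 14 DAF in AC, with no reads at 49 DAF. The paper's text calls Solyc12g088320.1 a MYB gene, while its closest Arabidopsis symbol in the authors' tables is WLIM1. Table 3 gives the numbers of that text to the MYB gene Solyc09g010840.1. Solyc09g010840.1 was correlated with 24 genes in AC, 20 of them positively, and with 17 in HG6-61, all positively. With PMM-1 (Solyc08g008670.2), this gene had an r of 0.962 in AC (exact permutation p = 0.00119, adjusted p = 0.0875 over the 30932 pairs), a rho of 0.929 (exact permutation p = 0.00675, adjusted p = 0.145) and an r of 0.922 without the 2 farthest stages. In HG6-61, r was 0.928 (exact permutation p = 0.000397, adjusted p = 0.0927), rho 0.964 (exact permutation p = 0.00278, adjusted p = 0.139) and r without the 2 farthest stages 0.844.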

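In AC, 96 of the 703 transcription factors (13.7%) were correlated with at least 15 ascorbic acid genes, 78 of them mainly positively and 18 mainly negatively. Among the other 17452 genes with an RPKM of at least 5, 2825 (16.2%) reached the same number. These 96 include 33 of the 34 transcription factors that the paper lists. Among the settings tried, Spearman's rho raised the number most, to 169, and stage-to-stage changes of log2(RPKM + 1), chosen after seeing the data, brought it to 0 for transcription factors and other genes alike. Solyc03g120500.2 and Solyc09g090910.1, both AUX/IAA, were correlated with 23 genes (20 positively) and 22 genes (19 positively) in AC. The Dof genes Solyc08g008500.2 and Solyc08g082910.1 were correlated with 22 genes (20 positively; 14 genes by rho) and 19 genes (15 positively), and the LIM gene Solyc06g071310.2 with 20 genes (17 positively).

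**Figure D3:**
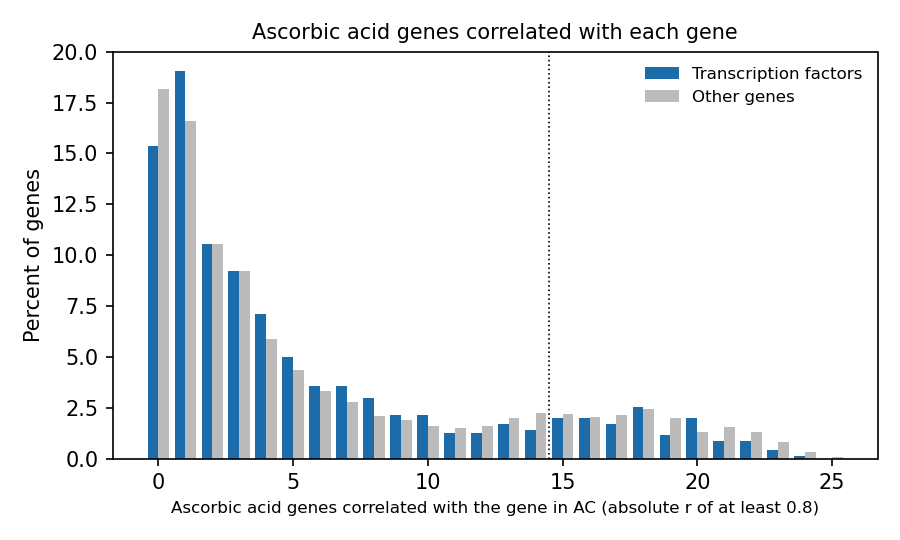
Percent of transcription factors and of other genes in AC against the number of ascorbic acid genes with which each was correlated across the 7 stages; the dotted line marks 15 genes. At or beyond the line lie 13.7% of the transcription factors and 16.2% of the other genes.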

In total, 34 transcription factors showed a high correlation with at least 15 structural enzyme encoding genes in AC, and most of them showed a positive correlation with the expression of structural genes, including AUX/IAA (*Solyc03g120500*.*2*, *Solyc09g090910*.*1*), Dof (*Solyc08g008500*.*2*, *Solyc08g082910*.*1*) and LIM (*Solyc06g071310*.*2*). The expression of only four transcription factors, a NAC protein (*Solyc12g013620*.*1*), a CCCH-type zinc finger protein (*Solyc01g087030*.*2*), a HSF A3 protein (*Solyc03g006000*.*2*) and a bHLH protein (Solyc01g096050.2) was negatively correlated with that structural genes involved in the ascorbic acid metabolic pathway. 

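Solyc12g013620.1 was correlated with 23 ascorbic acid genes in AC, 21 of them negatively, and Solyc01g087030.2 with 20, 16 of them negatively. For Solyc03g006000.2 the number was 18, with 14 negative, and for Solyc01g096050.2 also 18, with 17 negative, and 9 with TMM rescaling. In HG6-61, they were correlated with 14, 13, 16 and 16 genes, all negatively. With TMM rescaling, Solyc12g013620.1 was correlated with 9 genes in HG6-61, 8 of them negatively. Between the NAC gene and GME-1 (Solyc01g097340.2), r was -0.954 in AC (exact permutation p = 0.000397, adjusted p = 0.0875), rho was -0.964 (exact permutation p = 0.00278, adjusted p = 0.132) and r without the 2 farthest stages was -0.929. In HG6-61, r was -0.835 (exact permutation p = 0.0224, adjusted p = 0.250), rho -0.893 (exact permutation p = 0.0123, adjusted p = 0.197) and r without the 2 farthest stages -0.805.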

Interestingly, GPI-1, PMI-3, PMM-1, GME-1, GME2, GalDH, GalUR-2, GalUR-3, GalUR-6, AO-2, APX-1, APX-6, APX-7 and MDHAR-3 showed a high positive correlation with most of the 34 transcription factors, while GMP-2, APX-3, APX-10 and DHAR-5 showed a strong negative correlation with many of the 34 transcription factors (S4 Table).

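Among the 34 transcription factors of Table 3, GME-1, GalUR-3, GalUR-6 and AO-2 were each correlated positively with 30 and negatively with 4 in AC, PMM-1 with 29 and 4, GME-2 with 29 and 3, and APX-7 with 28 and 3. For PMI-3, GPI-1 and APX-6 the positive correlations numbered 26, 25 and 24, for GalUR-2 and APX-1 21 each, for GalDH 19 and for MDHAR-3 18. APX-3 was correlated negatively with 26 and positively with 4 of them, GMP-2 negatively with 17 and positively with 3, and DHAR-5 negatively with 14 and positively with 2.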

Twenty transcription factors were associated with the flavonoid metabolic pathway, of which 12 had a positive correlation and 8 a negative association (Table 3). 

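For flavonoids, 48 of the 671 transcription factors that passed the RPKM minimum in both cultivars (7.15%) were correlated with at least 3 structural genes in each, a limit that is not the paper's, 41 of them mainly positively in AC. The share among the other genes was 10.4%. With TMM-rescaled RPKM the number was 20, 14 of them mainly positive. With an absolute r above 0.754 it was 96, 70 of them mainly positive. On log2(RPKM + 1) it was 24, with 12 mainly positive and 10 mainly negative. By Spearman's rho it was 41, with 20 mainly positive and 21 mainly negative. Without the 7 DAF libraries it was 19, and without the 49 DAF libraries 76. The 48 include 14 of the 20 that Table 3 lists.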

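MYB12 (Solyc01g079620.2) was correlated with 6 of 13 flavonoid genes in AC and with 7 of 14 in HG6-61. With CHS1 (Solyc09g091510.2), r was 0.831 in AC (exact permutation p = 0.00575, adjusted p = 0.202 over 9139 pairs) and 0.815 in HG6-61 (exact permutation p = 0.00853, adjusted p = 0.244 over 9590 pairs). In each cultivar rho was 0.857 (exact permutation p = 0.0238, adjusted p = 0.223 in AC and 0.359 in HG6-61), and r without the 2 farthest stages was 0.861 and 0.855.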

MYB12 (*Solyc01g079620*.*2*), which showed a highly positive correlation with many of the selected structural genes (6 and 7 of the 14 selected genes from AC and HG6-61, respectively), is considered to be an important regulator of flavonoid biosynthesis in pink tomato fruit [22]. 

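Of the bHLH genes, Solyc05g006650.2 was correlated with 7 flavonoid genes in AC and 4 in HG6-61, Solyc09g083220.2 with 5 and 3, and Solyc06g083170.2 with 3 and 5. Solyc09g083220.2 had negative correlations with 4 of its 5 genes in AC. In HG6-61, the numbers of the 3 genes were 1, 1 and 3 on log2(RPKM + 1), 1, 2 and 1 by Spearman's rho and 2, 0 and 4 with TMM rescaling. The MYB gene Solyc02g088190.2 was correlated with 4 genes in AC and 7 in HG6-61, and Solyc04g078420.1 with 2 in AC and, negatively, with 6 in HG6-61. Solyc08g077230.2, a MYB-like gene, was correlated with 4 genes in each cultivar. In AC, Solyc02g088190.2 was correlated with 1 gene with TMM rescaling, Solyc04g078420.1 with 0 by rho and Solyc08g077230.2 with 1 on log2(RPKM + 1). Solyc12g017370.1 had a highest RPKM of 4.40, under the minimum of 5, and without that minimum it was correlated with 3 genes in AC and 6 in HG6-61, a setting chosen after seeing the data.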

The expression of other transcription factors, such as bHLH proteins (*Solyc05g006650*.*2*, *Solyc09g083220*.*2* and *Solyc06g083170*.*2*), MYB proteins (*Solyc02g088190*.*2*, *Solyc04g078420*.*1*) and MYB-like proteins (*Solyc08g077230*.*2*, *Solyc12g017370*.*1*) was highly correlated with many of the selected structural genes in the flavonoid pathway.

A total of 37 transcription factors showed a significant correlation with at least 5 structural genes from the carotenoid metabolic pathway in both AC and HG6-61. 

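Correlations with at least 5 carotenoid genes in each cultivar were found for 49 of 671 transcription factors (7.30%), which include all 37 that Table 3 lists, and for 1528 of the 16315 other genes (9.37%). In AC, 33 of the 49 were mainly positive, 13 mainly negative and 3 had as many of each sign. With Spearman's rho the number was 111, of which 48 were mainly positive and 54 mainly negative. On log2(RPKM + 1) it was 105, with 50 mainly positive and 40 mainly negative. Without the 49 DAF libraries it was 76, with 43 mainly positive and 24 mainly negative.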

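The MADS-box gene Solyc02g084630.2 was correlated with 8 of 17 carotenoid genes in each cultivar, positively with 4 in AC and with 7 in HG6-61. With Pds1 (Solyc05g041200.2), r was -0.943 in AC (exact permutation p = 0.00417, adjusted p = 0.159 over 11950 pairs) and -0.927 in HG6-61 (exact permutation p = 0.000992, adjusted p = 0.0956 over 11644 pairs). Its rho was -0.893 in AC (exact permutation p = 0.0123, adjusted p = 0.175) and -0.964 in HG6-61 (exact permutation p = 0.00278, adjusted p = 0.117), and r without the 2 farthest stages was -0.832 and -0.882. The CCT domain gene Solyc01g106030.2 had 4 positive and 5 negative correlations in AC and 2 and 4 in HG6-61. Solyc03g083400.2 and Solyc04g049670.2 each had 5 positive and 3 negative correlations in AC and 6 and 1 in HG6-61. On log2(RPKM + 1), Solyc04g049670.2 was correlated with 4 genes in HG6-61, 3 of them positively. Solyc03g119540.2 had 4 positive correlations and 1 negative in AC, and 7 and 2 in HG6-61. In AC, it was correlated with 3 genes by rho or with TMM rescaling.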

A MADS-box gene (*Solyc02g084630*.*2*) showed a high correlation with structural genes involved in the carotenoid pathway (8 of 18 selected genes from AC and HG6-61, respectively) and four CCT domain transcription factors (*Solyc01g106030*.*2*, *Solyc03g083400*.*2*, *Solyc03g119540*.*2*, and *Solyc04g049670*.*2*) were positively correlated with the expression of genes in the carotenoid pathway. Other transcription factors, such as AUX/IAA, bHLH, MYB, SBP-box, transcriptional factor B3 and zinc finger proteins also showed a high correlation with carotenoid metabolism, suggesting a complex underlying regulatory network (S4 and S5 Tables).

Furthermore, a correlation analysis was carried out between metabolites accumulation and transcription abundance of structural genes or related transcription factors (S6 Table). Most structural genes and transcription factors involved in ascorbic acid metabolic pathway were significantly positively correlated with oxidized ascorbate (DHA) accumulation, but few were significantly correlated with total ascorbate abundance. The transcription factors showed a higher percentage of correlation with ascorbic acid than structural genes. In flavonoid metabolic pathway, the content of chlorogenic acid and rutin exhibited positive correlation with most structural and regulatory genes, but only two structural genes (*Solyc03g117870* and *Solyc05g010320*) and one transcription factor (*Solyc03g006000*) significantly correlated with naringenin chalcone. It was surprising that the expression level of most structural genes and related transcription factors in carotenoid metabolic pathway didn’t show significant correlation with carotenoids content, including lutein, phytoene, β-Carotene or lycopene.

### Verification of gene expression related to ascorbic acid, carotenoids and flavonoid metabolism

qRT-PCR was employed to verify the RNA-seq based transcription profiles. RNA was extracted from fruits at the same seven developmental stages and cDNA was synthesized as a template for qRT-PCR. The expression of 15 transcription factors putatively related to ascorbic acid, carotenoid and flavonoid biosynthesis was assessed by qRT-PCR (Fig 6A–6C) and correlation analysis revealed a high degree of consistency between transcript abundance determined by qRT-PCR or RNA-seq (Fig 6D).

**Fig 6:**
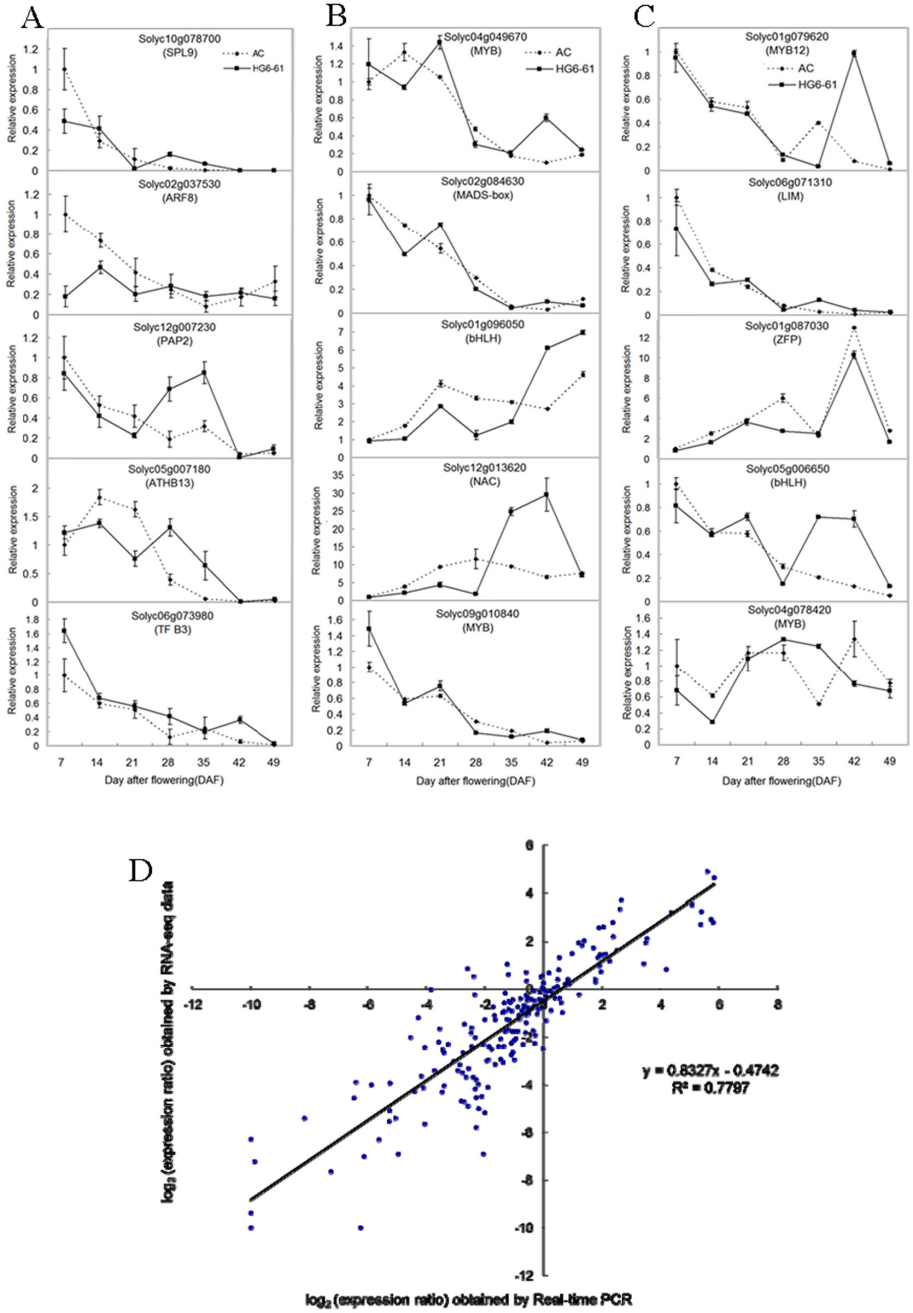
Real-time PCR analyses. Transcript levels of 15 transcription factors, of which 5 are potentially associated with the ascorbic acid pathway (A), 5 are potentially associated with the carotenoids pathway (B) and the last 5 are potentially associated with the flavonoids pathway (C) in Ailsa Craig (broken line) and HG6-61 (solid line). Correlation analysis of the gene expression ratios obtained from the RNA-seq data and the qRT-PCR analysis is presented in D. Results shown represent mean values (±SE) from three independent experiments.

### Agroinfiltration verification of the association between selected transcription factors and genes encoding enzymes involved in ascorbic acid metabolism

To further validate the transcriptional association between the transcription factors and structural genes presented in Table 3, we performed agroinfiltration to verify the putative regulatory activity of the selected transcription factors on genes associated with ascorbic acid biosynthesis. Specifically, we selected three representative transcription factors: a MYB protein (*Solyc09g010840*.*1*), a NAC protein (*Solyc12g013620*.*1*) and a ZIF protein (*Solyc06g065440*.*1*) (S6 Fig). After agroinfiltration, the relative expression abundance of the corresponding genes increased at least three fold (MYB-2) and in one instance more than 30 fold (NAC-9). The expression levels of the selected structural genes involved in ascorbic acid metabolism was then assessed (Fig 7). In the MYB over-expressing fruit, most of the structural genes (13 of 18) were up-regulated, including GMP2, GalUR, AO2, and APX6. Only 5 of the genes were either down-regulated (3 of 5) or show no change in expression (2 of 5). A similar expression profile was seen in the NAC and ZIF over-expressing fruit (Fig 7). Furthermore, we found a quantitative relationship between the degree of over-expression of the transgene and the expression of the associated structural genes, further suggesting a correlation between expression of each of the transcription factors and the ascorbic acid biosynthesis genes (Fig 7).

**Fig 7:**
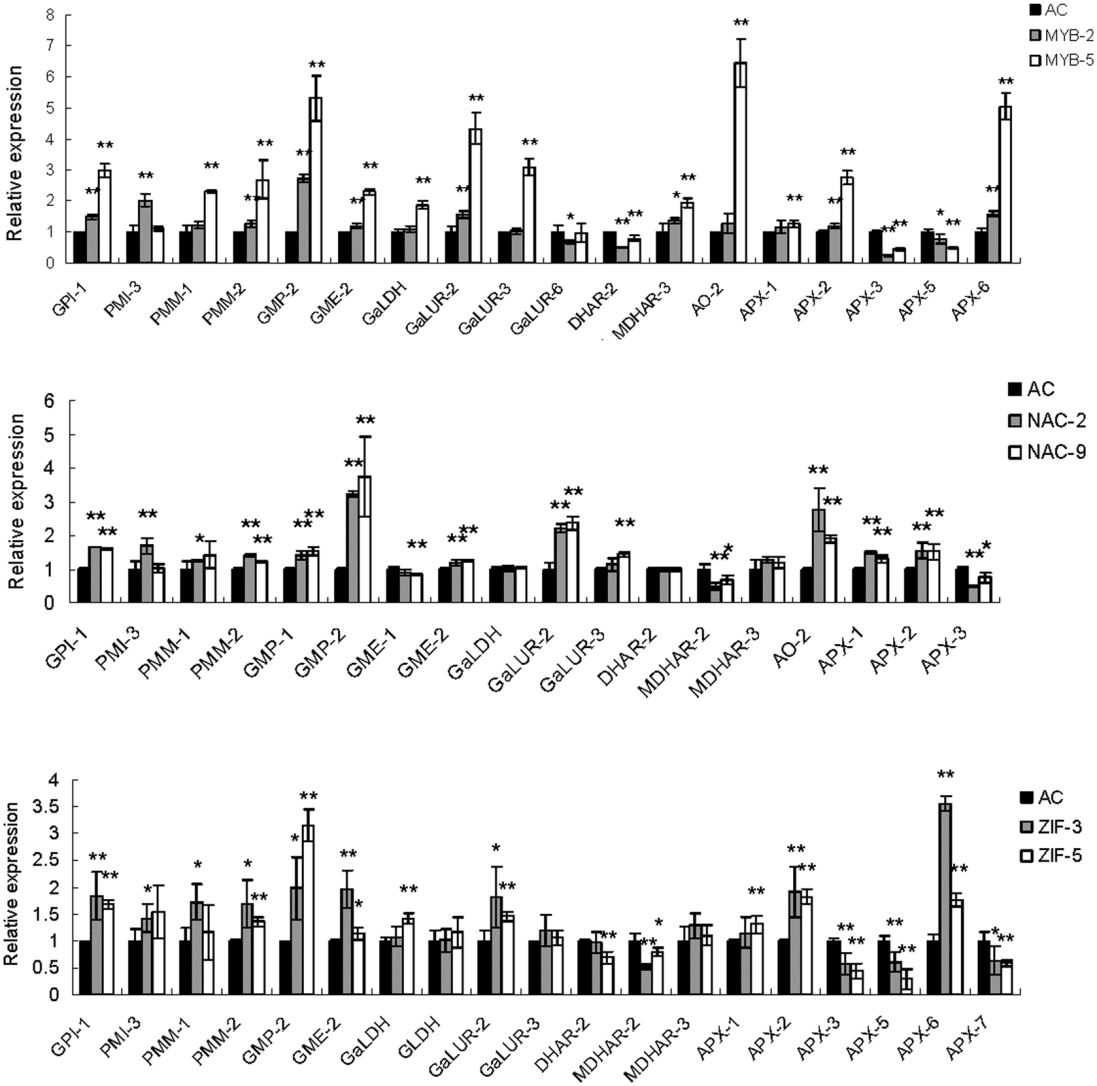
Differential expression of structural genes involved in the ascorbic acid metabolic pathway regulated by transiently expressed transcription factors. The Figure shows transcript levels of different structural genes involved in the ascorbic acid biosynthetic pathway. MYB (*Solyc09g010840*.*1*), NAC (*Solyc12g013620*.*1*) and ZIF (*Solyc06g065440*.*1*) were used for agroinfiltration and AC means agroinfiltrated with empty vector. For each transcription factor, two independent lines were selected Results shown represent mean values (±SE) from three independent experiments. Asterisks indicate significant differences as determined by Student’s t-test (*P<0.*05*; ** *P<0*.*01*).

## Discussion

Fruit development has been extensively investigated with regards to ethylene synthesis, signal transduction and cell wall-modifying proteins [25, 38–42], and studies of non-ripening tomato mutants have provided insights into the signal transduction networks that govern ethylene synthesis and production, perception and signaling, as well as other aspects of ripening related metabolism [5]. However, the transcriptional profiles related to fruit nutritional quality have been less studied. Here, two cultivated tomato genotypes, AC and HG6-61, were analyzed by RNA-seq to characterize the genome-wide transcriptome dynamics and differential expression of genes during fruit development and ripening. A total of 26,397 tomato genes were detected in the present study, providing a more detailed overview of gene expression than obtained previously using microarrays [25]. Furthermore, the parallel analysis of two different cultivated tomato varieties, Ailsa Craig, an English heritage variety, and HG6-61, an elite tomato inbred line from China, allowed as assessment of conserved and divergent patterns of gene expression. From this we concluded that the gene expression profiles of the two genotypes were highly similar during fruit development and ripening (Figs 3 and 5) and this high concurrence between two genotypes can prove our transcriptional data is reliable in the absence of replicate. Moreover, given that the expression profiles of genes determined by the RNA-seq evaluation and further validated by q-PCR were extremely similar (Fig 6), we are confident that our RNA-seq data set will be broadly useful for studies of fruit transcriptome dynamics.

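The cultivar term of the edgeR model, with the stages as blocks, was past the limits (adjusted p under 0.01, log2 fold change beyond 2) for 43 of 18082 genes, of which 14 were higher and 29 lower in HG6-61 than in AC, and 34 moved the same way at all 7 stages. At an adjusted p under 0.05 and no limit on the fold change, the number moved most, to 205. Left out in turn, the stages gave between 20 genes without 21 DAF and 42 without 35 DAF; it was 26 without 7 DAF, 21 without 14 DAF and 23 without 28 DAF. The genes with the largest rise in HG6-61 were Solyc12g038430.1, Solyc02g069760.1 and Solyc12g082720.1, with at most 1 read in each AC library. Against a limit of 3 reads per library, they were at least 11.3-fold, 6.78-fold and 6.19-fold higher (adjusted p = 0.000281, 0.00128 and 0.00106 from edgeR). Those with the largest fall were Solyc06g011530.2, Solyc01g005760.2 and Solyc12g042700.1, with at most 1 read in each HG6-61 library, and they were at least 20.0-fold, 29.6-fold and 18.8-fold lower (adjusted p = 0.00621, 0.000158 and 2.77e-05 from edgeR). Each of the 6 genes moved the same way at all 7 stages. With 1 stage left out, Solyc06g011530.2 (without 7, 14, 21, 28 or 42 DAF), Solyc02g069760.1 (without 21 or 49 DAF) and Solyc12g082720.1 and Solyc12g042700.1 (without 14 DAF) were no longer under 0.01, at adjusted p values of 0.0116 to 0.0547 from edgeR.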

Many studies of the tomato fruit transcriptome to date have broadly addressed hormone-mediated fruit ripening, rather than targeting the development of molecular basis of the underlying quality traits [5, 43]. Transcriptome analyses of ripening related tomato mutants, such as *ripening-inhibitor* (*rin*) [25], *non-ripening* (*nor*) and *never-ripe* (*Nr*) [5] have helped dissect processes associated with ethylene-mediated fruit ripening. This late stage of fruit development is accompanied by the accumulation of carotenoids, flavonoids and ascorbic acid, all of which are beneficial to human health. The identity of the factors that regulate the accumulation of these compounds is therefore of great commercial interest. A study of the transcriptomes of orange(*Citrus sinensis*) fruit and its red fleshed mutant showed the differential expression of genes involved in carotenoid metabolism; however, associated transcription factors were not reported [44].

A key hypothesis in this study was that an investigation of the structural genes that contribute to the formation of nutritionally valuable compounds, such as ascorbic acid, carotenoids and flavonoids, during tomato fruit development, in parallel with an evaluation of regulatory genes would help elucidate the molecular basis of fruit nutritional quality. The expression of genes involved in metabolite accumulation during fruit development is known to vary between different species. For example, the L-galactose-1-phosphate phosphatase (*GGP*) gene which catalytic L-Galactose1-P to form L-Galactose was initially reported to have the highest expression during maturation, and was thus assumed to be the limiting step for ascorbic acid biosynthesis in tomato [7]. However, *GGP* expression showed a decreasing pattern in the ascorbic acid-rich fruit of chestnut rose, but the expression of the dehydroascorbate reductase (*DHAR*) gene which was the key enzyme involved in ascorbic acid recycling pathway correlated with ascorbic acid accumulation [45]. Such examples underline the complexity and diversity of the key pathways that determine metabolite levels. Some transcription factors that regulate metabolite biosynthesis have been isolated by map-based cloning or mutant screening, including MYB12, which regulates flavonoid biosynthesis in tomato [22], ERF98 which modulates ascorbic acid biosynthesis in Arabidopsis [18] and PIF1 which controls carotenoid biosynthesis in Arabidopsis [12]. However, correlation analysis of enzyme encoding genes and transcription factors also provides an effective approach to finding candidate transcription factors [12, 22]. Using transcriptional and metabolic association analysis, we identified transcription factors that are potentially associated with the biosynthesis of ascorbic acid, carotenoids and flavonoids during tomato development (Table 3). 

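The LIM gene Solyc06g071310.2 fell from 43.6 RPKM at 7 DAF to 2.63 at 49 DAF in AC and from 42.7 to 1.13 in HG6-61. With GME-1, its r was 0.957 in AC (exact permutation p = 0.00139, adjusted p = 0.0889) and 0.983 in HG6-61 (exact permutation p = 0.000595, adjusted p = 0.0989). The corresponding rho was 0.929 (exact permutation p = 0.00675, adjusted p = 0.145) and 0.964 (exact permutation p = 0.00278, adjusted p = 0.139), and r without the 2 farthest stages was 0.814 and 0.949. Of the flavonoid genes, it was correlated with 4 in AC and 6 in HG6-61, and in HG6-61 with 2 on log2(RPKM + 1) and with 2 by rho. With the flavonoid gene C3H (Solyc10g078240.1), r was 0.906 in AC (exact permutation p = 0.00556, adjusted p = 0.201) and 0.860 in HG6-61 (exact permutation p = 0.0119, adjusted p = 0.276), and rho was 0.893 (exact permutation p = 0.0123, adjusted p = 0.188) and 0.679 (exact permutation p = 0.110, adjusted p = 0.519). Without the 2 farthest stages, that r was 0.793 in AC and 0.247 in HG6-61, where the relation rests on those stages.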

The expression of the transcription factor LIM (*Solyc06g071310*.*2*) is highly correlated with the expression of genes involved ascorbic acid and flavonoid biosynthesis (Table 3 and S4 Table) and also with the total ascorbate concentration in an introgression population derived from the wild tomato species *S*. *pennelli* (http://ted.bti.cornell.edu/cgi-bin/TFGD/array_data/probe_expression.cgi?array_ID=A03&probe_ID=LE1O19). A MYB transcription factor (*Solyc09g010840*.*1*) show a decreasing transcriptional patter during fruit development and ripening in AC fruit, while its transcription abundance in ripe fruit of HG6-61 is higher than that in AC (S3 Table). This transcription pattern is consistent with metabolite level of ascorbic acid. 

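Solyc09g010840.1 fell from 240.3 RPKM at 7 DAF to 22.9 at 49 DAF in AC and from 233 to 48.8 in HG6-61. At 49 DAF it had 70 reads in AC, or 0.00263% of the counts (95% confidence interval 0.00208% to 0.00332%), and 117 in HG6-61, or 0.00556% (0.00464% to 0.00666%). An exact binomial test of these reads gave p = 4.36e-07, which compares the 2 libraries and not the cultivars.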

The ascorbic acid concentration in fruits of HG6-61 is higher than that in AC at 49 DAF (Fig 1A). These results support our hypothesis that the transcription factors listed in Table 3 are potentially involved in regulating ascorbic acid biosynthesis. We also identified a gene encoding *MYB12* (*Solyc01g079620*.*2*), which has been reported to be an important regulator of flavonoid biosynthesis in tomato fruit, and to be positively associated with the expression levels of 9 of 14 structural genes from the flavonoid biosynthesis pathway [22]. Moreover, the transcription abundance of *MYB12* in reaches very high level in green mature fruit stage (S3 Table), which is consistent to the high level of major flavonoid compound (e.g. naringenin chalcone) (Fig 1C). 

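The RPKM of MYB12 in AC was 18.6, 18.1, 8.81, 2.73, 19.8, 2.99 and 0.600 from 7 to 49 DAF. In HG6-61, it was 22.1, 22.3, 12.4, 6.73, 3.11, 18.6 and 5.02 at the same stages.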

In our correlation analysis, expression of *MYB12* showed a high correlation with transcript levels of several flavonoid biosynthetic genes in the two tomato genotypes (Table 3 and S4 Table), while several other *MYB* and *bHLH* genes also showed a significant expression correlation with such genes, and may therefore also be involved in the regulation of flavonoid biosynthesis as previously report [46]. Likewise, three AUX/IAA genes (*Solyc03g120500*, *Solyc09g090910* and *Solyc12g007230*) were selected in ascorbic acid biosynthesis, consistent with previously report that ascorbic acid content in tomato fruit is associated with genes involved in hormone signaling [47]. 

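With F3H (Solyc02g083860.2), MYB12 had an r of 0.922 in AC (exact permutation p = 0.00139, adjusted p = 0.145) and 0.974 in HG6-61 (exact permutation p = 0.000198, the smallest the orders can give, adjusted p = 0.159). For the same pair, rho was 0.964 in AC (exact permutation p = 0.00278, adjusted p = 0.168) and 1 in HG6-61 (exact permutation p = 0.000397, adjusted p = 0.215), and r without the 2 farthest stages was 0.898 and 0.999.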

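In HG6-61, Solyc03g120500.2, Solyc09g090910.1 and Solyc12g007230.1 were correlated with 15, 15 and 16 ascorbic acid genes. On log2(RPKM + 1), Solyc09g090910.1 was correlated with 9 in HG6-61. Solyc12g007230.1 was correlated with 18 in AC, 16 of them positively.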

Unexpectedly, regulators related to ripening and carotenoid accumulation such as RIN, CNR and Nor were not found in the correlation analysis (Table 3). It is most likely that RIN, CNR and Nor genes were co-expressed with individual genes involved in carotenoid biosynthesis, e.g. *PSY1* or *PDS1*, instead of major of biosynthetic genes.

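RIN (Solyc05g012020.2) was correlated with 4 of 17 carotenoid genes in AC, 3 of them positively, and with 2 in HG6-61. With PSY1 (Solyc03g031860.2), r was 0.850 in AC (exact permutation p = 0.0151, adjusted p = 0.206) and 0.877 in HG6-61 (exact permutation p = 0.0339, adjusted p = 0.250), and rho was 0.829 (exact permutation p = 0.0302, adjusted p = 0.230) and 0.821 (exact permutation p = 0.0341, adjusted p = 0.227). Without the 2 farthest stages, r was 0.997 in AC and 0.284 in HG6-61, where the r over all stages rests on them. In each cultivar, those are the stages where RIN was highest. Leaving them out removes the top of the range of RIN, so neither value can decide whether RIN and PSY1 are related. With Pds1, r was 0.913 in AC (exact permutation p = 0.00317, adjusted p = 0.154). In HG6-61, this r was 0.7998 (exact permutation p = 0.0246, adjusted p = 0.223), just under the limit of 0.8. For the same pair, rho was 0.901 in AC (exact permutation p = 0.00952, adjusted p = 0.175). In HG6-61, rho was 0.893 (exact permutation p = 0.0123, adjusted p = 0.164). For Pds1, r without the 2 farthest stages was 0.862 in AC and 0.918 in HG6-61, with the same limit as for PSY1.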

Most metabolites showed similar fluctuations in the two cultivars during fruit development, but the accumulation of several compounds in carotenoids and flavonoids in AC fruits reached to its peak value earlier than in HG6-61, suggesting different ripening progress (Fig 1). This can also be reflected by the differential response to ripening at transcription level. The expression of *PSY1* showed a delayed activation in HG6-61 compared to AC (S3 Table). Also, the expression of *RIN* gene (*Solyc05g012020*) and *AP2* (*Solyc03g044300*) which were normally ripening induced were low in both cultivars during fruit enlargement stage (before 35 DAF), and were induced earlier in AC than in HG6-61. 

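PSY1 had RPKM values of 34.8 at 7 DAF, 352 at 28 DAF, 3079.5 at 35 DAF, 1359 at 42 DAF and 1589.5 at 49 DAF in AC. In HG6-61, the values were 23.8, 47.8, 42.2, 1862 and 2543 at the same stages. At 35 DAF, PSY1 took 0.629% of the counts in AC (95% confidence interval 0.621% to 0.636%) and 0.00917% in HG6-61 (0.00774% to 0.0109%). A difference between HG6-61 at 28 and 35 DAF was not detectable (exact binomial test of the reads, p = 0.691).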

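In AC, the listed RPKM of RIN was at most 0.310 up to 21 DAF. RIN had no reads there at 7 and 21 DAF, which allows an RPKM of up to 1.29 and 1.16. Its RPKM in AC was 43.5 at 28 DAF, 447 at 35 DAF and 534 at 42 DAF. In HG6-61, it was at most 1.14 up to 28 DAF, 6.50 at 35 DAF and 567 at 42 DAF. For AP2 (Solyc03g044300.2), the AC values were 20.1 at 7 DAF, 28.7 at 28 DAF, 167 at 35 DAF and 84.6 at 42 DAF, and those in HG6-61 were 15.0, 17.4, 32.2 and 239. At 35 DAF, the reads of the AC and HG6-61 libraries differed for RIN (2433 and 12 reads, exact binomial p = 3.2e-286) and AP2 (1247 and 88 reads, exact binomial p = 2.34e-72), in tests of those libraries and not of the cultivars.

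**Figure D4:**
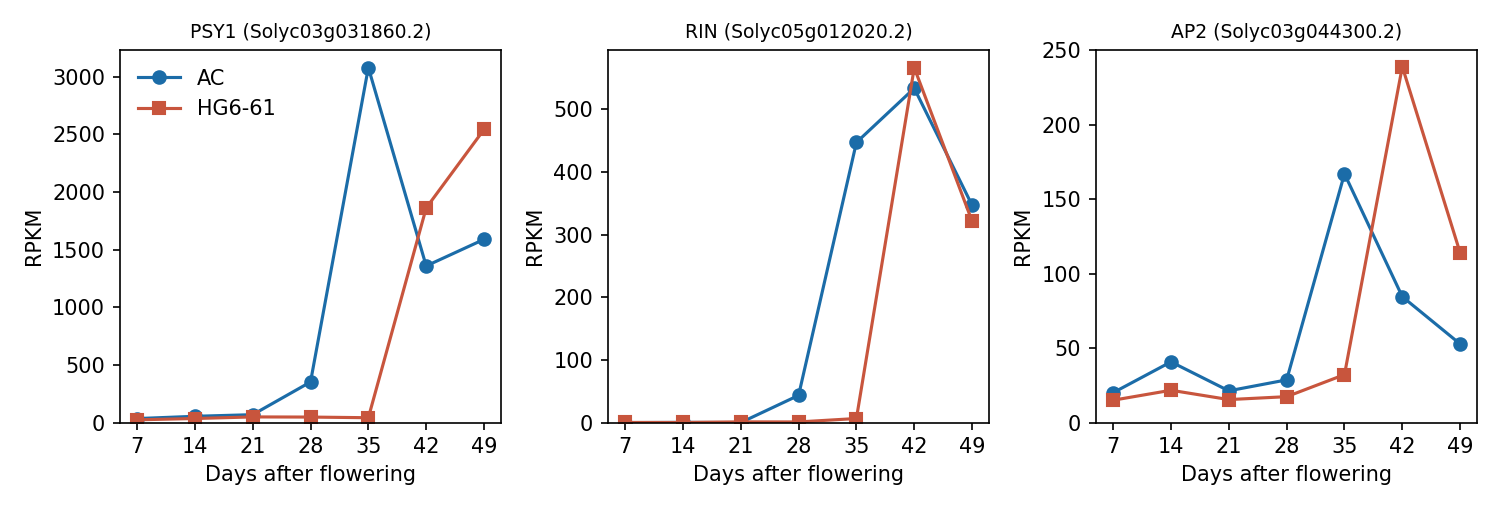
RPKM of PSY1, RIN and AP2 against days after flowering in AC and HG6-61, with 1 library per point. At 35 DAF, RIN is at 447 in AC and 6.50 in HG6-61, and at 42 DAF at 534 and 567.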

Although the ripening progress is slightly different between two genotypes, the focus of our study is on the correlation of transcription abundance of transcription factors and enzymatic genes or metabolites. We carried out correlation analysis in these two varieties respectively and the ripening variation will not affect our independent correlation analysis in each cultivar. Same transcription factors were selected by correlation analysis from these two different ripening genotypes even in some published data (Heizn1706 and *S*. *pimpinellifolium*) (S5 Table), revealing their conserved involvement in carotenoids, flavonoids and ascorbic acid metabolism.

Agroinfiltration provides a high throughput transient gene expression system that has been widely used in the gene functional analyses [48]. In this current study, this transient expression system was employed to investigate the influence of candidate transcription factors on metabolite pathway genes. The expression levels of the three transcription factors investigated here were significantly enhanced *in vivo* by agroinfiltration (S6 Fig) and, as a result, most of the structural genes that we surveyed in the various biosynthetic pathways were up-regulated as hypothesized, while expression of only a few of the genes was down-regulated or remained unchanged. This suggests that most of the selected transcription factors are involved in the regulation of these structural genes. 

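Between the MYB gene Solyc09g010840.1 and GMP-2 (Solyc06g051270.2), r was -0.920 in AC (exact permutation p = 0.00456, adjusted p = 0.120), rho was -0.929 (exact permutation p = 0.00675, adjusted p = 0.145) and r without the 2 farthest stages was -0.946. In HG6-61, r was -0.316 (exact permutation p = 0.495, adjusted p = 0.772), rho -0.107 (exact permutation p = 0.840, adjusted p = 0.940) and r without the 2 farthest stages 0.138. The RPKM of GMP-2 in AC was 32.9 at 7 DAF and 89.8 at 42 DAF.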

One exception was *GMP2*, the expression of which was negatively correlated with the expression of *MYB* (*Solyc09g010840*) in the co-expression analysis (S4 Table), but was up-regulated when *MYB* was overexpressed (Fig 7). In contrast, the *APX5* gene was positively associated with *MYB* in the co-expression analysis (S4 Table), but was down-regulated when *MYB* was overexpressed (Fig 7), highlighting the complex regulatory network controlling metabolite biosynthesis. 

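For APX-5 (Solyc02g083620.2), r with the same MYB gene was 0.939 in AC (exact permutation p = 0.000397, adjusted p = 0.0875), rho was 0.964 (exact permutation p = 0.00278, adjusted p = 0.132) and r without the 2 farthest stages was 0.920. In HG6-61, r was 0.930 (exact permutation p = 0.00218, adjusted p = 0.121), rho 0.929 (exact permutation p = 0.00675, adjusted p = 0.184) and r without the 2 farthest stages 0.894. The RPKM of APX-5 in AC fell from 12.5 at 7 DAF to 0.280 at 49 DAF.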

The co-expression analysis of transcription factors and enzyme encoding genes did not inherently indicate whether the identified transcription factors were potential inducers or suppressors of the regulated genes. If the transcription factors work downstream of the enzyme encoding genes, it is possible that a feedback inhibition would occur in the agroinfiltrated fruits to maintain metabolite levels. On the other hand, the expression levels of different members of a gene family may be differentially affected by transcriptional regulation, and the expression of the enzyme encoding genes may affect other genes involved in the biosynthetic pathway.

The RNA-seq transcriptome profiling provides an indication of the molecular mechanisms that govern fruit development at the transcriptional level. Processes that are known to be stage related were evident the patterns of gene expression: an example was the general down-regulation of photosynthetic light reactions during fruit development in the last two developmental stages (Fig 5), in agreement with the reduced photosynthesis capacity and carbon assimilation in ripe fruit [49]. 

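ERF9 (Solyc07g053740.1) had an RPKM of 83.6 at 7 DAF, 833 at 21 DAF, 1972 at 42 DAF and 2829.9 at 49 DAF in AC, and 91.6, 562, 552 and 601 at these stages in HG6-61. Its log2 fold change between 7 and 49 DAF over both cultivars was 4.31 (standard error 0.74, adjusted p = 0.000931 from edgeR). It was correlated negatively with 2 flavonoid genes in AC and 6 in HG6-61, and in HG6-61 with 1 on log2(RPKM + 1) and with none by Spearman's rho. With CHI-1 (Solyc05g010320.2), r was -0.802 in AC (exact permutation p = 0.0294, adjusted p = 0.293) and -0.874 in HG6-61 (exact permutation p = 0.0163, adjusted p = 0.296), rho was -0.714 (exact permutation p = 0.0881, adjusted p = 0.335) and -0.786 (exact permutation p = 0.0480, adjusted p = 0.416), and r without the 2 farthest stages was -0.676 and -0.589.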

The gene encoding the ethylene response factor 9 (*Solyc07g053740*.*1*) showed high expression levels particularly at later stages, suggesting that it may play an important role in fruit ripening (S3 Table), and its expression was also negatively correlated with flavonoid biosynthetic genes (Table 3), which are expressed earlier in development. However, there were also some inconsistencies between the gene expression and the corresponding biological process. The expression of genes encoding a pectinesterase, a pectate lyase and a xyloglucan endotransglucosylase hydrolase (*Solyc12g008530*.*1*, *Solyc03g071570*.*2* and *Solyc07g052980*.*2*) decreased throughout fruit development and was almost undetectable at the last two stages, which is consistent with previously reported results [44, 50] but contrary to previously reported patterns of cell wall degradation during fruit ripening [50].

In summary, the transcriptome of tomato fruit during development and ripening was extensively investigated. Correlations between the expression of metabolite biosynthetic genes and transcription factors were used to suggest candidate transcription factors that may regulate metabolite formation. Using RNA-seq analysis, the transcript abundance of a total of 26,397 genes was revealed. A total of 823 transcription factors were identified and their expression levels were compared to those of genes encoding enzymes involved in flavonoid, ascorbic acid and carotenoid biosynthesis. This revealed 20, 34 and 37 transcription factors putatively involved in the biosynthesis of flavonoids, ascorbic acid and carotenoids, respectively. Most of these candidate transcription factors have not previously been associated with metabolite biosynthesis, although functional evidence is available for a few, such as MYB12 [22]. Finally, three selected transcription factors (MYB, NAC and ZIF) were shown to modulate the expression levels of genes involved in the biosynthesis of ascorbic acid.

## Supporting Information

S1 Fig mRNA coverage analysis per hundred bins in Ailsa Craig and HG6-61 at different developmental stages. The numbers from one to seven indicate 7, 14, 21, 28, 35, 42 and 49 days after flowering (DAF), respectively, for Ailsa Craig (A) or HG6-61 (H).
(DOC) Click here for additional data file.

S2 Fig mRNA expression profile reflected by RPKM in Ailsa Craig and HG6-61 at different developmental stages. The numbers from one to seven indicate 7, 14, 21, 28, 35, 42 and 49 DAF, respectively, for Ailsa Craig (A) or HG6-61 (H).
(DOC) Click here for additional data file.

S3 Fig Transcriptome dynamics in HG6-61 during fruit development and ripening. The log_2_ values of reads per kilo base of a gene per million reads (RPKM) for each gene were used for the k-mean clustering analysis of seven developmental stages (7, 14, 21, 28, 35, 42 and 49 DAF). A total of 26,684 genes were grouped into 20 regulatory patterns, designated groups 1–20.
(DOC) Click here for additional data file.

S4 Fig Correlation of gene expression between Ailsa Craig and HG6-61 during fruit development. The numbers from one to seven indicate 7, 14, 21, 28, 35, 42 and 49 DAF, respectively, for Ailsa Craig (A) or HG6-61 (H).
(DOC) Click here for additional data file.

S5 Fig Total number of differentially expressed genes during fruit development in Ailsa Craig and HG6-61. Differentially expressed genes with RPKM fold changes of ≥2.0 or ≤0.5.
(DOC) Click here for additional data file.

S6 Fig Expression of three selected transcription factors in agroinfiltrated fruits. Transcript levels of MYB (*Solyc09g010840*.*1*), NAC (*Solyc12g013620*.*1*) and ZIF (*Solyc06g065440*.*1*), the expression of which correlate with the expression levels of structural genes involved in the ascorbic acid biosynthesis pathway. AC means agroinfiltrated with empty vector. For each transcription factor two independent lines were selected. Results represent mean values (±SE) from three independent experiments.
(DOC) Click here for additional data file.

S1 Table PCR primers used in this study. (DOC) Click here for additional data file.

S2 Table The relative expression levels of 26,397 expressed tomato genes in Ailsa Craig and HG6-61, as determined by RNA-seq. (XLS) Click here for additional data file.

S3 Table The RPKM values of 824 transcription factors used for co-expression analysis of structural genes involved in ascorbic acid, carotenoid and flavonoid metabolism. (XLS) Click here for additional data file.

S4 Table Correlation analysis of transcription factors and structural genes. (XLS) Click here for additional data file.

S5 Table Correlation analysis of selected transcription factors and structural genes in AC, HG6-61, Heizn1706 and the wild relative *Solanum pimpinellifolium*. (XLS) Click here for additional data file.

S6 Table Correlation analysis between metabolite abundance and the transcript abundance of its related transcription factors and structural genes. (XLS) Click here for additional data file.

# Supplementary material for: Transcriptome Profiling of Tomato Fruit Development Reveals Transcription Factors Associated with Ascorbic Acid, Carotenoid and Flavonoid Biosynthesis
**Source:** PLoS One. 2015 Jul 2;10(7):e0130885. doi: 10.1371/journal.pone.0130885
**Supplement:** S1 Fig — The numbers from one to seven indicate 7, 14, 21, 28, 35, 42 and 49 days after flowering (DAF), respectively, for Ailsa Craig (A) or HG6-61 (H).

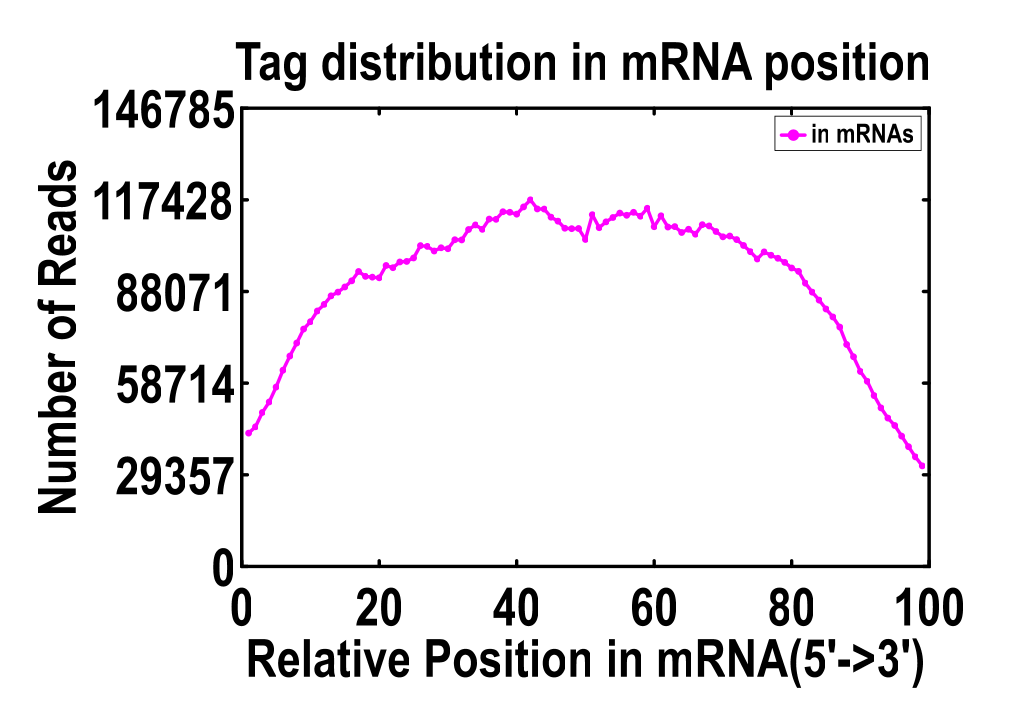

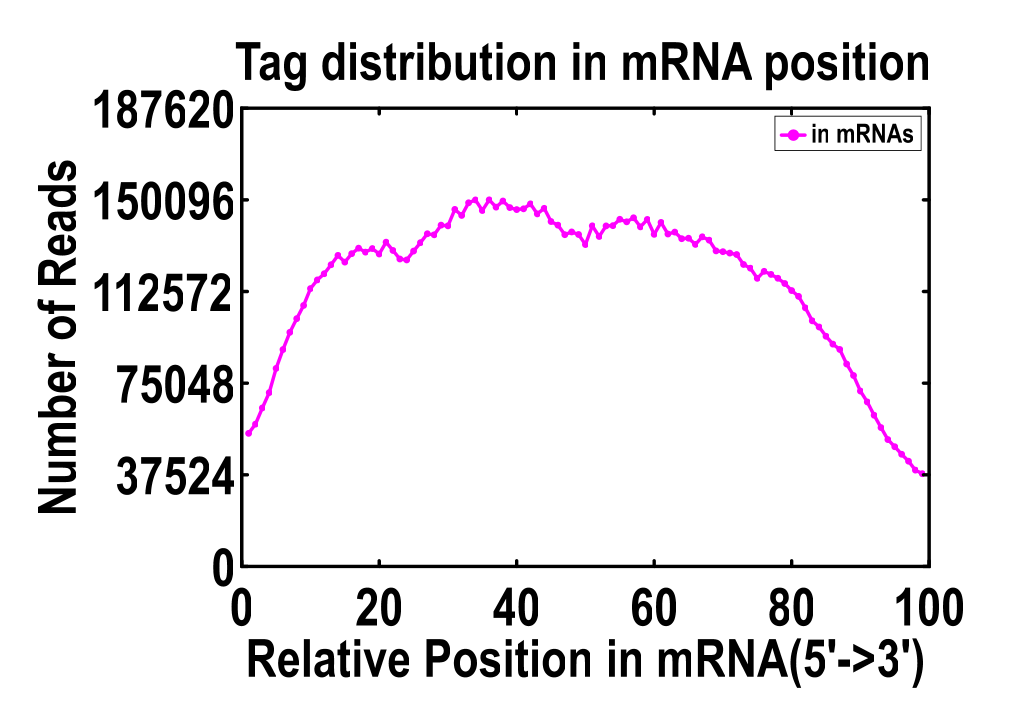

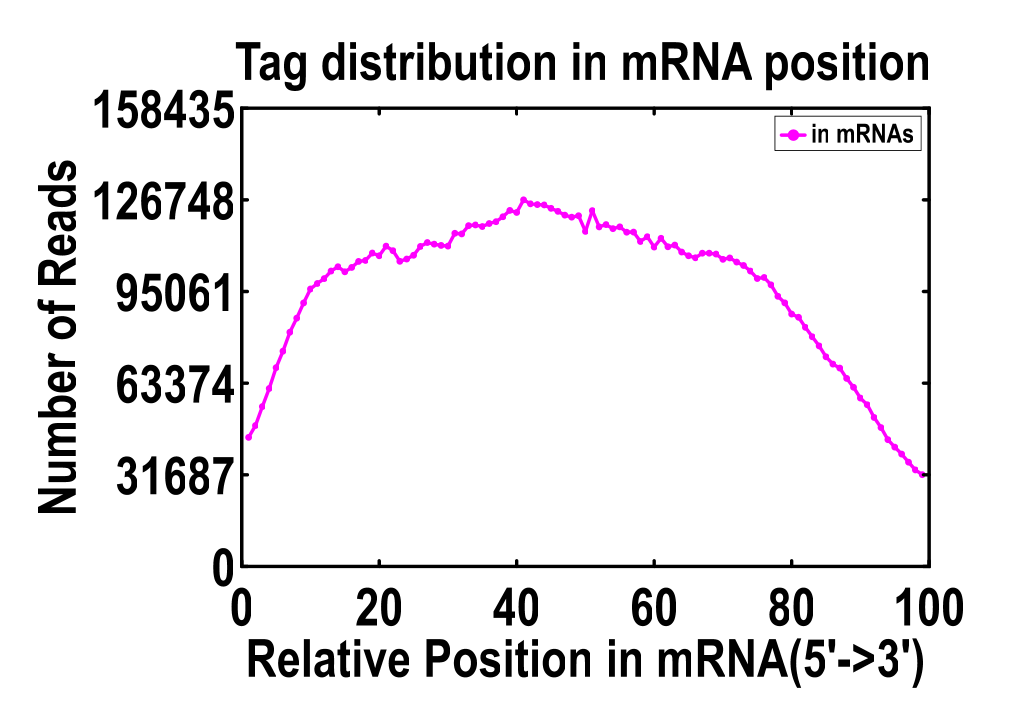

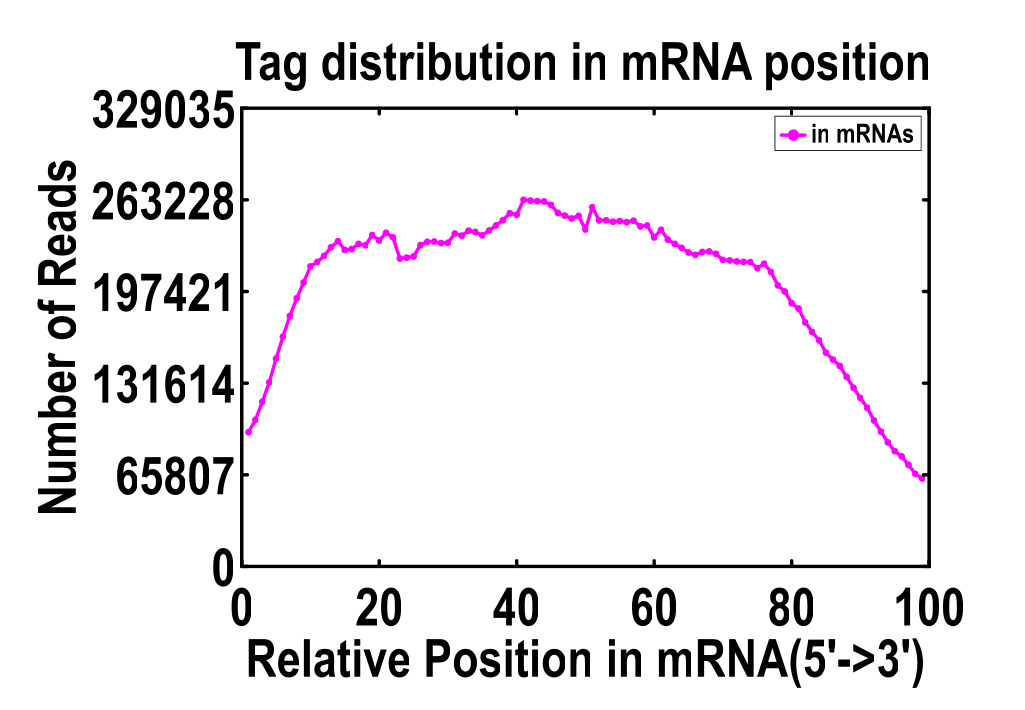

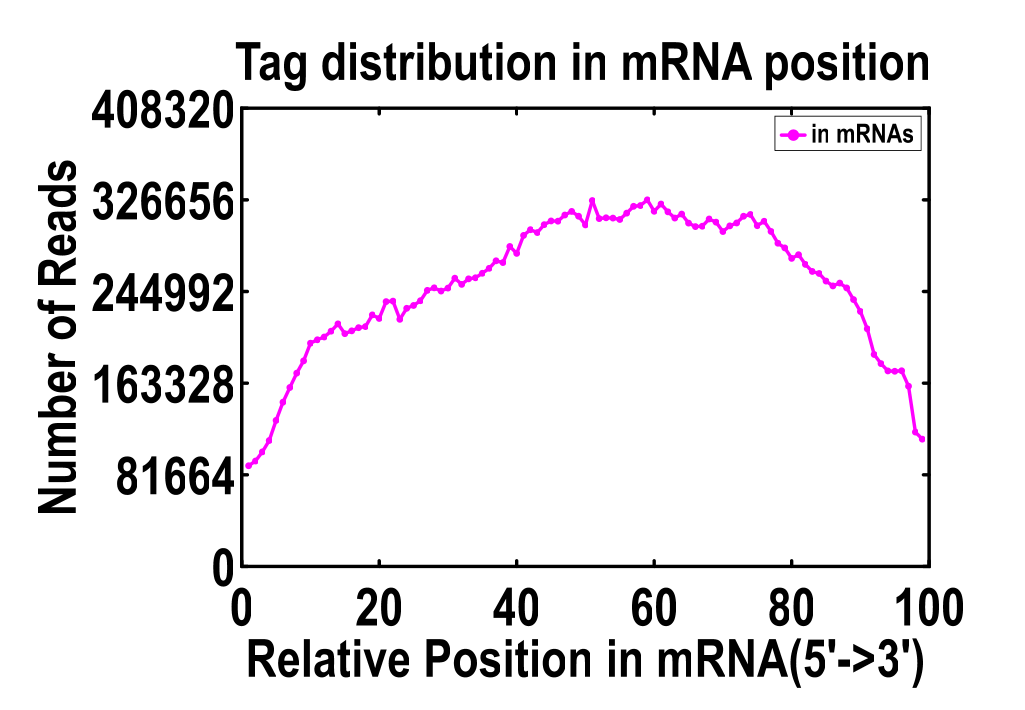

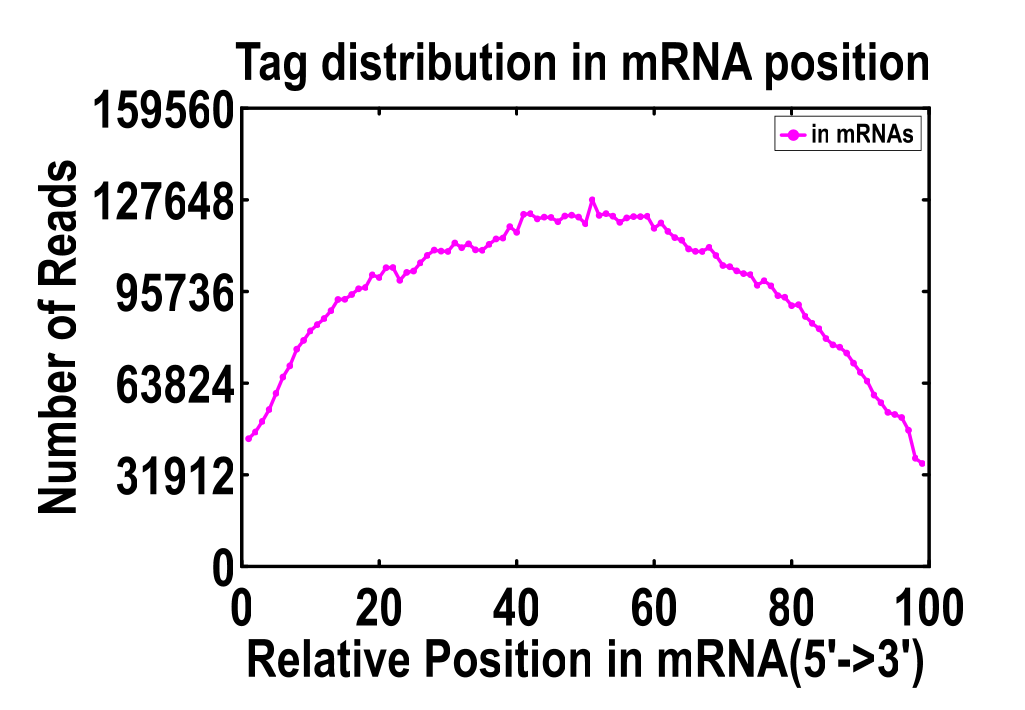

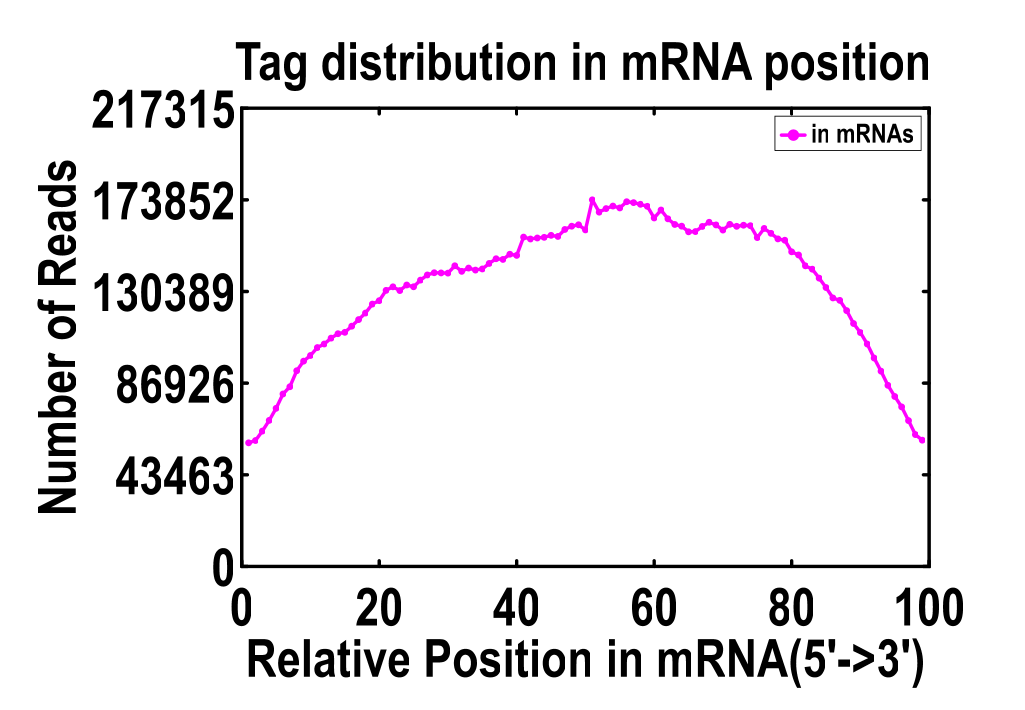

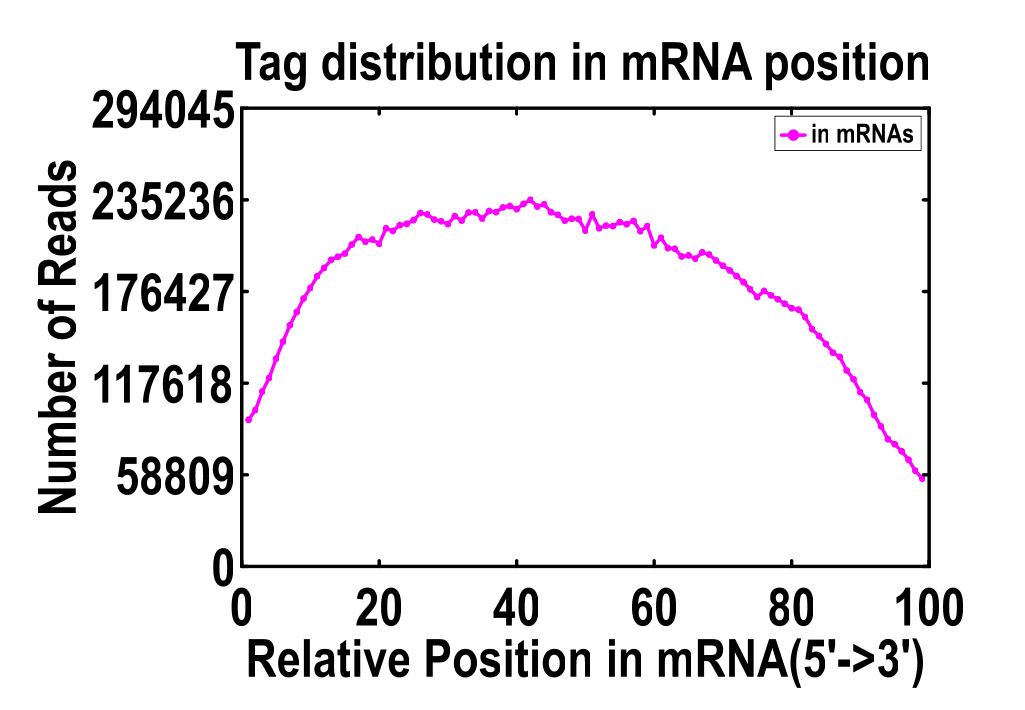

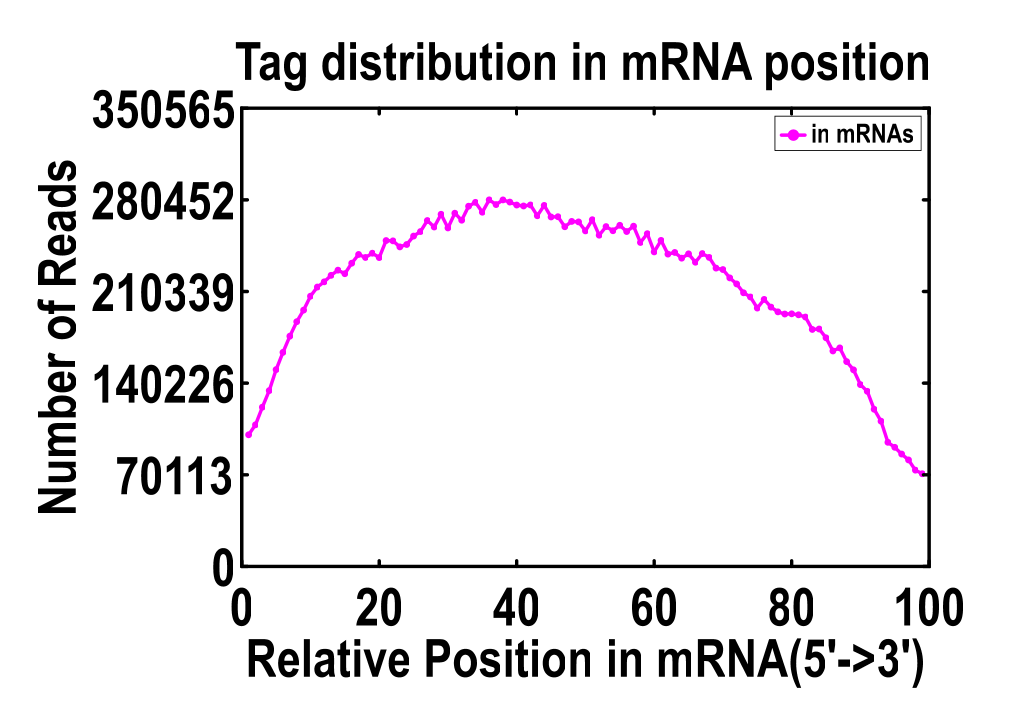

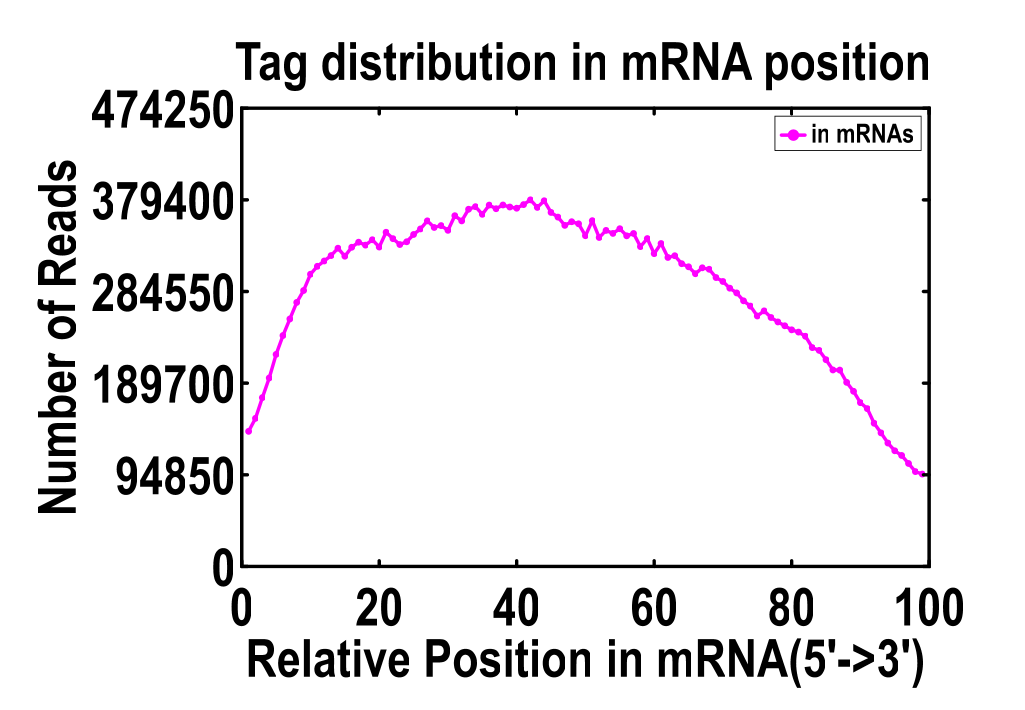

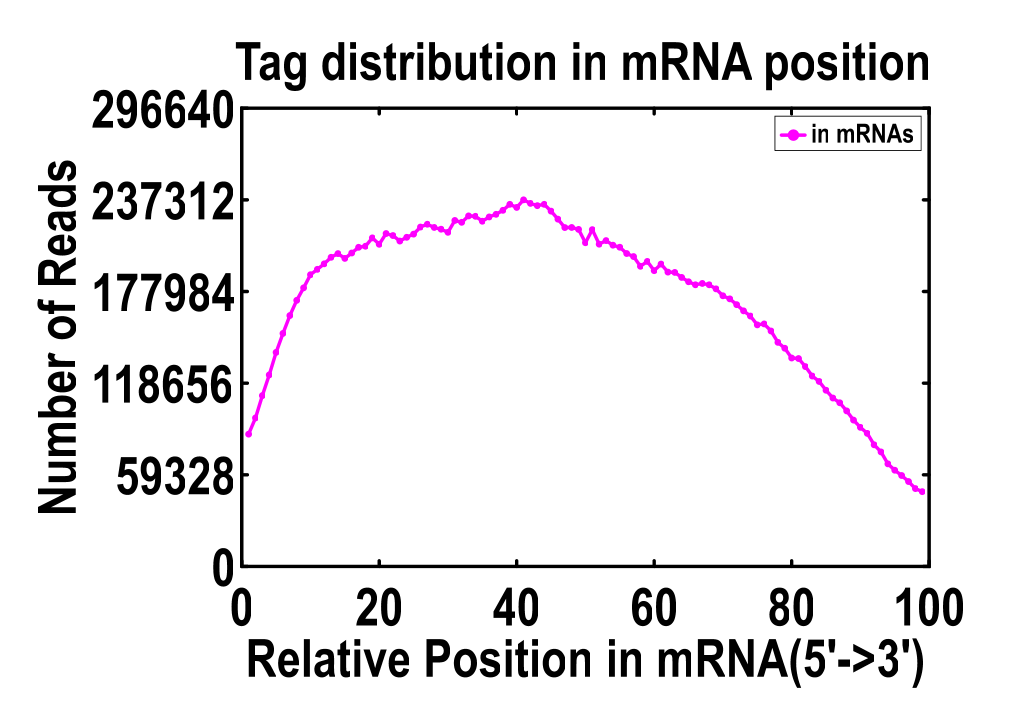

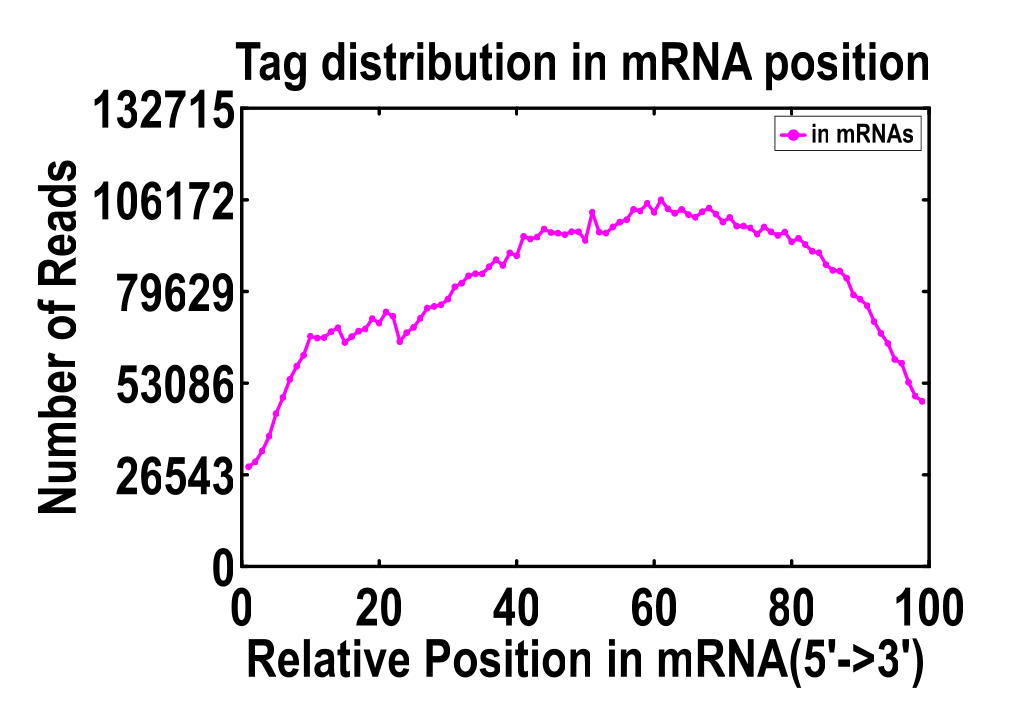

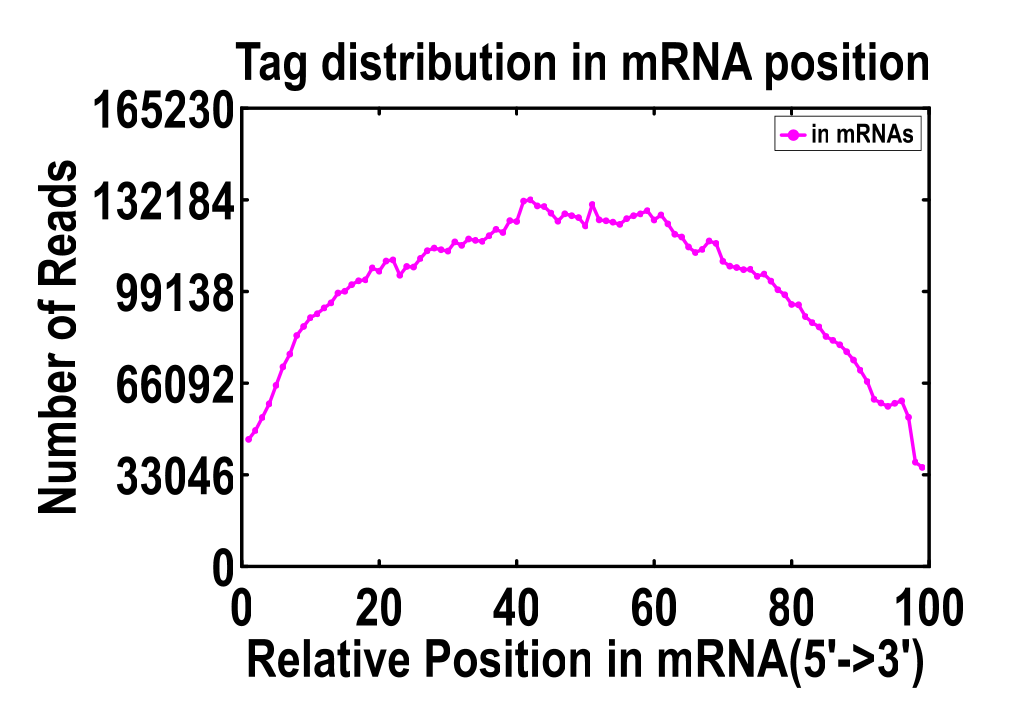

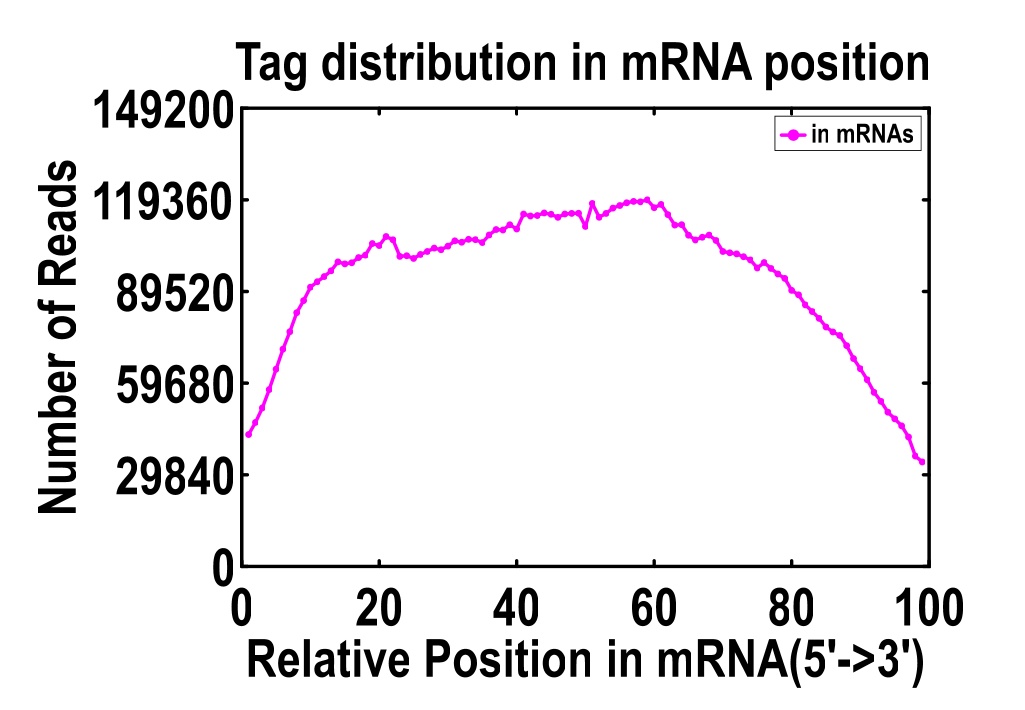

**A1**

**A2**

**A3**

**A4**

**A5**

**A6**

**A7**

**H1**

**H2**

**H3**

**H4**

**H5**

**H6**

**H7**

## Figure S1. mRNA coverage analysis per hundred bins in Ailsa Craig and HG6-61 at different developmental stages. The numbers from one to seven indicate 7, 14, 21, 28, 35, 42 and 49 days after flowering (DAF), respectively, for Ailsa Craig (A) or HG6-61 (H).

# Supplementary material for: Transcriptome Profiling of Tomato Fruit Development Reveals Transcription Factors Associated with Ascorbic Acid, Carotenoid and Flavonoid Biosynthesis
**Source:** PLoS One. 2015 Jul 2;10(7):e0130885. doi: 10.1371/journal.pone.0130885
**Supplement:** S2 Fig — The numbers from one to seven indicate 7, 14, 21, 28, 35, 42 and 49 DAF, respectively, for Ailsa Craig (A) or HG6-61 (H).

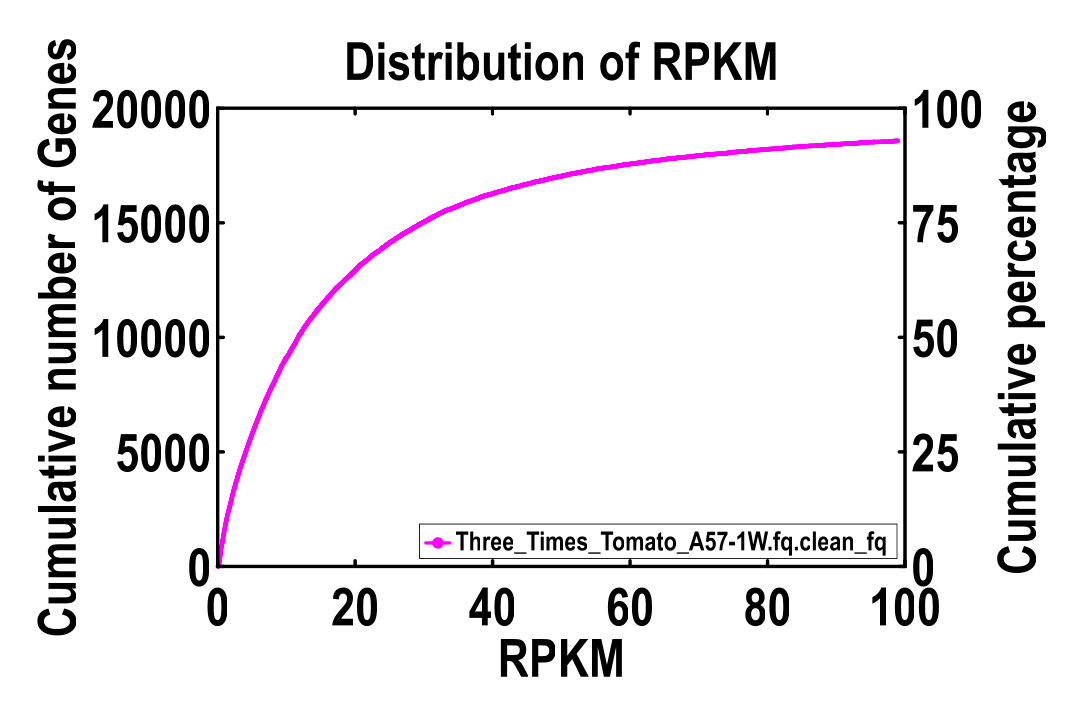

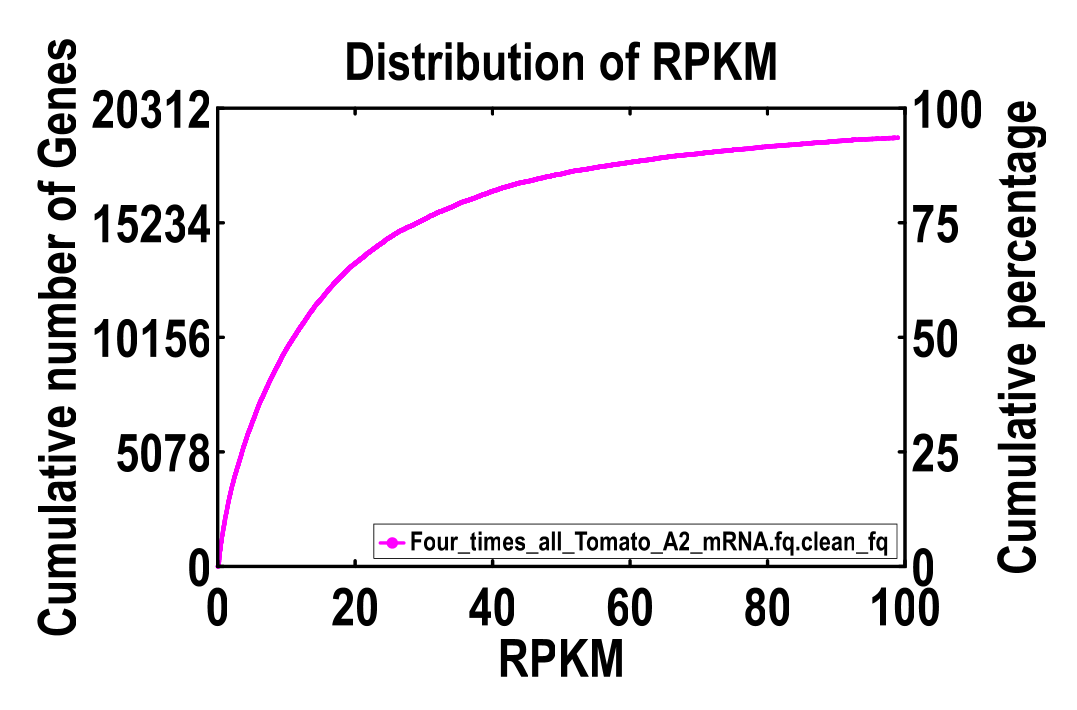

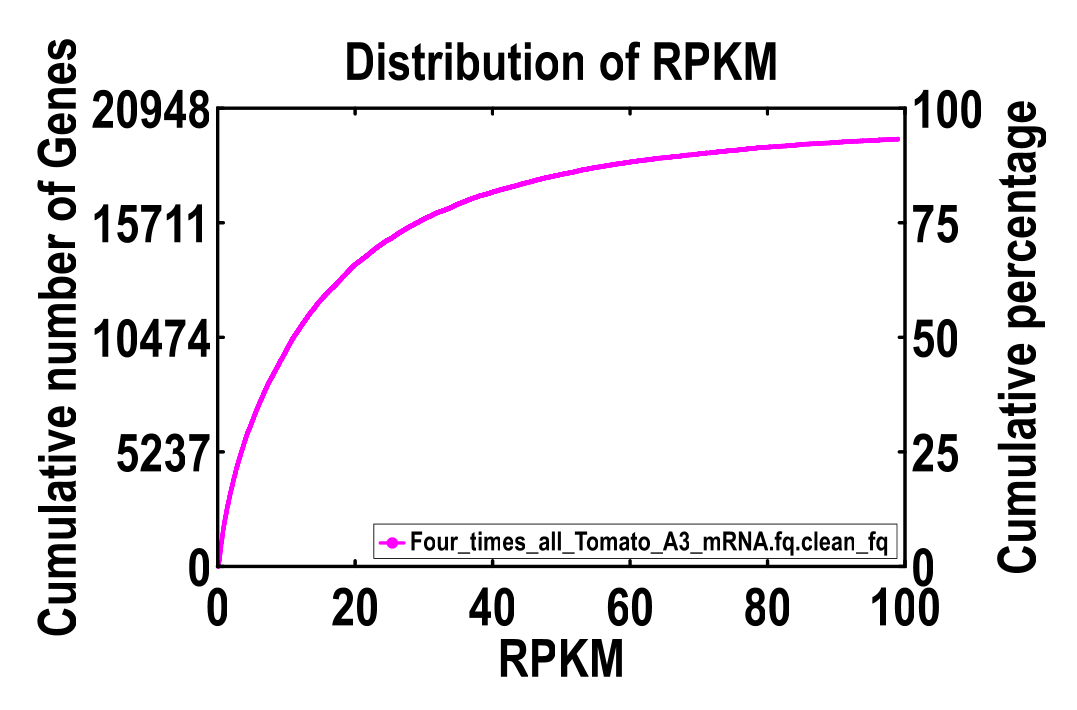

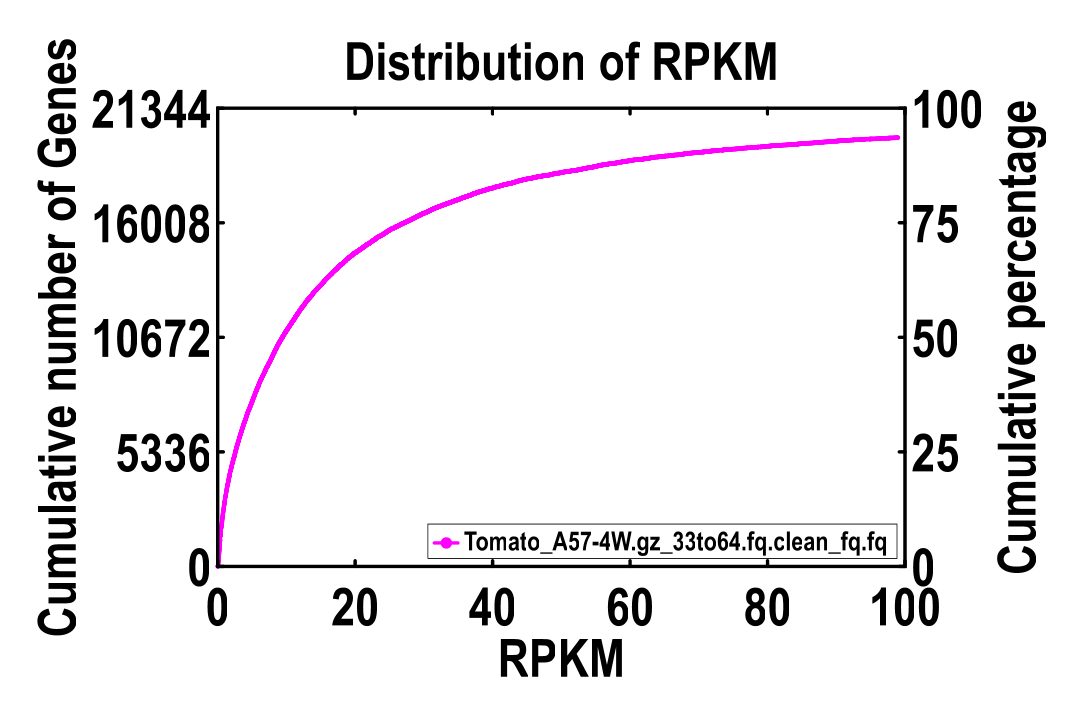

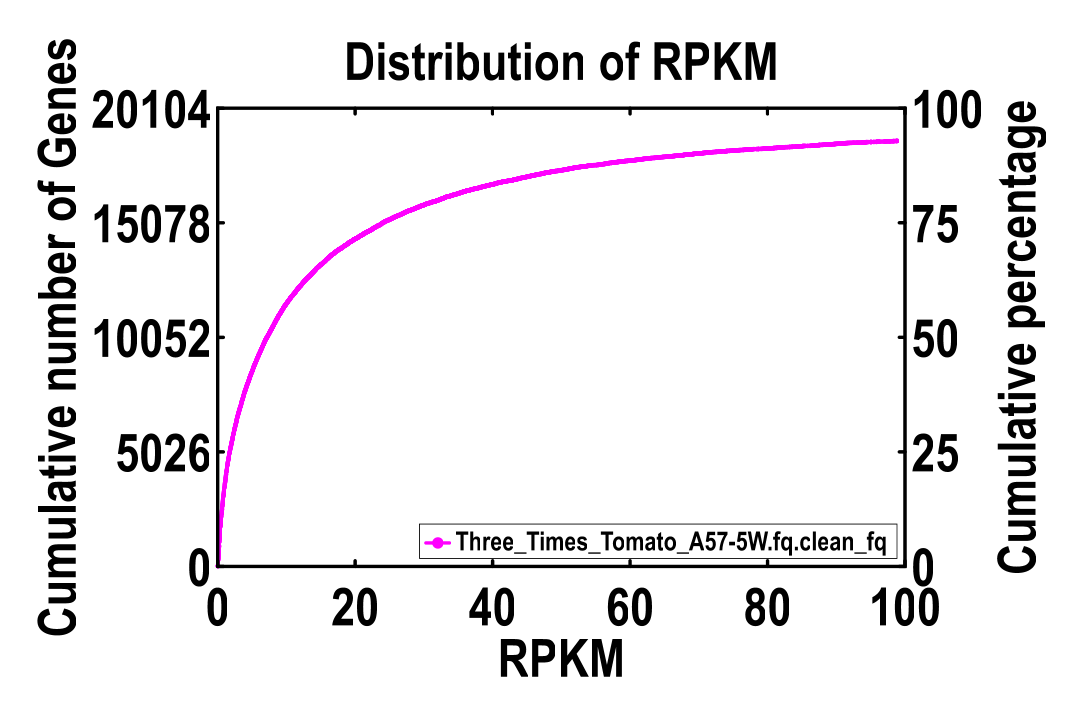

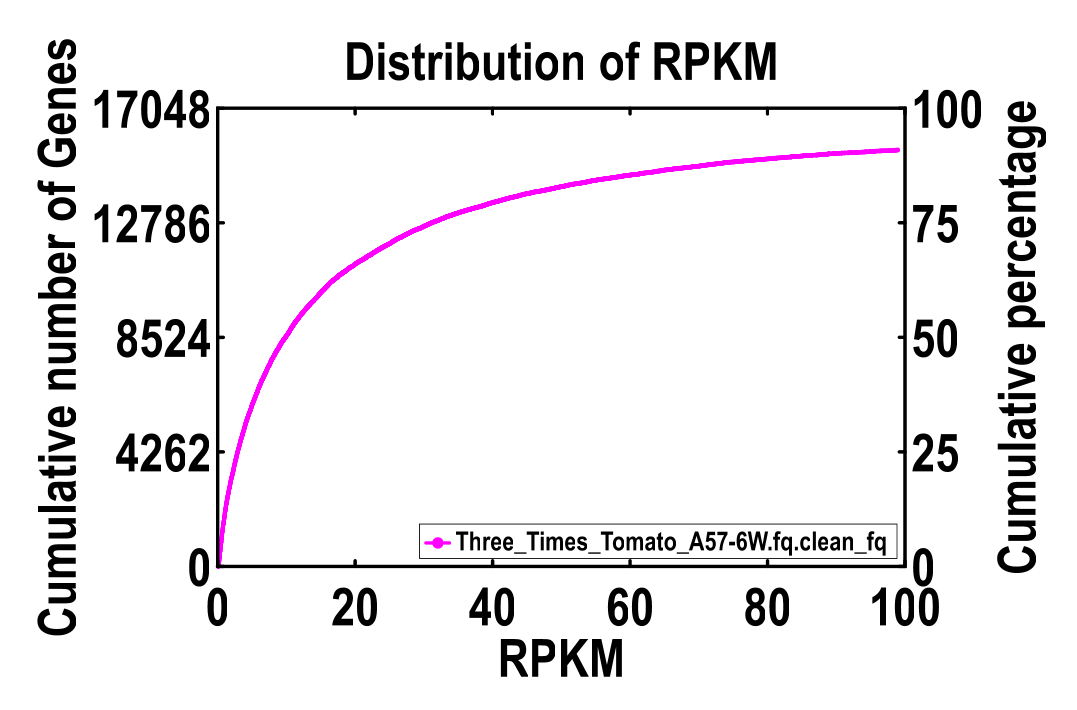

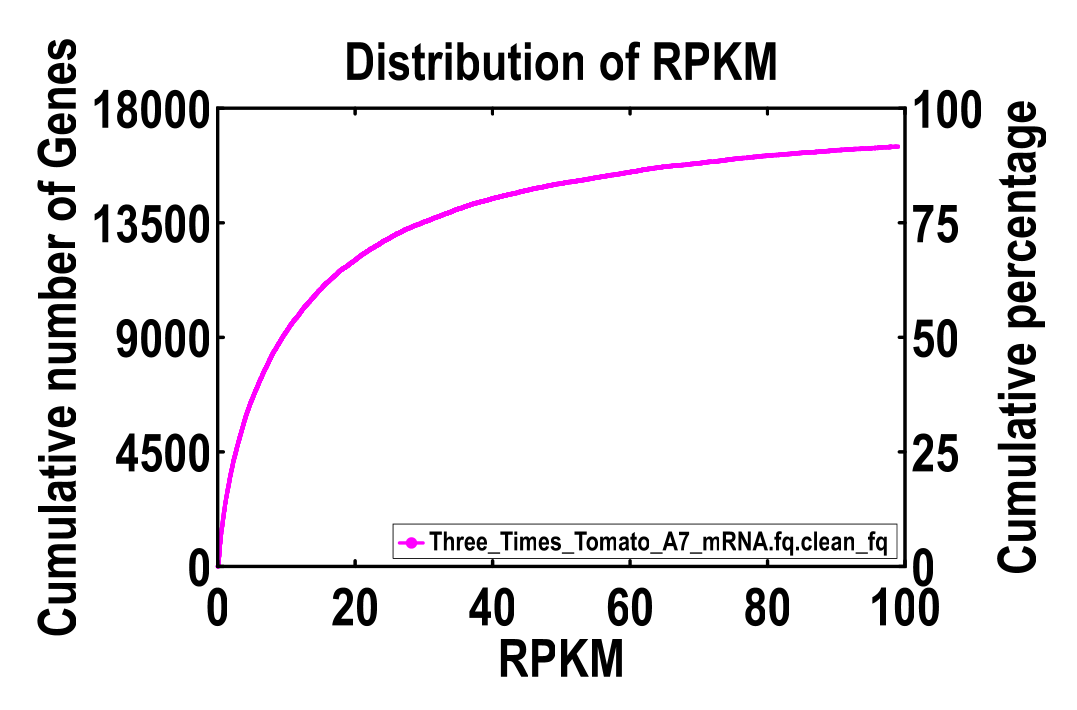

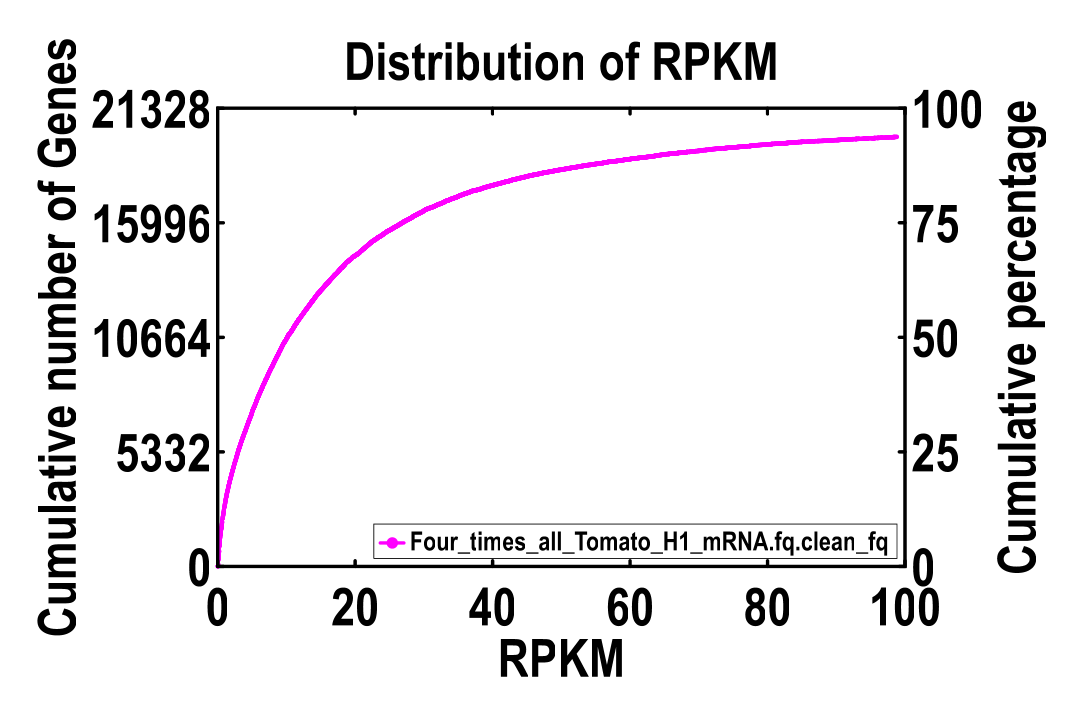

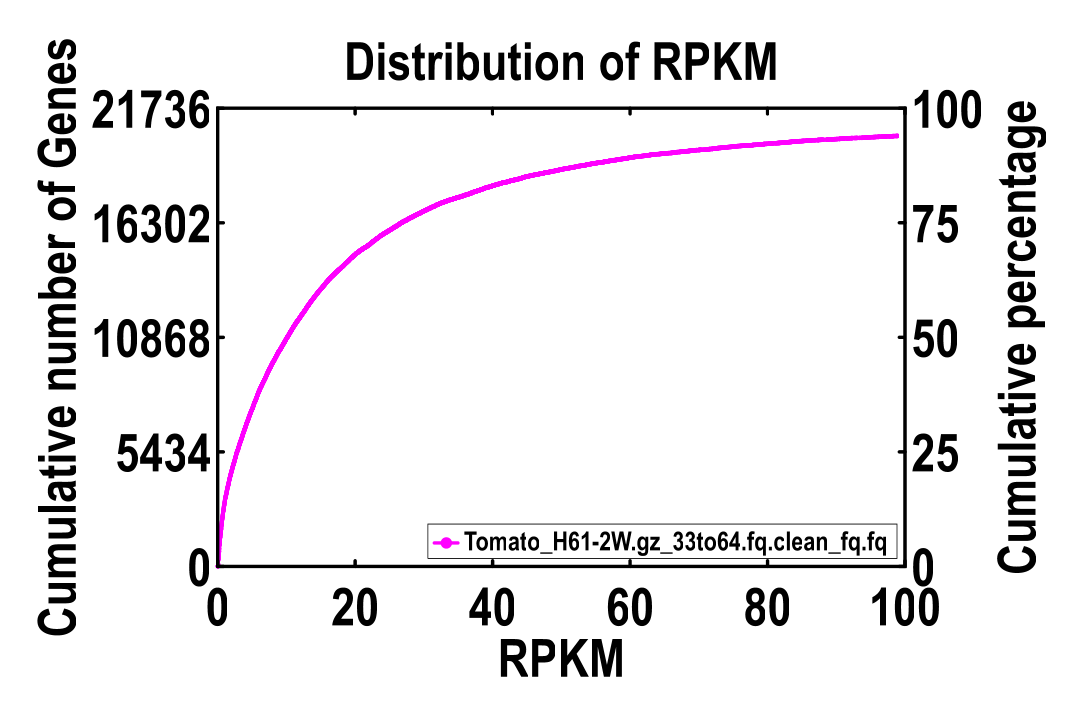

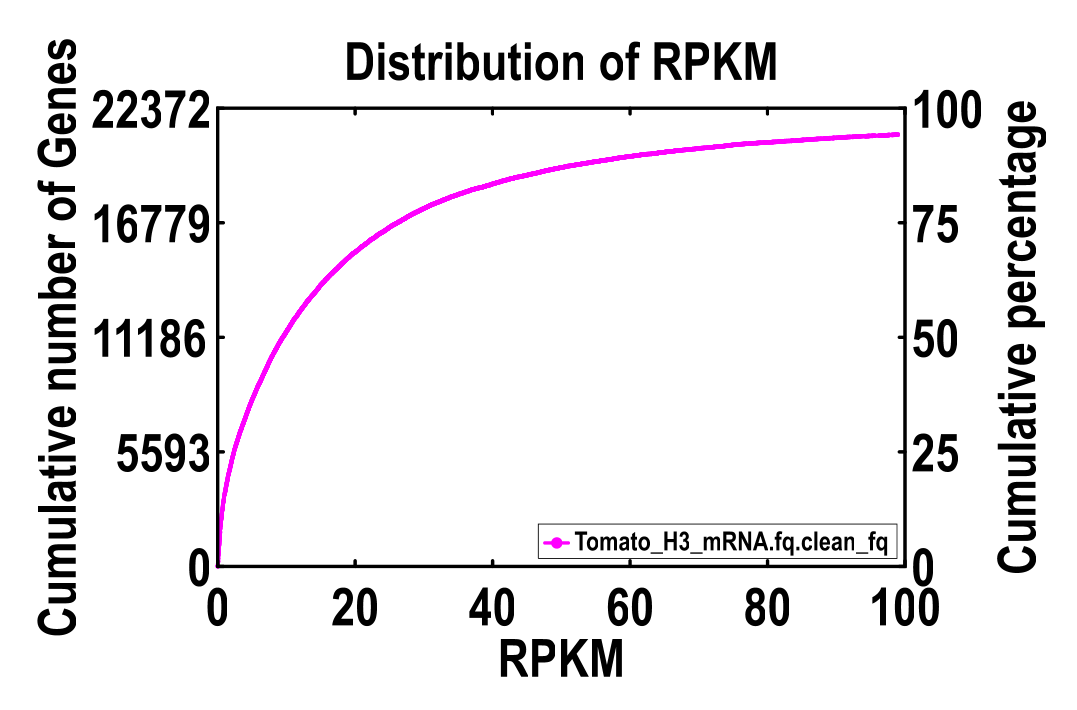

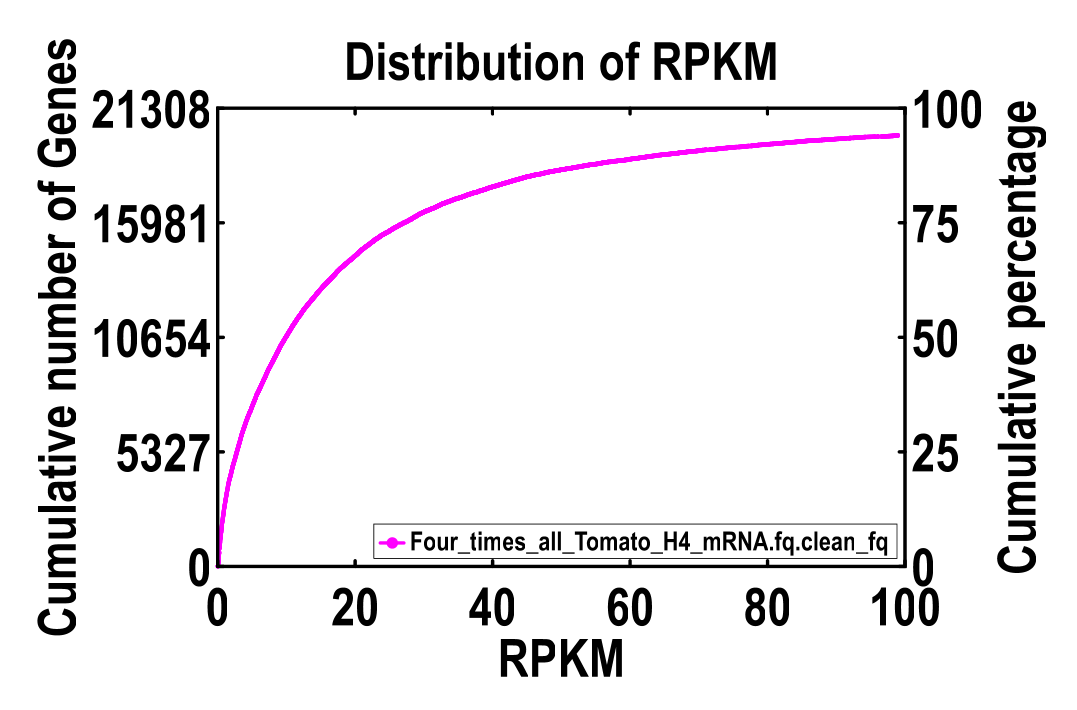

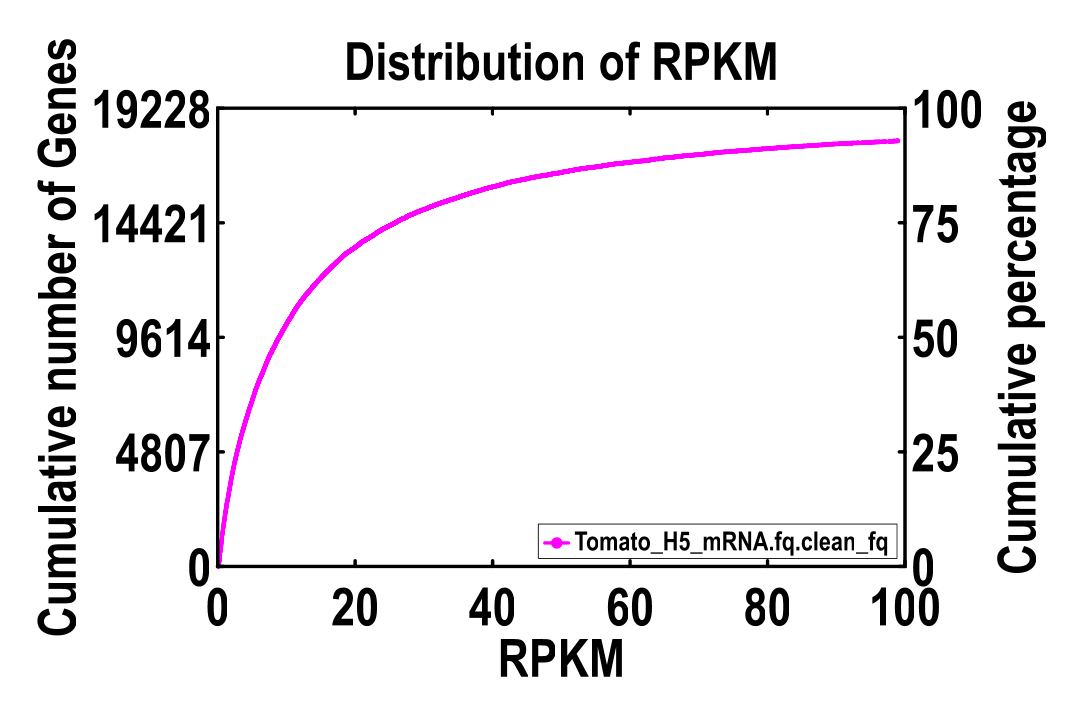

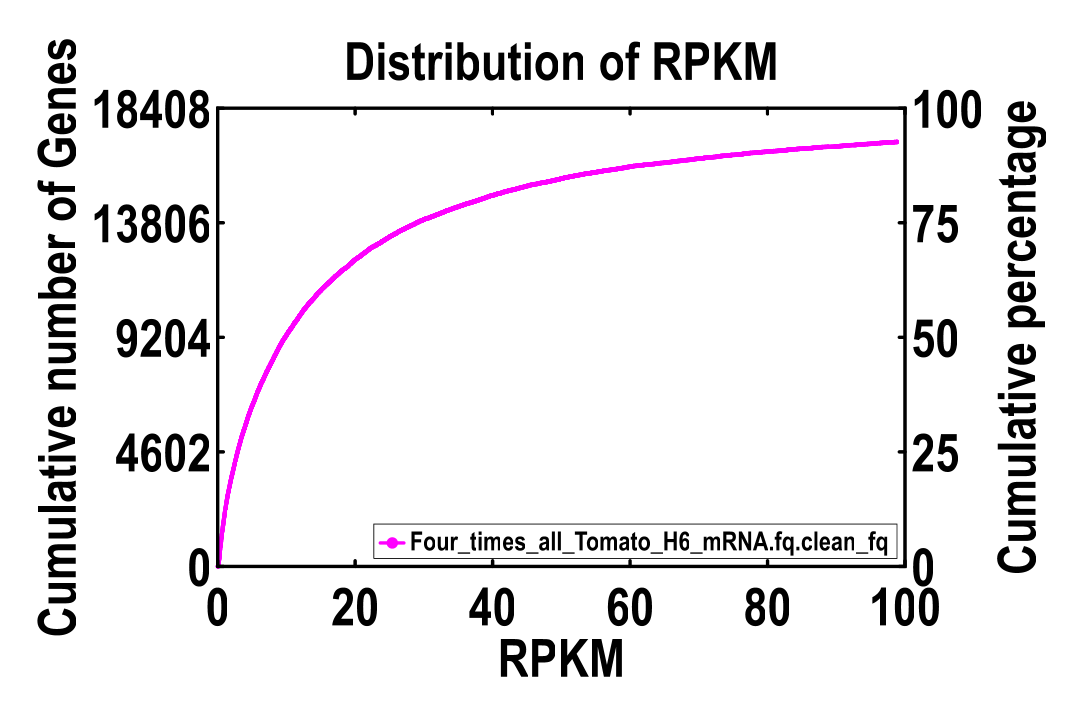

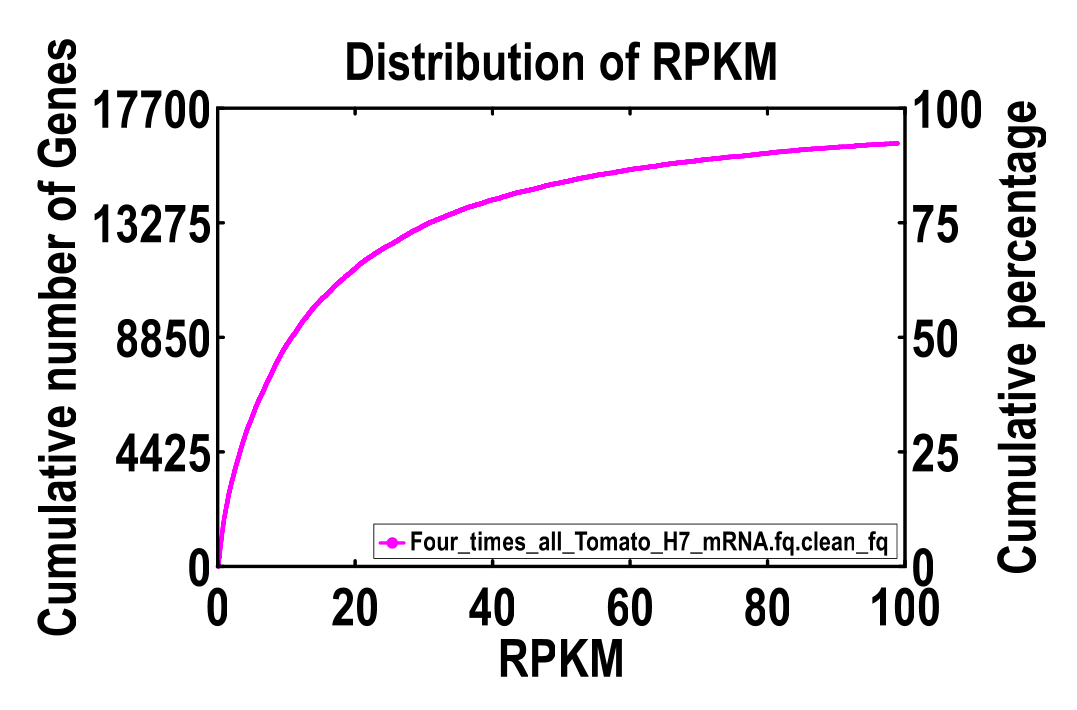

**A1**

**A2**

**A3**

**A4**

**A5**

**A6**

**A7**

**H1**

**H2**

**H3**

**H4**

**H5**

**H6**

**H7**

## Figure S2. mRNA expression profile reflected by RPKM in Ailsa Craig and HG6-61 at different developmental stages. The numbers from one to seven indicate 7, 14, 21, 28, 35, 42 and 49 DAF, respectively, for Ailsa Craig (A) or HG6-61 (H).

# Supplementary material for: Transcriptome Profiling of Tomato Fruit Development Reveals Transcription Factors Associated with Ascorbic Acid, Carotenoid and Flavonoid Biosynthesis
**Source:** PLoS One. 2015 Jul 2;10(7):e0130885. doi: 10.1371/journal.pone.0130885
**Supplement:** S3 Fig — The log2 values of reads per kilo base of a gene per million reads (RPKM) for each gene were used for the k-mean clustering analysis of seven developmental stages (7, 14, 21, 28, 35, 42 and 49 DAF). A total of 26,684 genes were grouped into 20 regulatory patterns, designated groups 1–20.

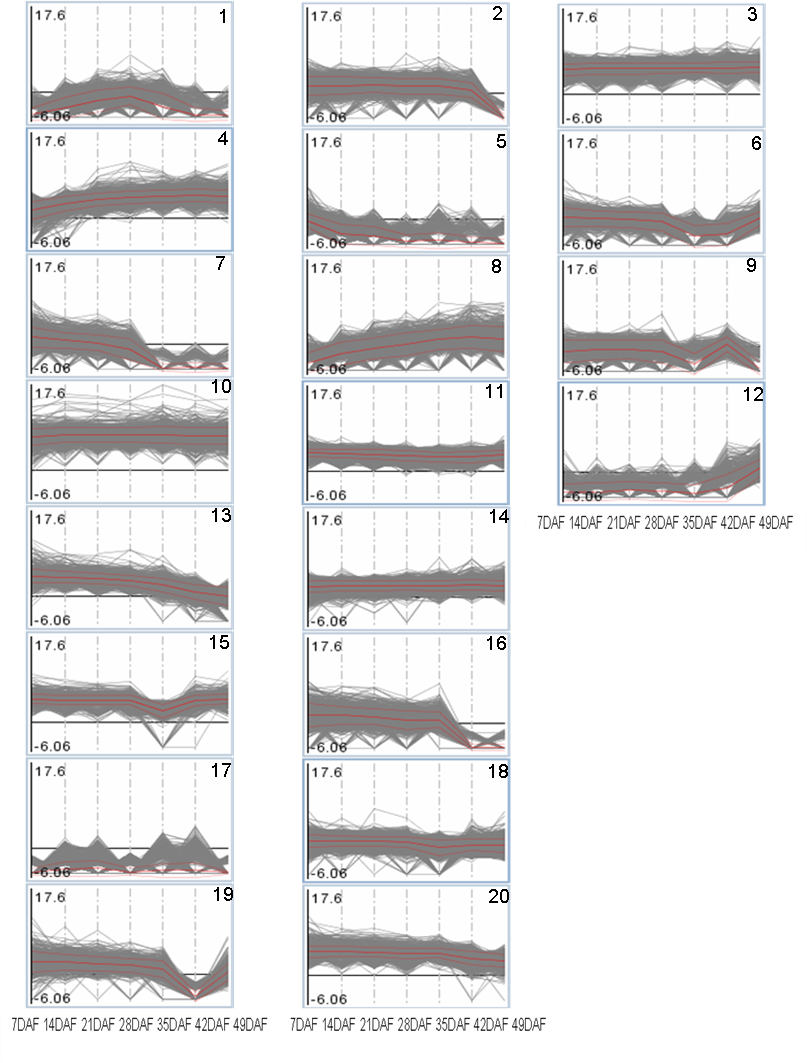

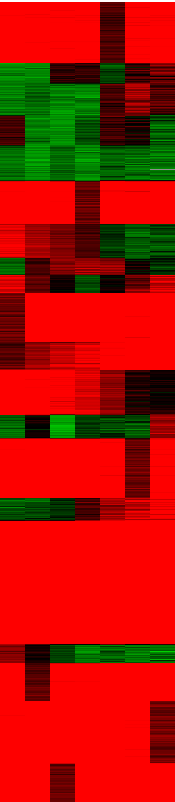

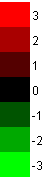

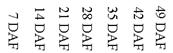

## Figure S3. Transcriptome dynamics in HG6-61 during fruit development and ripening. The log2 values of reads per kilo base of a gene per million reads (RPKM) for each gene were used for the k-mean clustering analysis of seven developmental stages (7, 14, 21, 28, 35, 42 and 49 DAF). A total of 26,684 genes were grouped into 20 regulatory patterns, designated groups 1-20.

# Supplementary material for: Transcriptome Profiling of Tomato Fruit Development Reveals Transcription Factors Associated with Ascorbic Acid, Carotenoid and Flavonoid Biosynthesis
**Source:** PLoS One. 2015 Jul 2;10(7):e0130885. doi: 10.1371/journal.pone.0130885
**Supplement:** S4 Fig — The numbers from one to seven indicate 7, 14, 21, 28, 35, 42 and 49 DAF, respectively, for Ailsa Craig (A) or HG6-61 (H).

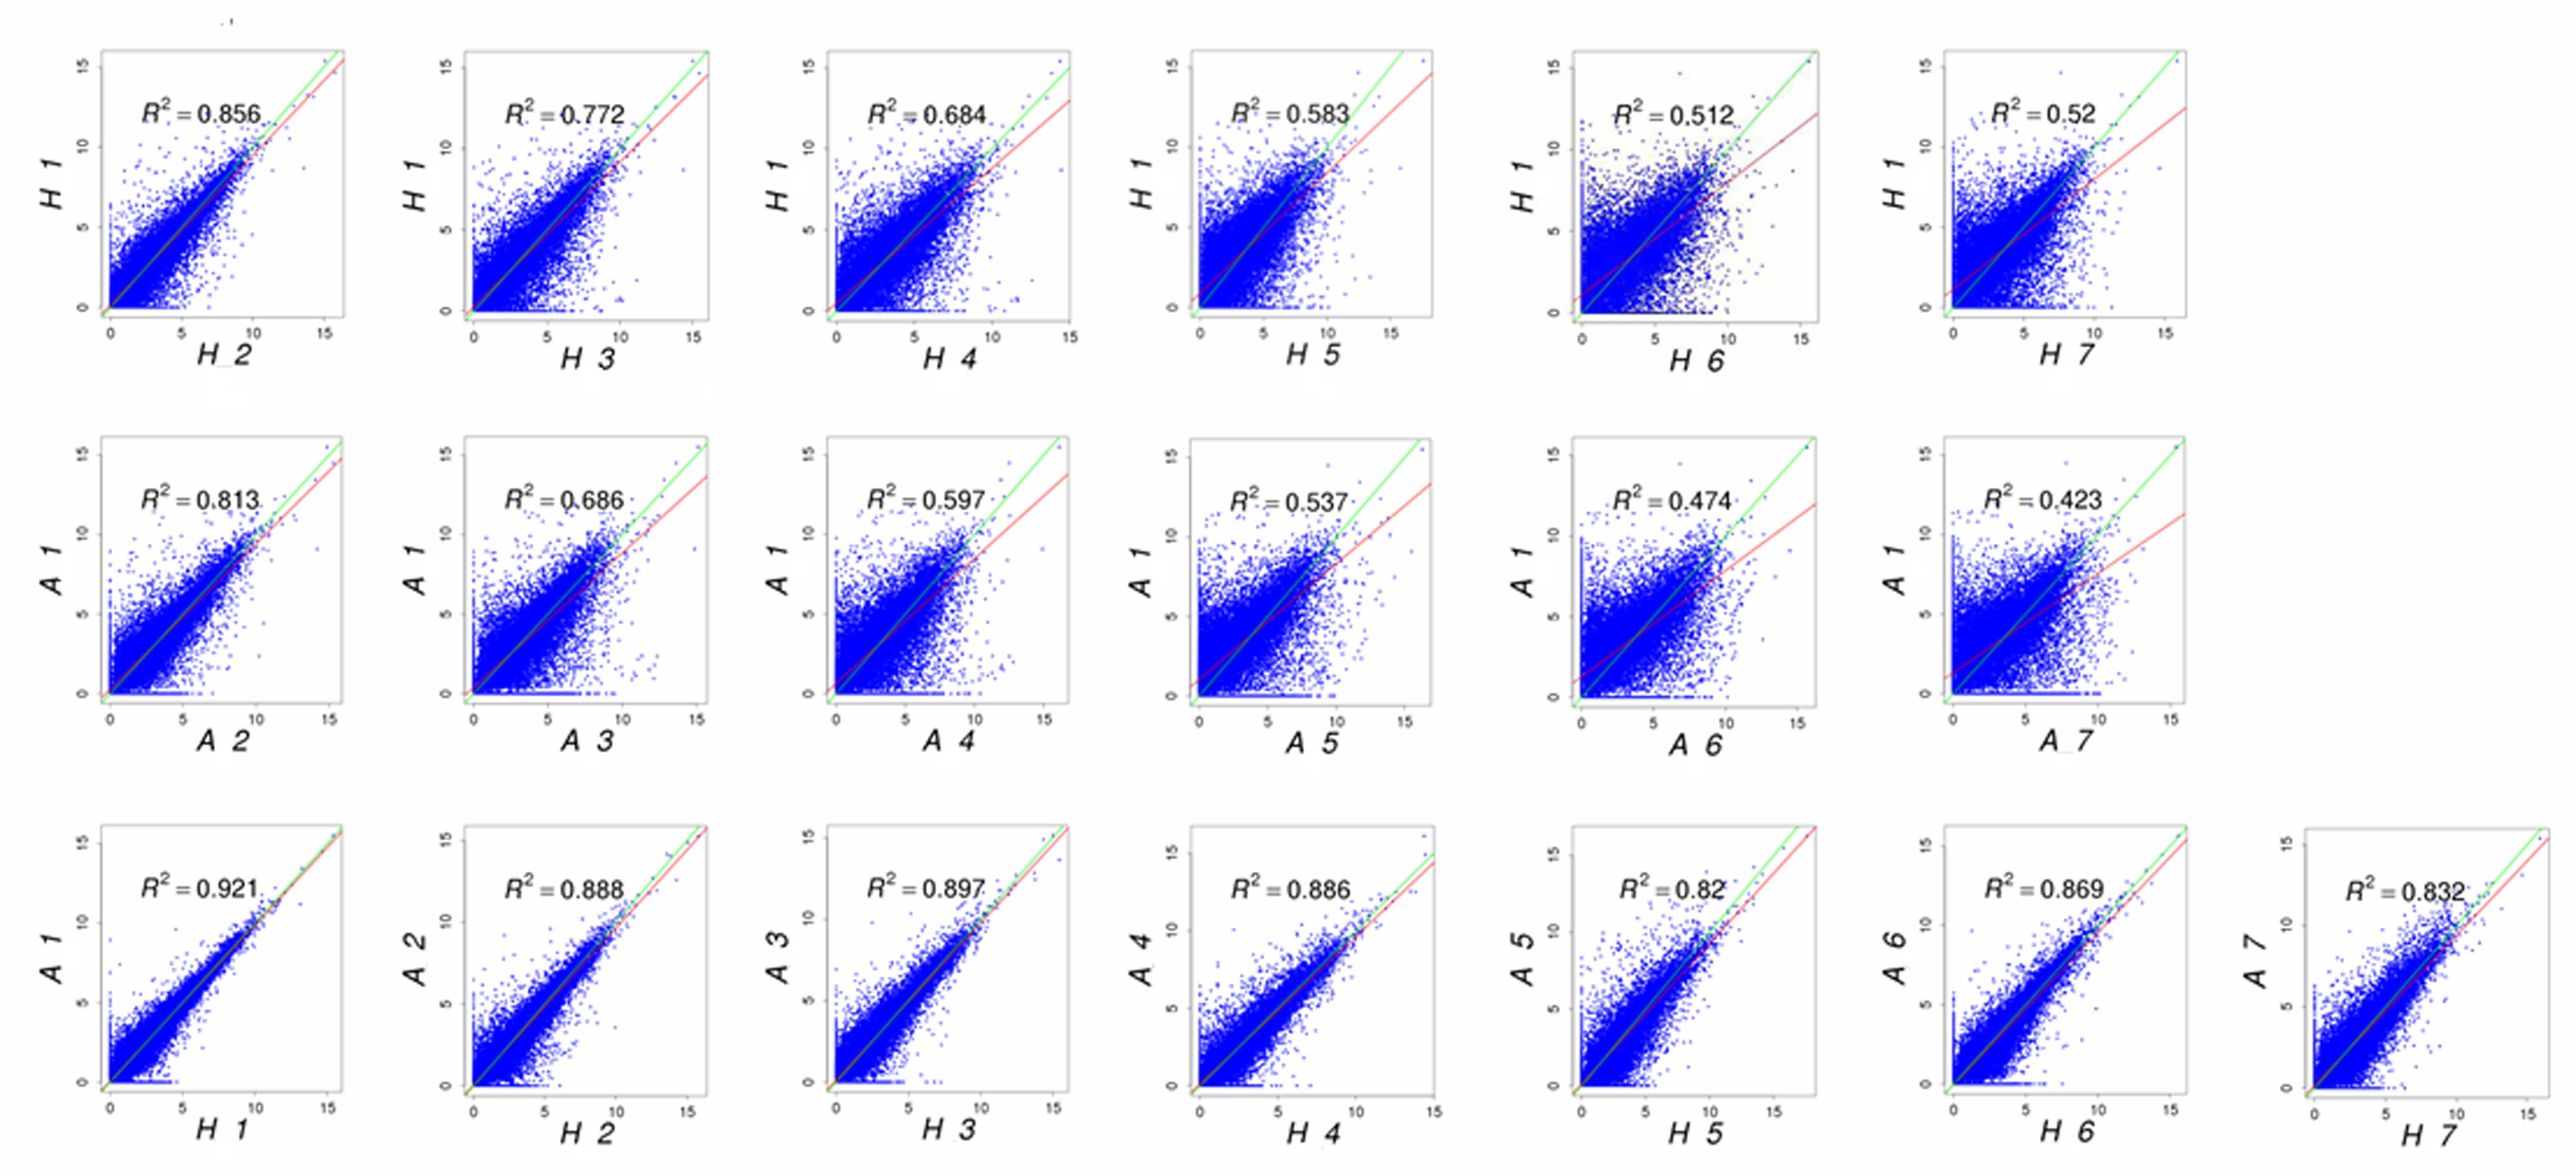

## Figure S4. Correlation of gene expression between Ailsa Craig and HG6-61 during fruit development. The numbers from one to seven indicate 7, 14, 21, 28, 35, 42 and 49 DAF, respectively, for Ailsa Craig (A) or HG6-61 (H).

# Supplementary material for: Transcriptome Profiling of Tomato Fruit Development Reveals Transcription Factors Associated with Ascorbic Acid, Carotenoid and Flavonoid Biosynthesis
**Source:** PLoS One. 2015 Jul 2;10(7):e0130885. doi: 10.1371/journal.pone.0130885
**Supplement:** S5 Fig — Differentially expressed genes with RPKM fold changes of ≥2.0 or ≤0.5.

## Figure S5. Total number of differentially expressed genes during fruit development in Ailsa Craig and HG6-61. Differentially expressed genes with RPKM fold changes of ≥2.0 or ≤0.5.

# Supplementary material for: Transcriptome Profiling of Tomato Fruit Development Reveals Transcription Factors Associated with Ascorbic Acid, Carotenoid and Flavonoid Biosynthesis
**Source:** PLoS One. 2015 Jul 2;10(7):e0130885. doi: 10.1371/journal.pone.0130885
**Supplement:** S6 Fig — Transcript levels of MYB (Solyc09g010840.1), NAC (Solyc12g013620.1) and ZIF (Solyc06g065440.1), the expression of which correlate with the expression levels of structural genes involved in the ascorbic acid biosynthesis pathway. AC means agroinfiltrated with empty vector. For each transcription factor two independent lines were selected. Results represent mean values (±SE) from three independent experiments.

## Figure S6. Expression of three selected transcription factors in agroinfiltrated fruits. Transcript levels of MYB (*Solyc09g010840.1*), NAC (*Solyc12g013620.1*) and ZIF (*Solyc06g065440.1*), the expression of which correlate with the expression levels of structural genes involved in the ascorbic acid biosynthesis pathway. AC means agroinfiltrated with empty vector. For each transcription factor two independent lines were selected. Results represent mean values (±SE) from three independent experiments.

# Supplementary material for: Transcriptome Profiling of Tomato Fruit Development Reveals Transcription Factors Associated with Ascorbic Acid, Carotenoid and Flavonoid Biosynthesis
**Source:** PLoS One. 2015 Jul 2;10(7):e0130885. doi: 10.1371/journal.pone.0130885
**Supplement:** S1 Table

## Table S1. PCR primers used in this study.

| **Gene name** | **Gene accession** | **Forward** | **Reverse** | **Usage** |
| --- | --- | --- | --- | --- |
|  | Solyc05g006650 | AGTCTCCGCCGTTTAATTTATCTG | ATTATTCCGAACATCATCACTCACA | qRT-PCR confirmation of RNA-seq |
|  | Solyc01g079620 | AGGCCAAGGGAAGCCTTAGTT | TTATCTTCATCATCAATCACCACGT |
|  | Solyc01g087030 | TTCGTCAGCTCCAGCTCAACA | CCAAATACTCGGAAGAAATGCC |
|  | Solyc06g071310 | GGCAACTTCAGCCAAATGGA | AATGTTCACGGCTAGGCTCGT |
|  | Solyc04g078420 | AAGCCAACCCAGTCCCCTAA | ATGACCCATGAAAGCCGATG |
|  | Solyc02g084630 | AGGGGAAGACATGAGCGGACT | TCGTTCACGAATCTCAGCAACA |
|  | Solyc04g049670 | CTCAGAGTTCGTGGTCTAAAAGGG | AGTGCTTCTGGTCTTGAATGGATAA |
|  | Solyc01g096050 | CCATTTGTGAACGCACGGAA | GGGGTTGGAGGAGCATAGAGC |
|  | Solyc12g013620 | CTCCAGGCGTTCAGGGTCA | GGCGTAAACATCGTTGAGAAAAT |
|  | Solyc09g010840 | AGGGGAAGACATGAGCGGACT | TCGTTCACGAATCTCAGCAACA |
|  | Solyc05g007180 | TCTGGTAGTAGAGGGATCATGGATT | GATCTCCTCATTAACATGGATGGTA |
|  | Solyc12g007230 | TACTTTCGCTGCAAACATTCAA | TCCTGGCGTCGATCTTCAA |
|  | Solyc10g078700 | GCTGCTAGTGAGCTTGTTTTGC | ATCCCCAGGACCGATTTGA |
|  | Solyc02g037530 | AGGGGAAATTGTAGCTTGGATT | GTGGTCGGAAGGAGATGCC |
|  | Solyc06g073980 | CGCCGCCTCTGTCAGTTATC | GAGGTAGAAGCATTGGGTAGGG |
|  | Solyc12g013620 | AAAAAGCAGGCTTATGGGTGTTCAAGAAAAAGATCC | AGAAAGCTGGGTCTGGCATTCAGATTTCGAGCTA | amplification of full-length cDNA. |
|  | Solyc06g065440 | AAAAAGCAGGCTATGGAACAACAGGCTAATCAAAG | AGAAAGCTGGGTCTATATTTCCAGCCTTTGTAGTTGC |
|  | Solyc09g010840 | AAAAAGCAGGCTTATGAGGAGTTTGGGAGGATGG | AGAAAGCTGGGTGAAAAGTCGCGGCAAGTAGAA |
|  | Solyc06g060100 | CTATGAAACGCTGGAAAGTGCC | ATTCCTGACCAATGCGGCC | qRT-PCR after agroinfiltration |
|  | Solyc08g008670 | TCAGTACGCAAAGTGCCACCG | TGCAGCCATTTCTGTTTTATCTTTC |
|  | Solyc06g051270 | TCCTAAAACCAGAAATAGTGATGTGAA | GCTATTCTTCAGCTTATTGCCTTACA |
|  | Solyc10g079470 | CCTTCTCCACCACCACTACCG | CCGAGAATGGAAAGGAATAATACG |
|  | Solyc08g016170 | CGTGTTTTCTGACTTCAAGCCATG | AACAAAAACAACCAAAATTCGCAA |
|  | Solyc02g070790 | GGCCACAACTCTGTCGTTGC | CCACACGGAGATGAAACAGACA |
|  | Solyc09g097970 | ATACAAAACAATATCCACTTGCTCAAT | TTGATTCTTCCCACTTTTGTTCC |
|  | Solyc11g062440 | CTATTGCACCCCTTTGGAATGATTA | TTGTGTAACCATCGATTTTATTCTGA |
|  | Solyc04g074640 | ATGGTCTCTTTTGCTTCAACACTTC | AAATCATACCAGGTTGAGGAGGG |
|  | Solyc02g087610 | TTCAACGCAACACTTACGCCG | GGGAGTCTGAACCTGGGCAAA |
|  | Solyc08g081530 | TTTGGTGACAATGTTGGGGAG | CCACTTTCAAGAAGAACCCCC |
|  | Solyc05g054760 | TGAAGTTTGTGTCAAGGCTGCTGT | AGTCACTTTCTTTTCCTCCAATGTC |
|  | Solyc01g097340 | AATCCGACTTCCGTGAGCC | CTGAGTTGCGACCACGGAC |
|  | Solyc09g082990 | CCATCACATTCCAGGACCAGA | CGTAATCCTCAACCCATCCTT |
|  | Solyc01g106450 | CTTCTTACTGAGGCTGGTGGTC | AACCTCTTTAACAGACTTCATCCC |
|  | Solyc06g005160 | TGGAGCCCATTAGGGAGCA | GCCAGGGTGAAAGGGAACAT |
|  | Solyc06g005150 | TGGGAGGGTGGTGACATATTTT | TTGAAGTGCATAACTTCCCATCTTT |
|  | Solyc09g007270 | TTCAACAGCAACTACTCCAGCC | GGAACAGTTCCCAATCCTATCC |
|  | Solyc02g083620 | AGTAGATGCAGAGTATCTGAAGGA | CATAGGTTCCTGCATCATGCCACC |
|  | Solyc11g018550 | CATGCCAAACTGAGCAACCTT | CCTCCCAAGCCTTCGTATTCT |

How the deposited data were processed for this re-analysis (not part of the article)

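RNA-seq was carried out by the authors on fruit pericarp of the tomato cultivars AC and HG6-61 at 7 stages between 7 and 49 days after flowering (DAF), with 1 library per cultivar and stage. The authors filtered the reads for adaptors, low quality and short length, mapped them to the SL2.40 genome with TopHat 2.0.4 allowing up to 2 mismatches, and removed reads that mapped to several places. The counts deposited by the authors are the numbers of the remaining reads on each gene, and list 26397 genes, each with at least 1 read in 1 library or more. The RPKM values deposited by the authors are these reads per kilobase of gene and per library size, and list 26684 genes, of which 292 have no counts and an RPKM of at most 6.27. Within each library, between 166 and 236 genes have an RPKM above 0 with a count of 0. For genes with at least 100 reads, the RPKM values correspond to a median length of 1393.9 bases against a median listed gene length of 3683, and for 29 genes to a length under 100 bases.

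Counts per library ranged from 1854032 to 4277327 in AC (median 2553401) and from 1461817 to 6274456 in HG6-61 (median 3927801). A count of 0 was given the limit that 3 reads would set, and shares of counts a 95% Wilson interval. The reads have no molecular identifiers, so limits and intervals cover counting error only. With 1 library per cultivar and stage, comparisons within a cultivar carry no test across conditions.

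Detected genes were counted at 1 read and at more than 10 reads, and after random thinning of every library to the total of the smallest. R2 across genes was computed on log2(RPKM + 1). Genes changed within a cultivar were counted at an RPKM ratio of at least 2 or at most 0.5 among genes with at least 10 reads in 1 of the 2 libraries. Over both cultivars, edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood test) was run in R 4.3.3 with stage and cultivar in the model, and genes were called at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change beyond 2. Single genes were compared between 2 libraries with an exact binomial test of their reads. Gene lists were tested with camera (correlation 0.01) and fry in limma 3.58.1, adjusted over 3 lists and 2 stages. K-means with 20 groups and 10 starts was run on log2(RPKM + 0.015) with scikit-learn 1.9.0.

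Correlations of transcription factors with structural genes were computed across the 7 stages of each cultivar, on RPKM, for genes with an RPKM of at least 5 at 1 stage or more. Pearson's r and Spearman's rho have exact two-sided permutation p values over every order of the stages, adjusted within each pathway and cultivar. A pair was called at an absolute r of at least 0.8, and r was computed again without the 2 stages farthest from the median of the transcription factor. Transcription factors were counted at 15 or more ascorbic acid genes in AC, and at 5 or more carotenoid genes or 3 or more flavonoid genes in both cultivars; the paper states no minimum for flavonoids. All other genes with the same RPKM minimum served as the background. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used, and DESeq2 1.42.0 served as an alternative to edgeR.

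The methods were tested on simulated data. With a log2 change of 3, the edgeR model called 90.9% of 198 changed genes between cultivars with 0 false calls, and 52% of 200 changed genes between 49 and 7 DAF with 1 false call. The binomial test called 200 of 200 changed genes and 1 of 16347 unchanged genes. All 100 linked pairs of genes passed an absolute r of 0.8, as did 3.07% of 10000 unlinked pairs. The linked pairs were copies with little added noise, so their recovery was near certain. The unlinked pairs were independent random values without a shared developmental trend, so 3.07% is not the rate of false calls in these libraries.

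Genes are named if the paper's text names them in a statement on these libraries. Further genes are the 3 with the largest rise and the 3 with the largest fall among the called genes that moved the same way in every pair of libraries, with a mean of at least 10 reads, for 49 against 7 DAF and for HG6-61 against AC. This rule, the tests and their thresholds and most alternatives were chosen before the data were examined. The lists by Arabidopsis symbol, stage-to-stage changes, all 22 carotenoid genes and the requirement of HG6-61 correlations for ascorbic acid were chosen after seeing the data, as were every listed line of S3 Table and no RPKM minimum where single transcription factors are concerned. The other alternatives were pseudocounts, read minimums, thinning, TMM rescaling, other filters, blocks and thresholds, Spearman's rho, and leaving out stages.

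Gene lists by product name, including one for abscisic acid, were not analysed here because the reference used gives no identifiers of these genes, and the functional categories of the paper were not used. Metabolite, qRT-PCR and agroinfiltration measurements were not analysed here. The authors' filters on the reads are already in the counts and were not repeated. For 10 genes the Arabidopsis symbol in the tables reads as a date, and the paper's name or the identifier is used for them.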

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

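The edgeR test between the cultivars, and the swaps of cultivar labels behind the genes it called, were chosen before the data were examined. All other tests in this part were chosen only after the results were seen. With 16 groups of 7 libraries tested for a library far from the others, 4 exceeded the limit of Dixon's gap ratio, which about 1 in 20 groups exceeds by chance. Of the 4, 3 concern HG6-61 at 35 DAF, whose 1461817 counts are the fewest of any library.

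In AC at 35 DAF, the 10 genes with the most reads took 13.3% of the counts (95% Wilson interval 13.27% to 13.33%), far above the other AC libraries, the next of which was at 7.96%. The gap to the nearest library is 0.700 of the whole range. HG6-61 was also highest at 35 DAF, where its own 10 genes with the most reads took 12.8%, against 9.50% in the next HG6-61 library, a gap of 0.530 that stayed under the limit. A single gene with many reads is argued against as the whole cause in AC: without the gene with the most reads, Solyc04g071610.2 with 3.50% of the counts, the genes ranked 2 to 10 took 9.80%, against at most 5.69% for the same ranks in each other AC library. Ripening genes with many reads and other differences at 35 DAF cannot be told apart. The 10 AC genes took 8.82% in HG6-61 at 42 DAF, against at most 8.34% at its other stages, and without Solyc04g071610.2 7.08% against at most 3.73%. These values go with ripening genes, but the 10 genes were chosen for their reads in AC at 35 DAF, and HG6-61 had its own highest share on that day too.

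The HG6-61 library of 35 DAF had 88.2% of its uniquely mapped reads counted on genes, against at least 93.7% in the other HG6-61 libraries, a gap of 0.693 of the range. Genomic DNA in the library would give reads on genes that are silent at both neighbouring stages more often than elsewhere. At equal depth, 16.1% of such genes had reads at 35 DAF in HG6-61, the highest of the 5 HG6-61 stages compared, the others of which were at 12.1% to 15.6%, and within the 10.0% to 20.0% of AC. In the paper's Table 1, the intron share of this library lies within the range of the other HG6-61 libraries, while its intergenic share is the highest of all 14. These shares point both ways for genomic DNA. Its 3'UTR share is also the highest of all, and AC at 35 DAF has the highest 3'UTR share in AC. Genomic DNA, unannotated transcripts and the annotation used cannot be told apart by these values from 1 library, and no biological explanation was tested.

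Solyc05g053070.2 took 0.247% of the counts in HG6-61 at 35 DAF (95% Wilson interval 0.239% to 0.255%), against at most 0.0699% in the other HG6-61 libraries, and its RPKM of 197729 compares with at most 60131 there. The gaps to the nearest library are 0.796 and 0.780 of the range. In every library the gene ranked highest or second highest by RPKM. The short length behind its RPKM, 11.0 bases, is a candidate explanation for these ranks, since with the listed length its best rank was 19. The share of 0.247% argues against the length as the cause of the high value at 35 DAF in HG6-61, since no length enters a share of counts. For the 35 DAF value, reads from paralogs and a true rise stay open, and neither was tested.

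Of the genes that the paper names, some changed at least 2-fold in opposite directions in AC and HG6-61: 3 of 85 between 14 and 21 DAF, 8 of 79 between 28 and 35 DAF, 11 of 69 between 35 and 42 DAF and 2 of 56 between 42 and 49 DAF. With the genes picked by the rule for the largest changes, there were 13 of 73 between 35 and 42 DAF. With 1 library per cultivar and stage, the differences between the cultivars were not tested. Between 35 and 42 DAF the 11 genes include PSY1, the expansin gene Solyc06g051800.2, the mannanase gene Solyc01g008710.2 and MYB12. Among all genes that changed 2-fold in both cultivars, the percent with opposite directions in the 6 intervals from 7 to 49 DAF was 3.21, 7.34, 9.05, 6.43, 14.6 and 13.0. Of all genes compared, changed or not, 92 of 16029 had opposite directions between 14 and 21 DAF and 227 of 15754 between 28 and 35 DAF. The numbers were 408 of 13554 between 35 and 42 DAF and 269 of 12889 between 42 and 49 DAF. Later ripening in HG6-61 is a candidate explanation: of the 362 genes with at least 50 reads that rose 4-fold between 28 and 35 DAF in AC, 58.3% rose 2-fold in HG6-61 between 35 and 42 DAF, against at most 29.0% in the interval after the other AC rises. But 51.1% of them rose 2-fold in HG6-61 in the same interval as in AC, between 28 and 35 DAF. That share was 37.5% to 89.1% for the other AC rises. The genes that fell 4-fold in AC between 28 and 35 DAF do not stand out: 52.3% fell 2-fold in HG6-61 in the next interval, against 27.3% to 73.6% after the other AC falls, so later ripening stays a hypothesis for the rises. Exchanged labels of the 35 and 42 DAF libraries of HG6-61 are argued against by R2, which was 0.712 between HG6-61 at 35 DAF and AC at 42 DAF and 0.869 between HG6-61 at 42 DAF and AC at 42 DAF. Other differences between the fruits sampled stay open.

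Between the cultivars, 43 genes passed the limits of the edgeR test over the 7 stages, a comparison of the cultivars across all genes. Of the 64 ways to swap the cultivar labels within stages, 1 gave as many genes, the real one, and the largest number in another was 3. A cultivar difference is thus open as a biological hypothesis for these genes, and its form was not tested beyond their position. At an adjusted p under 0.05, 103 of the 205 genes called had another within 20 tested genes, against a mean of 74.4 for random genes (permutation p = 0.000400), while as many genes that change with the stage gave 69 (permutation p = 0.757). Chromosome regions that differ between the cultivars are a candidate explanation for this. They include Solyc06g034020.2 to Solyc06g036470.1 on chromosome 6 with 8 of 55 tested genes called, 6 of them lower in HG6-61, and Solyc06g009490.2 to Solyc06g011540.2 with 5 of 42, all lower in HG6-61. The 43 genes alone had 8 with a neighbour against a mean of 3.81 (permutation p = 0.102).

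Reads at every stage of 1 cultivar, at least 100 in total, and at most 3 reads over all stages of the other were found for 11 genes present in AC and 7 present in HG6-61. Swapping the cultivar labels within stages gave as many in 1 of the 64 splits, the real one, and at most 1 gene in the others. Library depth, which lowers all genes alike, is argued against by the genes with as many reads, whatever their reads in the other cultivar: the 7967 genes with reads at all AC stages and 102 to 816 in total had a median of 446 in HG6-61, with 81 at the first percentile, and the 2969 with 124 to 310 in HG6-61 had a median of 149 in AC, with 38 at the first percentile. Reads that span a variant and no longer map, a missing gene and a silent gene cannot be told apart for the 11 genes that lack reads in HG6-61 or for the other 7, since counts per gene do not show where reads would fall.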

How the results depend on the processing

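The tests of gene lists by symbol, stage-to-stage changes, all 22 carotenoid genes and the requirement of HG6-61 correlations were chosen only after the results were seen, as were every listed line of S3 Table and no RPKM minimum for single transcription factors. Gene lists by product name, with their medians on TMM-scaled values and the list for abscisic acid, were not run. A change in counts beyond 1.5 times, or beyond the interval or spread of a value, is given below; where no cause is named, the cause was not tested.

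With more than 10 reads required, 9422 genes remained in all 7 AC libraries, and of 14 libraries the number of detected genes moved in 2, to 11490 in AC at 42 DAF and 12076 in HG6-61 at 35 DAF, by construction of the stricter minimum. Thinning kept the 14 numbers within 1.5 times.

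R2 between AC and HG6-61 from 7 to 49 DAF was 0.864, 0.828, 0.839, 0.840, 0.776, 0.806 and 0.780 with a pseudocount of 0.1. Among genes with at least 10 reads in both libraries it was 0.915, 0.866, 0.861, 0.843, 0.748, 0.857 and 0.764, and after thinning 0.896, 0.855, 0.860, 0.846, 0.801, 0.854 and 0.812. Between 49 and 7 DAF it was 0.363 and 0.408 in AC with the filter and after thinning, and 0.504, 0.415 and 0.499 in HG6-61 with the pseudocount, the filter and thinning. Of 57 comparisons of 19 values, 55 moved, all lower. The cause was not tested.

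With a log2 ratio beyond 2, the genes changed against 7 DAF numbered 1573, 2829, 4300, 5440, 5957 and 6512 in AC and 1566, 2812, 3699, 5093, 5867 and 6045 in HG6-61. With the binomial test in addition they numbered 1346, 2624, 3943, 5094, 5740 and 6317, and 1408, 2542, 3537, 4381, 5408 and 5519. Both are fewer by construction, as the limits are stricter. At the 2-fold limit without a read minimum, the numbers at the 3 stages after 7 DAF were 8356, 10734 and 12518 in AC. In HG6-61 they were 8117, 10169 and 11876, and in both cultivars more by construction. The other 6 numbers without the minimum, and all 12 after TMM rescaling, stayed within 1.5 times.

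At an adjusted p under 0.05 with no limit on the fold change, edgeR called 497, 2628, 5018, 6846, 7935 and 8162 genes against 7 DAF and 205 between the cultivars, more by construction. With DESeq2 the calls were 392 at 14 DAF, 1303 at 21 DAF and 116 between the cultivars. They were 257 at 14 DAF and 85 between the cultivars without the filter on low counts, and 57 at 14 DAF and 509 at 21 DAF without cultivar in the model. The 4 libraries of 2 stages alone gave 812, 2007 and 2912 genes at 14, 21 and 28 DAF. Without the stages as blocks, 16 genes were called between the cultivars, and 16 at the 4 stages before 35 DAF alone. Leaving out each stage in turn gave from 20 to 42 genes, with 26 without 7 DAF, 21 without 14 DAF, 20 without 21 DAF and 23 without 28 DAF. The cause of the changes with DESeq2, the filter, the blocks and single stages was not tested. The number of genes with a log2 fold change beyond 2, averaged over the 2 cultivars and without a test, stayed within 1.5 times with either cultivar left out, at 0.921 to 1.04 times for HG6-61 alone and 1.12 to 1.41 times for AC alone.

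Of 12 genes picked by the rule for the largest changes, no direction changed in 86 comparisons. In 11 of them, all for HG6-61 against AC with stages left out, the adjusted p was no longer under 0.01.

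Counts of transcription factors moved with several settings, and the cause was not tested. For ascorbic acid, where the main count was 96, they were 150 on log2(RPKM + 1), 169 with Spearman's rho, 152 with an absolute r above 0.754 and 56 with TMM rescaling. They were 62 where correlations with at least 7 genes in HG6-61 were also required, and 0 with stage-to-stage changes. For carotenoids, against 49, they were 105 on log2(RPKM + 1), 111 with Spearman's rho, 95 above 0.754, 76 without 49 DAF and 0 with stage-to-stage changes, while all 22 genes gave 70. For flavonoids, against 48, they were 24 on log2(RPKM + 1), 96 above 0.754, 20 with TMM rescaling, 76 without 49 DAF and 19 without 7 DAF. For single named transcription factors, 280 of 360 comparisons of 60 counts stayed within 1.5 times, 14 moved higher and 66 lower. Of the 80 that moved, 46 came with stage-to-stage changes.

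The adjusted Rand index between the groupings of AC and HG6-61 was 0.369 with log2(RPKM + 1) and 0.357 with more than 10 reads required, against 0.488 in the main grouping and 0.479 with another seed. The cause was not tested. Under fry, the cell wall list passed with adjusted p = 0.000104 at 42 DAF and 0.00976 at 49 DAF, and the photosynthesis and ethylene lists passed under camera, fry and camera without the filter. Fry tests the list by itself and camera tests it against the other genes.

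The depth of the libraries limits the detection of genes with few reads: 4500 genes have 10 reads or fewer over the 14 libraries together.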

Differences from the paper's values

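The tests of single transcription factors without an RPKM minimum or with every listed line of S3 Table were chosen only after the values were seen, as were those with stage-to-stage changes and with HG6-61 correlations also required. Of 239 values of the paper compared, 6 differ by more than 1.5 times.

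An RPKM above 4000 at all AC stages was reached by 1 gene, against the paper's 5. No alternative was set for this number before the data were examined. At 7 DAF alone, 5 genes were above 4000.

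In AC, 96 transcription factors were correlated with at least 15 ascorbic acid genes, against the paper's 34. None of the alternatives set before the data were examined closed the gap: the counts were 150 on log2(RPKM + 1), 169 with Spearman's rho, 152 with an absolute r above 0.754, 102 without an RPKM minimum, 56 with TMM rescaling, 99 with every listed line of S3 Table, 142 without 49 DAF and 130 without 7 DAF. Of those chosen after seeing the values, stage-to-stage changes gave 0. Requiring correlations with at least 7 genes in HG6-61 as well gave 62. The limit of 7 is the lowest HG6-61 number among the paper's own 34, so this count is not independent of that list.

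For flavonoids, 48 transcription factors were correlated with at least 3 genes in both cultivars, against the paper's 20. The paper states no minimum for this pathway, the limit of 3 was set for the re-analysis, and in Table 3 5 of the 20 have only 2 genes in 1 cultivar. Of the alternatives set before the data were examined, TMM rescaling gave 20, log2(RPKM + 1) 24 and leaving out 7 DAF 19, while Spearman's rho gave 41, an absolute r above 0.754 96, no RPKM minimum 53, every listed line of S3 Table 48 and leaving out 49 DAF 76. Stage-to-stage changes, chosen after seeing the values, gave 39. Of the paper's 20, 5 were among the 20 with TMM rescaling and 14 among the 48.

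Solyc12g088320.1 was correlated with 5 ascorbic acid genes in AC, against the 25 of the paper's text. The paper's Table 3 does not list this gene for ascorbic acid, and gives 25 and 17 for the MYB gene Solyc09g010840.1. With Spearman's rho, set before the data were examined, Solyc12g088320.1 was correlated with 22; with log2(RPKM + 1) the number was 4 and with TMM rescaling 5. Solyc09g010840.1 was correlated with 24 in AC and 17 in HG6-61, and in AC, with every listed line of S3 Table counted, with 25, a setting chosen after seeing the values.

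For Solyc12g017370.1, 0 flavonoid genes were correlated in AC and 0 in HG6-61, against the paper's 3 and 6. Its highest RPKM was 4.40, under the minimum of 5. None of the alternatives set before the data were examined changed this. Without the RPKM minimum, a setting chosen after seeing the values, the numbers were 3 and 6.

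Some statements of the paper on genes and directions also differ from the values. With every listed line of S3 Table, 5 of the 37 carotenoid transcription factors that the paper lists have its numbers in both cultivars, and 34 do with all 22 genes of the carotenoid sheet, a setting chosen after seeing the values. The paper describes a group of CCT domain genes as positively correlated with carotenoid genes, and for Solyc01g106030.2 5 of the 9 correlations in AC and 4 of the 6 in HG6-61 were negative, as they are in its Table 3. It describes the mannanase gene Solyc01g008710.2 as high at 42 DAF and barely detectable at other stages. In AC, its RPKM was 451 at 35 DAF and 5.85 at 42 DAF, and in HG6-61 it was 20.5 and 473. The pectinesterase gene Solyc12g008530.1, which the paper describes in one place as rising in mature fruit and in another as nearly undetectable at the last 2 stages, had 0 reads at 42 DAF in both cultivars, and at 49 DAF 3 in AC and 1 in HG6-61. Solyc09g059170.1, described as decreasing during development and ripening, rose from 8.08 RPKM at 28 DAF to 98.6 at 35 DAF in AC. The largest K-means group in AC held 4373 genes, with median RPKM values of 19.5 at 7 DAF and 20.7 at 21 DAF. The paper describes most genes of its largest group as not expressed at those stages. These groups come from different groupings, and which genes lie in the paper's group was not examined.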

Other observations

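The test of the number of genes with reads at 42 and 49 DAF was chosen only after the result was seen, as were the numbers for genes with more than 10 reads and the comparison of AC at 35 DAF with the HG6-61 stages. The other tests in this part were chosen before.

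In AC, 1527 genes had no read at 42 DAF and reads at 35 and 49 DAF, of which 987 had more than 10 reads in at least 1 AC library. Library depth is argued against as the whole cause: with counts drawn at one rate for the 3 stages at each library's depth, 100 draws gave at most 1011 such genes, with a mean of 939.7. Of the genes with more than 10 reads at 35 or 49 DAF, 492 showed the pattern and at most 25 in the draws. Of all 1527 genes, those with few reads included, 760 had reads at 35 and 49 DAF in HG6-61 too, and 185 of them (24.3%) had no read there at 42 DAF, against 3.67% of the other genes with reads at both stages, a comparison not matched for the number of reads. A true fall at 42 DAF stays open, as do differences in library preparation, and neither was tested.

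No read at 7 and 21 DAF with reads at 14 DAF and at 1 or more of the last 4 stages was seen for 388 AC genes. In 100 draws at one rate for the 3 early stages, at most 379 genes and on average 344.2 showed this pattern, so that depth alone falls short of the number by little. Many of the 388 genes have few reads, and 197 (50.8%) had 3 reads or fewer in every AC library. With more than 10 reads at 14 DAF, 4 AC genes showed the pattern and at most 1 in the draws. In HG6-61, 266 genes showed the pattern, against at most 212 and on average 173.5 in the draws, so depth alone falls short there by more. Of these 266 genes, 172 had 3 reads or fewer in every HG6-61 library.

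Fewer genes had reads at 42 and 49 DAF than before. After thinning to equal depth, at most 17978 genes had reads at these stages, against at least 19666 at the stages up to 28 DAF, which argues against library depth as the cause. A smaller set of transcribed genes in ripe fruit is consistent with these values and was not tested further.

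Among genes other than transcription factors, 16.2% were correlated with at least 15 ascorbic acid genes in AC, against 13.7% of transcription factors. A developmental trend shared by many genes is therefore a candidate explanation for the correlations. In AC, 25 of 44 ascorbic acid genes were themselves correlated with the day after flowering, 21 of them falling, and the median number of correlated ascorbic acid genes was 3 for transcription factors and for other genes alike. Regulation by single transcription factors stays open, and the correlations do not test it.

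At 35 DAF, HG6-61 had an R2 of 0.822 with AC at 28 DAF and 0.820 with AC at 35 DAF. Later ripening in HG6-61 cannot be told apart from equal progress by these values, since their order reversed after thinning, when the highest was 0.801 with AC at 35 DAF. In the other direction, AC at 35 DAF had an R2 of 0.845 with HG6-61 at 42 DAF and 0.820 with HG6-61 at 35 DAF, and 0.820 and 0.801 after thinning. This order goes with later ripening in HG6-61, which stays open as a hypothesis, since each R2 compares 2 libraries.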
